# Capicua deficiency induces autoimmunity and promotes follicular helper T cell differentiation via derepression of ETV5

**DOI:** 10.1038/ncomms16037

**Published:** 2017-07-12

**Authors:** Sungjun Park, Seungwon Lee, Choong-Gu Lee, Guk Yeol Park, Hyebeen Hong, Jeon-Soo Lee, Young Min Kim, Sung Bae Lee, Daehee Hwang, Youn Soo Choi, John D. Fryer, Sin-Hyeog Im, Seung-Woo Lee, Yoontae Lee

## Abstract

High-affinity antibody production through the germinal centre (GC) response is a pivotal process in adaptive immunity. Abnormal development of follicular helper T (T_FH_) cells can induce the GC response to self-antigens, subsequently leading to autoimmunity. Here we show the transcriptional repressor Capicua/CIC maintains peripheral immune tolerance by suppressing aberrant activation of adaptive immunity. CIC deficiency induces excessive development of T_FH_ cells and GC responses in a T-cell-intrinsic manner. ETV5 expression is derepressed in *Cic* null T_FH_ cells and knockdown of *Etv5* suppresses the enhanced T_FH_ cell differentiation in *Cic*-deficient CD4^+^ T cells, suggesting that *Etv5* is a critical CIC target gene in T_FH_ cell differentiation. Furthermore, we identify *Maf* as a downstream target of the CIC–ETV5 axis in this process. These data demonstrate that CIC maintains T-cell homeostasis and negatively regulates T_FH_ cell development and autoimmunity.

## Abstract (web summary)

Follicular helper T (T_FH_) cells promote germinal centre (GC) response for efficient generation of protective antibodies during humoral immunity. Here the authors show that deficiency of the translational repressor, Capicua/CIC, enhances T_FH_ differentiation and GC responses potentially via the derepression of *Etv5*.

The germinal centre (GC) response is one of the most elegant processes in adaptive immunity and produce antibodies that have high affinity to antigens. In follicles, B cells that recognize antigens proliferate and form GCs. GCs are expanded by the proliferation of GC B cells and polarize into two microenvironments, the dark zone and the light zone^1^,^2^,^3^. GC B cells cycle between these two zones. In the dark zone, GC B cells rapidly proliferate and undergo somatic hypermutation, which enables antibody diversification and affinity maturation. In the light zone, GC B cells are selected on the basis of antigen affinity, undergo immunoglobulin class-switch recombination, and eventually give rise to antibody-secreting plasma cells or memory B cells^1^,^2^,^3^. During the GC response, several types of immune cell collaborate with B cells in the follicles, where follicular helper T (T_FH_) cells have an instrumental function. T_FH_ cells facilitate the selection and maturation of high-affinity GC B cells by multiple rounds of cognate interaction with B cells in the light zone; these interactions provide the selected B cells with crucial signals for survival and re-entry into the dark zone^3^. Because T_FH_ cells have an important function in the generation of isotype-switched and affinity-maturated antibodies, dysregulation of T_FH_ cell development and function is closely associated with immunodeficiency-related pathogenesis or antibody-mediated autoimmune diseases including systemic lupus erythematosus^4^,^5^,^6^.

Differentiation of T_FH_ cells is initiated by the interaction of naïve T cells with dendritic cells (DCs), which, together with environmental factors, including cytokines, triggers expression of the chemokine receptor CXCR5 on DC-primed T cells^7^,^8^. The surface expression of CXCR5 enables T cells to migrate into B-cell follicles^7^,^8^. T cells that are targeted to enter B-cell follicles upregulate expression of the transcriptional repressor BCL6 and express an intermediate level of typical T_FH_ molecules (for example, CXCR5, PD-1, ICOS and SAP) at the junction between T-cell and B-cell zone^9^,^10^. At this stage, developing T_FH_ cells interact with cognate B cells and differentiate into GC T_FH_ cells that express high levels of T_FH_ molecules, such as PD-1 and CXCR5 (ref. 9). BCL6 as a master transcription factor for T_FH_ cell differentiation^11^,^12^,^13^ and BLIMP1 as an antagonist of BCL6 (ref. 11), plus several other transcription factors, help orchestrate T_FH_ cell differentiation by exerting either a positive or negative effect, depending on the cellular context^8^. Among these factors, MAF (also known as c-MAF) was identified as a positive regulator of T_FH_ cell differentiation in mice and humans. *Maf* deficiency decreases the frequency of CD4^+^CXCR5^+^ T cells in mice^14^. MAF regulates expression of *Il21* in mouse T_FH_ cells and, in conjunction with BCL6, MAF induces expression of CXCR4, CXCR5, PD-1, ICOS and IL-21 in human T_FH_ cells^14^,^15^,^16^. Moreover, MAF expression is induced in CD4^+^ T cells by ICOS co-stimulation^14^ or by IL-6, an important cytokine for initiating T_FH_ cell differentiation^15^.

Capicua/CIC is a transcriptional repressor that is evolutionarily conserved from cnidarians to mammals^17^, and it exists in short (CIC-S) and long (CIC-L) isoforms^17^. In mammals, CIC interacts with Ataxin-1/ATXN1 (ref. 18), of which polyglutamine (polyQ)-expanded form causes spinocerebellar ataxia type-1 (SCA1) neuropathogenesis, and its haploinsufficiency alleviates SCA1 progression^19^. Loss of the ATXN1–CIC complex results in hyperactivity, impaired learning and memory, and abnormal maturation and maintenance of upper-layer cortical neurons in mice^20^. CIC also suppresses the progression of several types of cancer^21^,^22^,^23^. CIC target genes that are critical for regulation of cancer progression include *PEA3* group genes, *ETV1/ER81*, *ETV4/PEA3* and *ETV5/ERM*, which are frequently overexpressed and promote tumourigenesis and metastasis in various types of cancer cell^21^,^24^,^25^,^26^. *In vivo* functions of CIC have been reported in studies of *Cic* hypomorphic (*Cic-L*^*−/−*^) mice^19^. These mice die within 4 weeks after birth and have defects in lung alveolarization^27^ and bile acid homeostasis^28^. However, CIC is expressed in most mouse tissues^27^,^28^, so it may also have other important physiological functions. CIC levels are relatively high in the thymus^27^,^28^ and in immune cells including T and NK cells (http://www.humanproteomemap.org)^29^. Moreover, our previous study shows that genes associated with immune activation and autoimmune diseases, such as SLE, asthma and thyroiditis, are significantly upregulated in the liver of *Cic-L*^*−/−*^ mice^28^. These findings suggest that CIC may regulate immune responses and immune disorders.

Here we investigate CIC functions in immune system using various immune cell-specific *Cic* null mice. Our study finds previously unrecognised functions of CIC in regulation of T-cell activation and GC responses and suggests CIC as a key transcription factor in the suppression of autoimmunity.

## Results

### Autoimmunity in immune cell-specific *Cic* null mice

To investigate *in vivo* requirement of CIC in homeostasis and functions of immune cells, we generated haematopoietic lineage cell-specific *Cic* null mice (*Cic*^*f/f*^*Vav1-Cre*) by crossing mice carrying floxed *Cic* alleles (*Cic*^*f/f*^) with *Vav1-Cre* mice (Supplementary Fig. 1a), and characterized them at 9–12 weeks of age. Development of lymphocytes in primary lymphoid organs was largely normal (Supplementary Fig. 1b,c), although an increase in proportion of thymic CD4^+^FOXP3^+^ regulatory T (T_reg_) cells was observed (Supplementary Fig. 2).

Strikingly, all *Cic*^*f/f*^*Vav1-Cre* mice developed enlarged secondary lymphoid organs, including spleens (Fig. 1a), mainly due to proliferation of B220^+^ B cells (Fig. 1b). In addition, the number of CD8^+^ T cells was significantly decreased, whereas that of macrophages and DCs was increased in spleen of *Cic*^*f/f*^*Vav1-Cre* mice (Fig. 1b). The expression levels of several T-cell co-stimulatory ligands, such as CD80, CD86, CD40 and ICOSL, on the surface of DCs were comparable between *Cic*^*f/f*^ (WT) and *Cic*^*f/f*^*Vav1-Cre* mice (Supplementary Fig. 3). *Cic*^*f/f*^*Vav1-Cre* mice had a higher frequency of effector/memory-phenotype (CD44^hi^CD62L^lo^) cells for both CD4^+^ and CD8^+^ subsets, compared with wild-type (WT) mice (Fig. 1c). *Cic*-deficient CD4^+^CD44^+^ T cells showed elevated expression of cell surface co-stimulatory molecules such as ICOS, PD-1, OX40 and GITR (Supplementary Fig. 4). Flow cytometry analysis on cytokine expression profiles revealed that the frequency of IFNγ^+^, TNF^+^, IL-21^+^, IL-13^+^ and IL-22^+^ CD4^+^ T cells was significantly increased in spleen of *Cic*^*f/f*^*Vav1-Cre* mice (Supplementary Fig. 5a). *Cic*^*f/f*^*Vav1-Cre* mice also had a higher frequency of CCR4^−^CXCR3^+^ (T_H_1-related) and CCR4^+^CCR6^−^ (T_H_2-related) CD4^+^ T cells^30^ (Supplementary Fig. 5b). Thus, loss of CIC spontaneously activates T cells, resulting in accumulation of effector/memory cells with mixed T helper (T_H_) phenotypes in mice. On the other hand, *Cic* null naïve CD4^+^ T cells differentiated into each T_H_ subset with similar efficiency to WT cells under *in vitro* polarizing conditions (Supplementary Fig. 6), suggesting that CIC might not be a crucial factor for each T_H_ subset differentiation.

*Cic*^*f/f*^*Vav1-Cre* mice had a higher proportion of CD4^+^CD25^−^FOXP3^+^ T cells in spleen, but a comparable proportion of CD4^+^CD25^+^FOXP3^+^ T cells, compared with WT mice (Supplementary Fig. 7a). Expression levels of surface molecules that are critical for controlling T_reg_ cell homeostasis and function, such as GITR, CTLA-4, CD103 and GARP (refs 31, 32), were comparable between WT and *Cic* null CD4^+^ FOXP3^+^ T cells regardless of CD25 expression (Supplementary Fig. 7b). Consistent with this result, WT and *Cic*-deficient CD4^+^CD25^+^ T_reg_ cells had a comparable suppressive activity on IL-2 secretion and proliferation of responding CD4^+^CD25^−^ T cells (Supplementary Fig. 7c,d). The numbers of CD8^+^CD25^+^ FOXP3^+^ and CD8^+^ICOSL^+^CXCR5^+^ (Qa-1-restricted CD8^+^ T_reg_ cells)^33^,^34^ T cells were also comparable between WT and *Cic*^*f/f*^*Vav1-Cre* mice (Supplementary Fig. 7e,f). These results, together with the increased frequency of thymic T_reg_ cells (Supplementary Fig. 2), indicate that the T cell hyperactivation in *Cic*^*f/f*^*Vav1-Cre* mice was not due to defects in T_reg_ cell compartment.

Because the abnormal activation of T cells and the increased frequency of CD4^+^CD25^−^FOXP3^+^ T cells are often associated with autoimmunity^35^,^36^, we assessed whether *Cic*^*f/f*^*Vav1-Cre* mice display autoimmune phenotypes with age. The *Cic*^*f/f*^*Vav1-Cre* mice developed hyperglobulinemia at 12 weeks of age (Fig. 1d), and exhibited several typical autoimmune attributes at around 1 year of age, including enlarged secondary lymphoid organs (Fig. 1e), increased serum levels of anti-dsDNA antibody (Fig. 1f), infiltration of immune cells into tissues (Fig. 1g), glomerulonephritis (Fig. 1h) and IgG deposition in kidney glomeruli (Fig. 1i). Together, these findings demonstrate that CIC is indispensable for suppression of lymphoproliferative autoimmunity.

### Spontaneous induction of GC responses by CIC deficiency

Increased frequencies of T_FH_-like cells are often observed in patients with autoimmune diseases including SLE^6^, and studies of *Roquin*^*san*^ mice show that overexpression of IFNγ and ICOS, a co-stimulatory molecule highly expressed in T_FH_ cells^37^,^38^, promotes T_FH_ cell development, which in turn spontaneously induces a lupus-like autoimmune syndrome^39^,^40^. It is also known that IL-21 and IL-4 are key cytokines that T_FH_ cells express during the GC response^41^. Because *Cic*^*f/f*^*Vav1-Cre* mice had the increased T-cell surface expression of ICOS, the increased proportions of CD4^+^IFNγ^+^, CD4^+^IL-21^+^ and CD4^+^IL-4^+^ T cells, and the autoimmune-like symptoms similar to those in *Roquin*^*san*^ mice^42^, we set out to determine whether the T_FH_ subset was elevated in *Cic*^*f/f*^*Vav1-Cre* mice. The frequencies of T_FH_ (PD-1^int^CXCR5^int^) and GC T_FH_ (PD-1^hi^CXCR5^hi^) cells were significantly increased in the spleen of 9-week-old *Cic*^*f/f*^*Vav1-Cre* mice at the expense of non-T_FH_ cells (Fig. 2a). The increased T_FH_ cell frequency in *Cic*^*f/f*^*Vav1-Cre* mice was confirmed by flow cytometry analysis of CD4^+^BCL6^+^CXCR5^+^ T cells (Fig. 2b). Consistent with these results, the proportion of CD4^+^ICOS^+^ T cells was also markedly increased (Fig. 2c). On the other hand, levels of BCL6 in PD-1^+^CXCR5^+^ T_FH_ cells were comparable between WT and *Cic*^*f/f*^*Vav1-Cre* mice (Fig. 2d). The frequency of IFNγ^+^ T_FH_ cells was substantially increased in *Cic*^*f/f*^*Vav1-Cre* mice, whereas that of IL-21^+^ and IL-4^+^ T_FH_ cells was comparable between WT and *Cic*^*f/f*^*Vav1-Cre* mice (Fig. 2e). Because the primary function of T_FH_ cells is to help B cells form GC reactions, we further analysed GC B (B220^+^Fas^+^GL-7^+^) cells. The proportion of GC B cells was significantly higher in *Cic*^*f/f*^*Vav1-Cre* mice than in WT mice (Fig. 2f). Taken together, these data indicate that CIC is required for suppression of spontaneous induction of GC reactions.

### T-cell-intrinsic functions of CIC

Because several abnormalities in T cells were observed in *Cic*^*f/f*^*Vav1-Cre* mice, we next examined CIC in T cells. CIC protein levels gradually increased along with the activation of CD4^+^ T cells by anti-CD3 and anti-CD28 antibodies (Fig. 3a), and were higher in effector/memory CD4^+^ T cells than in naïve CD4^+^ T cells (Fig. 3b). *Cic*-deficient CD4^+^ T cells secreted IL-2 and proliferated more efficiently than WT T cells when stimulated with anti-CD3 (Fig. 3c,d), suggesting that CIC negatively regulates an activation signal that is mediated by T-cell receptors (TCRs). However, this difference was largely abrogated by addition of anti-CD28 (Fig. 3c,d), indicating that a strong co-stimulatory signal through CD28 overrides the enhanced TCR response in *Cic*-deficient T cells.

To determine the *in vivo* consequences of CIC deficiency in T cells, we generated mice with *Cic* deletion specific to T cells (*Cic*^*f/f*^*Cd4-Cre*) (Fig. 4a). Development of T cells in thymus was largely normal in *Cic*^*f/f*^*Cd4-Cre* mice (Supplementary Fig. 8a). Given that CIC deficiency induced autoimmunity and that *Cic* null CD4^+^ T cells more robustly responded to TCR stimulation than WT cells *in vitro* (Fig. 3c,d), we assessed thymic negative selection, which is a critical process that removes autoreactive T cells in thymus^43^, in WT and *Cic*^*f/f*^*Cd4-Cre* mice. TCR-induced apoptosis comparably occurred in WT and *Cic* null double positive (DP) thymocytes (Supplementary Fig. 8b), suggesting that TCR-induced negative selection might not be affected by CIC deficiency. Consistent with this finding, WT and *Cic* null CD4^+^ thymocytes exhibited a comparable induction of Nur77, which has been implicated in negative selection through its ability to convert BCL2 into a proapoptotic molecule^44^,^45^, in response to TCR stimulation (Supplementary Fig. 8c).

On the other hand, as observed in the *Cic*^*f/f*^*Vav1-Cre* mice, hyperglobulinemia, T-cell hyperactivation and increased populations of CD25^−^FOXP3^+−^, T_H_1-type and T_H_2-type CD4^+^ T cells in spleen occurred in *Cic*^*f/f*^*Cd4-Cre* mice at 12 weeks of age (Fig. 4b, Supplementary Fig. 9). These mice also showed several systemic autoimmune phenotypes with age, including increased serum levels of anti-dsDNA antibody (Fig. 4c), infiltration of immune cells into tissues (Fig. 4d) and glomerulonephritis (Fig. 4e). Moreover, the proportions of T_FH_, GC T_FH_, CD4^+^ICOS^+^ T and GC B cells were significantly higher in *Cic*^*f/f*^*Cd4-Cre* mice than in WT mice (Fig. 4f–h). The frequency of IFNγ-expressing T_FH_ cells was increased in the spleen of *Cic*^*f/f*^*Cd4-Cre* mice (Supplementary Fig. 10a). Because IFNγ drives IgG2a class-switching in B cells during GC reactions^40^,^46^,^47^, we further assessed IgG2a^+^ GC B cells. As expected, the frequency and the number of IgG2a^+^ GC B cells were also increased in *Cic*^*f/f*^*Cd4-Cre* mice (Supplementary Fig. 10b). Taken together, these findings demonstrate that the spontaneous inductions of T-cell activation, GC response and systemic autoimmunity were due to loss of CIC in T cells.

Follicular regulatory T (T_FR_) cells, defined as CD4^+^ FOXP3^+^PD-1^+^CXCR5^+^ cells, are a specialized subset of regulatory T cells that inhibit antibody production^48^,^49^,^50^. Because the proportion of CD4^+^FOXP3^+^ T cells increased in *Cic-*deficient mice (Supplementary Figs 7a and 9b), we determined whether T_FR_ cells were increased in *Cic*^*f/f*^*Cd4-Cre* mice. As with CD4^+^FOXP3^−^PD-1^+^CXCR5^+^ T_FH_ cells, CD4^+^FOXP3^+^PD-1^+^CXCR5^+^ T_FR_ cells were also significantly overrepresented in the spleen of *Cic*^*f/f*^*Cd4-Cre* mice compared with WT mice (Fig. 4i). Importantly, the ratio T_FH_/T_FR_, which is a critical factor that dictates the magnitude of antibody production^50^, was also increased in the *Cic*^*f/f*^*Cd4-Cre* mice (Fig. 4j), consistent with the observation that GC B cells and serum immunoglobulin levels were elevated in *Cic*^*f/f*^*Cd4-Cre* mice (Fig. 4b,h).

### Normal T-cell homeostasis in T_reg_-specific *Cic* null mice

Although the suppressive activity toward conventional T cells and expression profiles of T_reg_ cell-associated surface molecules were comparable between WT and *Cic*-deficient CD4^+^ T_reg_ cells (Supplementary Fig. 7b–d), the frequency of CD4^+^CD25^−^FOXP3^+^ T cells was substantially increased in *Cic*-deficient mice (Supplementary Figs 7a and 9b). To directly address the function of CIC in development and function of FOXP3^+^ T_reg_ cells, we generated FOXP3^+^ T_reg_ cell-specific *Cic* null (*Cic*^*f/f*^*Foxp3-YFP-Cre*) mice by crossing *Cic*^*f/f*^ mice with *Foxp3-YFP-Cre* mice^51^. The ablation of *Cic* alleles in *Foxp3*-expressing (YFP^+^) cells did not affect formation of CD25^+^FOXP3^+^ and CD25^−^FOXP3^+^ CD4^+^ T cells in both thymus and spleen (Supplementary Fig. 11a–c). The proportion of naïve and effector/memory cells for both CD4^+^ and CD8^+^ subsets, T_FH_, T_FR_ and GC B cells was also comparable between *Cic*^*+/+*^*Foxp3-YFP-Cre* (WT) and *Cic*^*f/f*^*Foxp3-YFP-Cre* mice (Supplementary Fig. 11d–f). These results suggest that CIC deficiency in FOXP3^+^ T_reg_ cells does not cause defects in development and function of FOXP3^+^ T_reg_ cells.

Since the FOXP3^+^ T_reg_ cell-specific *Cic* deletion did not promote formation of CD4^+^CD25^−^FOXP3^+^ T-cell population in spleen (Supplementary Fig. 11c), we examined expression of FOXP3 in conventional CD4^+^ T cells from WT and *Cic*^*f/f*^*Cd4-Cre* mice. Interestingly, the proportion of FOXP3-expressing naïve (CD45RB^hi^CD44^lo^CD62L^hi^) CD4^+^ T cells was markedly increased in the spleen of *Cic*^*f/f*^*Cd4-Cre* mice, compared with WT mice (Supplementary Fig. 12a). Consistent with this result, CD4^+^CD25^−^FOXP3^+^ T cells in *Cic*^*f/f*^*Cd4-Cre* mice were composed of both CD44^lo^CD62L^hi^ and CD44^hi^CD62L^lo^ populations, while those in WT mice were mainly CD44^hi^CD62L^lo^ cells (Supplementary Fig. 12b). We also determined the origin of CD4^+^CD25^−^FOXP3^+^ T cells in *Cic*^*f/f*^*Cd4-Cre* mice by flow cytometry analysis for expression of Helios and Neurophilin-1/NRP1, both of which are markers for thymus-derived T_reg_ (tT_reg_) cells^52^,^53^,^54^. The frequency of Helios^−^NRP1^−^ cells for both CD25^+^FOXP3^+^ and CD25^−^FOXP3^+^ T-cell subsets was significantly increased in the spleen of *Cic*^*f/f*^*Cd4-Cre* mice (Supplementary Fig. 12c), demonstrating that the increased frequency of CD4^+^CD25^−^FOXP3^+^ T cells in *Cic*^*f/f*^*Cd4-Cre* mice was due to the expansion of peripherally-induced T_reg_ (pT_reg_) cells. Taken together, our data suggest that CIC deficiency induces FOXP3 expression in naïve CD4^+^ T cells, thereby increasing the population of CD4^+^CD25^−^FOXP3^+^ T cells in the periphery.

### Regulation of T_FH_ cell differentiation by the CIC–ETV5 axis

To understand the molecular mechanism mediating the CIC deficiency-induced increase in T_FH_ cells, we set out to identify CIC target genes in CD4^+^ T cells. We analysed gene expression profiles in naïve and anti-CD3/CD28 antibody-activated CD4^+^ T cells from WT and *Cic*^*f/f*^*Cd4-Cre* mice by RNA sequencing. 

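The RNA sequencing comprised 4 libraries, 1 for each genotype and time: naïve CD4+ T cells on day 0 and the same kind of cells after 3 days with plate-bound anti-CD3 and anti-CD28 antibodies, from *Cic* f/f mice (WT) and from *Cic* f/f*Cd4-Cre* mice (cKO), in which Cre expressed from the *Cd4* promoter removes the floxed part of *Cic* in T cells. Activation was plain in both genotypes. *Mki67*, a marker of dividing cells, had an FPKM (fragments counted per transcript length and per total of mapped fragments) of 15.1 on day 0 and 238 on day 3 in WT cells, and of 9.90 and 234 in cKO cells. Of 25 measured cell cycle genes, 24 were higher on day 3 than on day 0 by more than 1.5 on the log2 scale in WT cells and 24 in cKO cells. The T-cell activation gene *Il2ra*, which encodes the α chain of the interleukin 2 receptor, had log2 ratios of day 3 to day 0 of 6.75 in WT and 6.13 in cKO. Of 13 genes of naïve and memory T cells, 7 were lower on day 3 by the size rule in WT and 6 in cKO, none was higher, and 3 had ratios above 0 in each, with list medians of -1.51 and -1.48. *Klf2*, a regulator of T-cell trafficking, had log2 ratios of -4.46 and -3.21.

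According to the paper, spleen cells of 10-week-old mice were sorted as CD4+ cells low in CD44 and high in CD62L. The sample labels give ages of 10 to 12 weeks and a CD25-CD44 hiCD62L lo gate, which describes activated or memory cells, under the name naïve. On day 0 *Cd44* had an FPKM of 19.2 in WT and 12.6 in cKO. *Lef1*, of the naïve and memory T-cell genes, had 159 and 152. As no cells known to come from the other gate were sequenced for comparison, these values do not settle which gate was used. The paper states an anti-CD3 concentration of 2 μg ml-1 and extraction with a ReliaPrep kit, and the labels state 2 μg ml-1 and Trizol. TruSeq libraries were run on a NextSeq 500 sequencer, reads were mapped with TopHat 2.0.10 to mm9 RefSeq, and Cufflinks 2.1.1 assembled transcripts and compared libraries. The deposited loci, however, fit the gene ends of GRCm38.p6, with an equal end for 58.3% of 21215 genes, and not those of mm9, with 1.13% of 19871 genes, so positions are given here as deposited and read as GRCm38.

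The authors deposited 4 tables of FPKM values for 31171 loci, each setting a pair of columns side by side. In the tables of day 3 against day 0 within WT and within cKO each column is 1 library, and all values here come from these. In the other tables, headed as cKO against WT on day 0 and on day 3, the columns are weighted means of libraries. The column headed cKO day 0 equals 0.509 times the cKO day 0 value plus 0.488 times the cKO day 3 value, with a median deviation of 2.18e-06 log2 over 13274 loci, and the columns headed for day 3 average both genotypes on day 0 and both on day 3. Neither the ratios of these columns nor their P values were used. WT and cKO values therefore come from tables that were normalized separately. The weights place all libraries on 1 scale, on which ratios of cKO to WT move by -0.015 log2 on day 0 and -0.017 on day 3.

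Ratios were taken as log2((cKO FPKM + 0.1)/(WT FPKM + 0.1)) among genes with an FPKM of at least 1 in either library, and an absolute log2 ratio over 1.5, the size threshold of the paper, is called here the size rule. The added 0.1 lowers the ratios of weakly expressed genes. There were 10685 genes with an FPKM of at least 1 in WT day 0, 10608 in WT day 3, 10441 in cKO day 0 and 10589 in cKO day 3. Read totals are not given in the sources used here. Among weakly expressed loci, 1 read was worth 0.818 times as many FPKM in cKO day 0 as in WT day 0 and 0.946 times as many in cKO day 3 as in WT day 3. With 1 library for each condition no difference has a replicate check, and no p-value was computed. For gene lists, the median log2 ratio is given with its percentile among 10000 random lists matched on mean expression, which describes these libraries only. A list is said to stand apart where its median lies in the lowest or the highest 2.5% of the random lists.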

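*Cic* itself had an FPKM of 24.9 in cKO and 25.4 in WT on day 0, and of 12.2 and 17.8 on day 3. This value covers the whole deposited locus (chromosome 7, 25267720 to 25297955), which is shared with *Pafah1b3* and includes exons outside any deleted part, so it does not check the deletion. *Etv4* and *Etv5*, which encode ETS transcription factors of the PEA3 group, were higher in cKO than in WT at both times. *Etv4* (chromosome 11, 101769594 to 101785310) had an FPKM of 2.68 in cKO and 0.278 in WT on day 0, a log2 ratio of 2.88, and of 4.70 and 0.337 on day 3, a log2 ratio of 3.46. *Etv5* (chromosome 16, 22381250 to 22439573) had an FPKM of 5.95 in cKO and 0.706 in WT on day 0, a log2 ratio of 2.91, and of 5.85 and 1.49 on day 3, a log2 ratio of 1.90. The paper's P values in Supplementary Data 1 are 0.0155 and 0.00635 for *Etv4* and 0.00025 and 0.0004 for *Etv5*.

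By the size rule alone, 53 genes were higher and 198 lower in cKO on day 0 among 10910 genes, and 81 were higher and 132 lower on day 3 among 10895. With loci that carry no gene name included, an alternative chosen after seeing the data, the balance turned, with 676 higher and 536 lower on day 0 and 580 higher and 386 lower on day 3. A pseudocount of 1 left 27 higher and 46 lower on day 0 and 29 and 48 on day 3, and an FPKM minimum of 5 left 26 and 56, and 36 and 49. Among the 10146 genes measured at both times, 32 were higher on day 0 and 53 on day 3, and 8 of them at both times, where independent lists of these sizes would share 0.167 genes. Besides *Etv4* and *Etv5* these were *Cldn10*, which encodes a claudin of tight junctions, and the small RNA genes *Mir6376*, *Scarna17*, *Snora15*, *Snora68* and *Snord95*. Small RNA genes passed the size rule more often than others, at 20.6% against 2.05% on day 0 and 26.7% against 1.61% on day 3. The figure for independent lists is thus too low for them. Without small RNA genes, a setting chosen after seeing the data, 3 genes were higher at both times, where independent lists would share 0.0798. Day 3 cells were cultured from cells sorted alike, so the comparisons need not be independent. *Cldn10* had an FPKM of 42.3 in cKO and 3.01 in WT on day 0 and of 7.64 in cKO on day 3, where it is listed at 0 in WT. Its deposited locus is shared with *Dzip1*, which was also higher in cKO, at 30.5 against 16.1 on day 0 and 3.88 against 0.848 on day 3, and as the counting is not stated to use strand, their reads cannot be separated with certainty. Among the same 10146 genes 67 were lower on day 0 and 57 on day 3, and 15 at both times, where independent lists of these sizes would share 0.376, among them *Car1*, a carbonic anhydrase of red cells, *Fcer1g*, the signalling chain of Fc receptors, and *Clec7a*, a receptor of myeloid cells. Without small RNA genes 13 were lower at both times, where independent lists would share 0.289. The 15 became 4 with a pseudocount of 1, 4 with an FPKM minimum of 5 and 56 with no filter. The 8 higher genes became 7, 7 and 26. With a pseudocount of 1 *Etv5* had a log2 ratio of 1.46 on day 3, below the size threshold, and with an FPKM minimum of 5 *Etv4* was not among the genes measured.

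**Figure D1:**
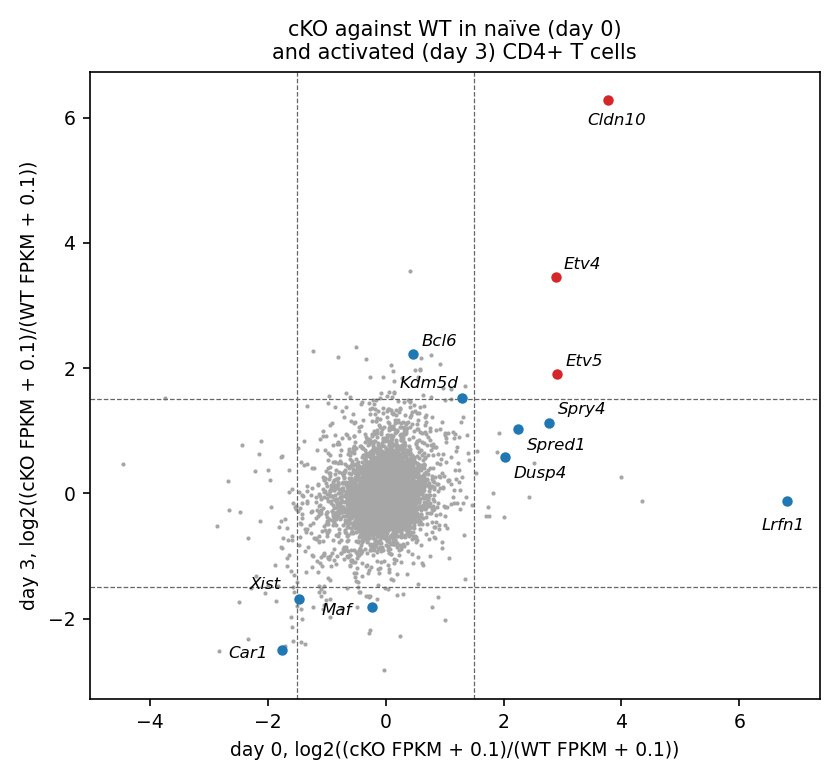
Each point is a gene with an FPKM of at least 1 in either library of both comparisons, small RNA genes left out; the horizontal axis gives the log2 ratio of cKO to WT on day 0, the vertical axis that on day 3, and the dashed lines the size threshold of 1.5 in each direction. *Etv4*, *Etv5* and *Cldn10* (red) lie beyond the threshold on both axes, *Cldn10* at day 3 against a WT value listed at 0, while *Spry4*, *Spred1* and *Dusp4* pass it only on day 0 and *Bcl6* and *Maf* only on day 3, in opposite directions.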

Among the genes significantly upregulated (log_2_(fold change)>1.5; *P*<0.05) in *Cic*-deficient CD4^+^ T cells, only *Etv4* and *Etv5* were upregulated irrespective of the status of T-cell activation (Supplementary Data 1). Both *Etv4* and *Etv5* have been well-characterized as CIC target genes in various tissues^19^,^22^,^24^,^27^. qRT-PCR analysis for mRNA levels of *Pea3* group genes (*Etv1*, *Etv4* and *Etv5*) (Fig. 5a) and quantitative PCR (qPCR) analysis for *Pea3* group gene promoter regions in total CIC-associated DNA fragments (Fig. 5b) verified that *Etv4* and *Etv5* are direct targets of CIC in CD4^+^ T cells.

We then examined the levels of *Etv4* and *Etv5* in CD4^+^PD-1^+^CXCR5^+^ T_FH_ cells from WT and *Cic*^*f/f*^*Cd4-Cre* mice by qRT-PCR analysis. Consistent with the previous result (Fig. 5a), levels of both genes were markedly increased in *Cic*-deficient T_FH_ cells (Fig. 5c), indicating that their expression was derepressed in T_FH_ cells in the absence of CIC. Interestingly, however, only ETV5 expression, but not ETV4 expression, was substantially increased in *Cic*-deficient T_FH_ cells at the protein level (Fig. 5d), suggesting that ETV4 expression is tightly controlled in T_FH_ cells at the posttranscriptional level. We also found that ETV5 levels were higher in T_FH_ cells than in non-T_FH_ cells (Fig. 5c,e), whereas CIC levels in the two T-cell populations were comparable (Fig. 5e), implying that ETV5 might be critical for differentiation or function, or both, of T_FH_ cells. To further explore this possibility, we performed adoptive transfer experiments using OT-II cells, which express ovalbumin (OVA)-specific TCRs^55^. Thy1.1^+^OT-II cells were infected with control or ETV5-expressing retrovirus (Supplementary Fig. 13a) and adoptively transferred to Thy1.2^+^ recipient mice. Immunization of the host mice with 4-hydroxyl-3-nitrophenyl (NP)-OVA in alum resulted in generation of a higher percentage of T_FH_ cells (Fig. 5f), demonstrating that ETV5 promotes T_FH_ cell differentiation. Consistent with this result, knockdown of ETV5 in OT-II cells by shRNA against *Etv5* (shETV5) suppressed T_FH_ cell differentiation (Fig. 5g). Lastly, we conducted the adoptive transfer experiment to examine whether the increased T_FH_ cells in *Cic* mutant mice was due to derepression of ETV5. WT and *Cic*-deficient OT-II cells infected with control or shETV5-expressing retrovirus were adoptively transferred to Thy1.2^+^ recipient mice. Seven days after immunization with NP-OVA in alum, the donor OT-II cells were analysed for T_FH_ cell differentiation by flow cytometry. As expected from previous results (Figs 2a,b and 4f), T_FH_ cell differentiation was more prominent with *Cic*-deficient donor OT-II cells than with WT OT-II cells (Figs 5h and 6f). Strikingly, such enhanced T_FH_ cell differentiation of *Cic*-deficient OT-II cells was blunted when ETV5 expression was knocked-down with shETV5 (Fig. 5h, Supplementary Fig. 13b). Altogether, these data demonstrate that the CIC–ETV5 axis is crucial for regulation of T_FH_ cell differentiation.

### *Maf* as a critical ETV5 target in T_FH_ cell differentiation

ETV5 function in T_FH_ cell development has not been investigated. To comprehensively understand how the CIC–ETV5 axis regulates differentiation of T_FH_ cells, we sought to identify ETV5 target genes that could be involved in this process. We initially analysed expression profiles of several T_FH_-related genes in non-T_FH_ and T_FH_ cells from WT and *Cic*^*f/f*^*Cd4-Cre* mice. *Bcl6*, *Batf*, *Maf*, *Cxcr5* and *Ifng* were significantly increased, whereas *Lef1* and *Foxp1* were decreased in WT T_FH_ cells compared with WT non-T_FH_ cells (Fig. 6a). Importantly, *Batf*, *Maf*, *Icos* and *Ifng* were significantly upregulated in *Cic*-deficient T_FH_ cells compared with WT T_FH_ cells; the increase was greatest in *Maf*, which promotes T_FH_ cell differentiation and GC reactions^14^,^16^ (Fig. 6a). We confirmed the overexpression of MAF in *Cic*-deficient T_FH_ cells at the protein level (Fig. 6b).

We also examined which T_FH_-related genes are regulated by ETV5 in CD4^+^ T cells. Anti-CD3/CD28 antibody-activated CD4^+^ T cells were infected with control or ETV5-expressing retrovirus and cultured in the presence of IL-6 and IL-21 (T_FH_-like condition)^56^. Among the genes tested, only *Maf* levels were substantially increased by ETV5 overexpression (Fig. 6c). Consistent with this, it is known that *Maf* is a direct target gene of ETV5 in ocular lens cells^57^. We confirmed that ETV5 directly bound to *Maf* promoter in IL-6-treated CD4^+^ T cells by chromatin immunoprecipitation (ChIP)-qPCR analysis (Supplementary Fig. 14). In contrast, in the absence of IL-6 and IL-21, ETV5 overexpression did not significantly increase levels of *Maf* (Fig. 6d), suggesting that ETV5 might induce expression of *Maf* during T_FH_ cell development. These results were also confirmed by western blot analysis (Fig. 6e). Because IL-6 and IL-21 can activate STAT3 pathway, we examined whether activation of STAT3 is required for ETV5-mediated induction of *Maf* expression. Treatment with AG490 (inhibitor of JAK2-STAT3 pathway)^58^ and Stattic (inhibitor for STAT3 dimerization)^59^ completely suppressed the induction of *Maf* expression by ETV5 in CD4^+^ T cells incubated under T_FH_-like condition (Supplementary Fig. 15a,b). However, treatment with Stattic did not affect ETV5 promoter occupancy of *Maf* (Supplementary Fig. 15c). These results indicate that STAT3 activity is required for ETV5-mediated induction of *Maf* expression, but dispensable for ETV5 binding to *Maf* promoter.

Finally, we examined whether the upregulation of MAF expression contributed to the enhanced T_FH_ cell differentiation in *Cic*-deficient T cells by the adoptive transfer experiment. WT and *Cic* null OT-II cells transduced with control or *Maf* shRNA (shMAF)-expressing retrovirus were adoptively transferred to Thy1.2^+^ recipient mice. Seven days after immunization with NP-OVA in alum, the donor OT-II cells were analysed for T_FH_ cell differentiation by flow cytometry. The enhanced T_FH_ cell differentiation of *Cic*-deficient OT-II cells was indeed significantly alleviated by knockdown of *Maf* (Fig. 6f, Supplementary Fig. 13b). Taken together, these data suggest that the derepression of *Etv5* increased *Maf* expression in *Cic-*deficient T_FH_ cells, and subsequently promoted T_FH_ cell differentiation and GC responses.

## Discussion

In this study, we examined a previously unrecognised function of CIC in the immune system. Our findings demonstrate that CIC is a key transcriptional repressor that maintains peripheral immune homeostasis and restrains T_FH_ cell differentiation, thereby suppressing autoimmunity (Fig. 6g). CIC deficiency causes lymphoproliferative autoimmunity in mice, which is accompanied by augmented T-cell responses and increased frequencies of T_FH_ and GC B cells in secondary lymphoid organs. Given that excessive formation of T_FH_ cells is often observed in patients with autoimmune diseases^5^ and that autoimmunity in *Roquin*^*san*^ mice is reduced when T_FH_ cell development is suppressed either by removing one allele of *Bcl6*, by deleting SAP (*Sh2d1a*), or by dampening IFNγ signalling^40^,^60^, spontaneous induction of the GC response might be a primary cause of the onset of autoimmune-like symptoms in *Cic* mutant mice.

The immune cell-specific *Cic* null mice shared many phenotypes including hyperglobulinemia, T-cell hyperactivation, accumulation of effector/memory cells with T_H_1 and T_H_2 phenotypes, systemic autoimmunity and increased proportions of CD4^+^FOXP3^+^CD25^−^ T, T_FH_ and GC B cells with the T-cell-specific *Cic* null mice, demonstrating that T-cell-intrinsic functions of CIC are crucial for maintenance of T-cell homeostasis and suppression of spontaneous induction of the GC response and autoimmunity. A specific loss of CIC in B cells, from which antigen presentation and co-stimulatory signals are required for differentiation and maintenance of T_FH_ cells^8^, did not promote T_FH_ cell differentiation in mice (Supplementary Fig. 16), accentuating the T-cell-intrinsic requirement of CIC in regulation of T_FH_ cell development. However, most phenotypes were more prominent in the immune cell-specific *Cic* null mice than in the T-cell-specific *Cic*-deficient mice; this difference implies that T-cell-extrinsic mechanisms also contributed in part to those phenotypes. To comprehensively understand the function of CIC in maintenance of peripheral immune tolerance, functions of CIC in other types of immune cell, such as DCs and B cells, need to be further determined.

Our study provided a molecular basis of how CIC deficiency promotes T_FH_ cell differentiation. We determined that ETV5 is a critical CIC target that promotes T_FH_ cell differentiation. 

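The third PEA3 group gene, *Etv1*, stayed below an FPKM of 1 in every library. Its values were 0.67 in cKO and 0.107 in WT on day 0, and 0.241 and 0.0931 on day 3. Activation left *Etv5* at nearly the same level in cKO cells, with a log2 ratio of day 3 to day 0 of -0.02, and in WT cells the ratio was 0.98. Genes known as feedback targets of ERK signalling, a pathway that relieves repression by CIC, were listed after Supplementary Data 1 had been read. On day 0, 5 of the 12 measured members passed the size rule, all of them higher in cKO, and the list median of 1.31 lay at percentile 100. All 5 are among the genes that Supplementary Data 1 lists as higher on day 0, so the list is not independent evidence of its direction. In the same comparison genes of other cells also differed, with medians of 1.02 for B cells and -1.86 for macrophages and monocytes. Besides *Etv4* and *Etv5* the ERK feedback members past the size rule were *Spry4*, an inhibitor of receptor tyrosine kinase signalling, at an FPKM of 2.19 against 0.235 in WT, *Spred1*, another inhibitor of the Ras and ERK pathway, at 18.7 against 3.84, and *Dusp4*, a phosphatase acting on ERK, at 20.6 against 4.99. *Dusp6* and *Spred2* had log2 ratios of 1.40 and 1.21. *Spry2* was at -0.51 and *Dusp5* at -0.13. On day 3 the list median was 0.58, also at percentile 100, and of 11 measured members 2 passed the size rule, which were *Etv4* and *Etv5*. *Spry4*, *Spred1* and *Dusp4* then had log2 ratios of 1.13, 1.02 and 0.58, and *Spry2* one of -1.27. Without the PEA3 group genes, a comparison chosen after the values were seen, the list median was 0.87 over 10 genes on day 0 and 0.53 over 9 genes on day 3. *Spry4* on day 0 had a log2 ratio of 1.37 with a pseudocount of 1, below the size threshold. From the higher mRNA levels of *Etv4* and *Etv5* without CIC (Fig. 5a) and the presence of their promoters among CIC-associated DNA (Fig. 5b), the paper concludes that both are direct targets of CIC in CD4+ T cells.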

Among *Pea3* group genes, *Etv4* and *Etv5* are major CIC target genes in CD4^+^ T cells. Although mRNA levels of both genes increased greatly in the *Cic* null T_FH_ cells, only ETV5 expression increased significantly at the protein level, indicating that ETV4 levels are tightly controlled in T_FH_ cells by posttranscriptional regulation. ETV5 expression also seems to be regulated at the posttranscriptional level in the *Cic* null T_FH_ cells, because the increase in ETV5 expression by CIC deficiency was greater at the mRNA level (∼5.5-fold) than at the protein level (∼3.4 fold). One possible mechanism of posttranscriptional control of PEA3 group transcription factor levels in T_FH_ cells is proteasomal degradation mediated by E3 ubiquitin ligase COP1 (also known as RFWD2). COP1-mediated degradation of PEA3 group transcription factors is involved in regulation of prostate cancer progression^61^, β-cell insulin secretion^62^ and lung-branching morphogenesis^63^, but the function of COP1 in T_FH_ cell development has not been determined. Because *Rfwd2* is expressed in T lymphocytes^64^, one interesting follow-up would be to examine whether COP1 regulates T_FH_ cell differentiation through degradation of ETV5 or other PEA3 group transcription factors in T cells.

We identified *Maf* as an important downstream target gene of the CIC–ETV5 axis in the process of T_FH_ cell differentiation. To identify genes that may be regulated by ETV5 during T_FH_ cell differentiation, we examined 14 genes that encode transcription factors, cytokines or cell surface molecules, all of which are critically involved in regulation of T_FH_ cell development. Strikingly, ETV5 overexpression induced only *Maf* expression in CD4^+^ T cells. The finding that T_FH_ cell differentiation of the *Cic* null OT-II cells was suppressed by knockdown of *Maf* further demonstrates that the CIC–ETV5 axis regulates T_FH_ cell differentiation via MAF. However, in the *Cic*-deficient OT-II cells, *Maf* RNAi suppressed T_FH_ cell differentiation less efficiently than did *Etv5* RNAi; this comparison suggests that, in addition to *Maf*, other ETV5 target genes may contribute to promotion of T_FH_ cell differentiation. Moreover, *Cic*-deficient T_FH_ cells exhibited the enhanced expression of IFNγ, which is critical for T_FH_ cell differentiation^40^, but not regulated by MAF^14^. This result also implies that *Maf* may not be the only ETV5 target gene that contributes to promotion of T_FH_ cell differentiation. To improve our understanding of how ETV5 promotes T_FH_ cell development, studies of the function of ETV5 in T_FH_ cells, such as a genome-wide identification of ETV5 targets and their function in T_FH_ cells, should be conducted.

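*Maf*, which encodes the transcription factor c-MAF, had an FPKM of 4.15 in cKO and 4.92 in WT naïve cells, a log2 ratio of -0.24, and of 3.78 in cKO and 13.6 in WT cells after 3 days of anti-CD3/CD28, a log2 ratio of -1.81. In WT cells *Maf* was higher on day 3 than on day 0 by 1.44 log2, and in cKO cells the ratio was -0.13. *Maf* lies on chromosome 8 (115702468 to 115707956), and the paper's Supplementary Data 1 lists it among the genes lower in activated cKO cells with a P of 5e-05. Of the 14 T_FH_ genes that the paper examined under ETV5 overexpression, 13 were measured on day 3. *Bcl6*, the lineage-defining repressor of T_FH_ cells, was higher in cKO, at an FPKM of 7.89 against 1.61 in WT, a log2 ratio of 2.22. Together with *Maf*, the cytokine genes *Il21* and *Ifng*, the latter at 11.1 against 35.3, were lower by the size rule, with log2 ratios of -2.14 and -1.66. *Tcf7*, which encodes TCF-1, had a log2 ratio of 1.08, *Batf* one of -0.80 and *Cxcr5* one of -0.56. The list median was -0.56, at percentile 0. With an FPKM minimum of 5 it was -0.16, at percentile 16.5, and no longer stood apart. On day 0, 11 of the genes were measured and their median of 0.07 lay at percentile 82.1. Only *Il6* then passed the size rule, at 0.225 against 1.10, while *Cxcr5* had a log2 ratio of 1.04 and *Irf4* one of 0.88. B cells also express both genes, and in the same comparison all 14 genes of a B-cell list had ratios above 0, with a median of 1.02. *Ascl2* stayed below an FPKM of 1 in all 4 libraries.

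A further list of T_FH_ genes, such as receptors and adaptors, had a median of 0.74 at percentile 100 on day 3, with 3 of its 12 measured members below 0. In the same comparison naïve and memory T-cell genes had a median of 0.26, and in WT cells the further list itself was lower after activation, with a median of -1.08 and 6 members lower by the size rule. Of its members only *Id3*, an inhibitor of E proteins, passed the size rule, at 7.17 against 1.54. *Sh2d1a*, which encodes the adaptor SAP, had a log2 ratio of 1.38 and *Cd40lg*, the ligand by which T cells help B cells, one of 1.14. On day 0 the median of this list was 0.36, at percentile 100, with no member past the size rule. *Prdm1*, which encodes BLIMP1, an antagonist of *Bcl6*, was lower in activated cKO cells at 3.66 against 11.1, a log2 ratio of -1.58. The co-stimulatory receptor genes *Icos*, *Pdcd1*, *Tnfrsf4* and *Tnfrsf18* had a median of 0.30 on day 0, at percentile 99.1, and of -0.20 on day 3, at percentile 11.5, with no member past the size rule at either time. At an FPKM minimum of 5 the day 0 median of these receptors was 0.043 and no longer stood apart.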

Given that ETV5 upregulated *Maf* expression only in the presence of IL-6 and IL-21, which are cytokines that induce T_FH_ cell development^56^, and that *Maf* levels were increased in *Cic* null T_FH_ cells, but in neither naïve nor anti-CD3/CD28-activated *Cic*-deficient CD4^+^ T cells (Supplementary Data 1), ETV5 might specifically regulate *Maf* expression during T_FH_ cell development. Consistent with this inference, *Maf* levels were comparable between WT and *Etv5* deficient T_H_17 cells^65^. However, ETV5 facilitates differentiation of T_H_17 cells^65^ and of IL-17-producing γδ effector cells^66^ by activating *Il17* expression. ETV5 also promotes IL-9 production in T_H_9 cells by binding and recruiting histone acetyltransferases to the *Il9* locus^67^. These findings, together with our data, suggest that ETV5 participates in differentiation processes of several T_H_ subtypes by regulating a different set of genes in each T_H_ subset.

Our study is the first demonstration that the CIC–ETV5 axis is critical for regulation of T_FH_ cell development. This axis also contributes to cancer progression^22^,^23^,^24^; therefore, dysregulation of this regulatory axis could contribute to pathogenesis of both cancer and antibody-mediated autoimmune diseases. In this regard, CIC and ETV5 themselves or their target genes that commonly mediate pathogenesis of both diseases could be evaluated as molecular targets for treatment of both autoimmune diseases and cancers.

## Methods

### Mice

All mice were maintained on a C57BL/6 background. *Vav1*-Cre (ref. 68), *Cd4*-Cre (ref. 69), *Foxp3-YFP-Cre* (ref. 51), *Cd19*-Cre (ref. 70) and OT-II (ref. 55) mice have been described previously. The mouse with a loxP-flanked *Cic* allele was generated by mating *Cic*^*tm1a(KOMP)Wtsi*^ to *Actin-FLP* mice (Stock No: 003800). The *Cic*^*tm1a(KOMP)Wtsi*^ allele had been obtained as ES cells (Clone No. EPD0285_3_F07) from EUCOMM and injected into C57BL/6 blastocysts. Animals were maintained in a specific pathogen-free animal facility under standard 12 h light/12 h dark cycle. Mice were fed standard rodent chow and water *ad libitum*. Three-to-thirteen mice that were used in individual experiments were assigned randomly to the experimental groups. Male and female mice were also randomly assigned to the experimental groups. Blinding was not possible in most animal experiments. All procedures were approved by the Pohang University of Science and Technology Institutional Animal Care and Use Committee.

### Enzyme-linked immunosorbent assay

Ninety six-well ELISA plates were pre-coated with 2 μg ml^−1^ anti-mouse Ig (1010-01, Southern Biotechnology) at 4 °C overnight. On the next day, the plates were washed with washing buffer (phosphate-buffered saline (PBS) with 0.05% Tween 20) and blocked with blocking buffer (washing buffer with 2% bovine serum albumin (BSA)) for 1–2 h at room temperature (RT); then 50 μl of diluted serum and standards were added and incubated for 2 h at RT. The plates were washed and incubated for 1 h at RT with secondary antibodies conjugated with horseradish peroxidase. For total IgG, goat anti-mouse IgG (H+L) (pooled antisera from goats hyperimmunized with mouse IgG, 1:3,000 diluted, 1031-05) was used; for IgG1, goat anti-mouse IgG1 (pooled antisera from goats hyperimmunized with mouse IgG1, 1:3,000 diluted, 1070-05) was used; for IgG2a, goat anti-mouse IgG2a (pooled antisera from goats hyperimmunized with mouse IgG2a paraproteins, 1:1,000 diluted, 1080-05) was used; and for IgM, goat anti-mouse IgM (pooled antisera from goats hyperimmunized with mouse IgM, 1:2,000 diluted, 1020-05) was used. The plates were washed at least five times, then 50 μl of TMB substrate (SurModics, TMBM-1000-01) was added and incubated for 20 min in the dark. Finally, 50 μl of stop solution (1 M H_2_SO_4_) was added and the plate was read at 450 nm. The serum concentration was calculated according to the standard curve generated. Serum anti-dsDNA concentration was measured using mouse anti-dsDNA ELISA Kit (Shibayagi, AKRDD-061) according to the manufacturer’s instruction. For IL-2 ELISA, naïve CD4^+^ T cells were activated with plate-bound anti-CD3 (1.0 μg ml^−1^, 145-2C11, BD) in the presence or absence of plate-bound anti-CD28 (2.0 μg ml^−1^, 37.51, BD), then cell supernatants were collected 48 and 72 h after stimulation. Briefly, plates pre-coated with 2 μg ml^−1^ anti-IL-2 (14-7022, eBioscience) were washed and blocked as described above, then 50 μl of diluted samples and standards were added and incubated for 2 h at RT. The plates were washed, then incubated sequentially with biotin-conjugated anti-IL-2 (13-7021) for 1.5 h, avidin-HRP (18-4100) for 30 min, TMB substrate for 15 min, and 1 M H_2_SO_4_ as a stop solution.

### Tissue histology

Liver, lung and kidney tissues obtained from 12-month-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice or 14.5-month-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were fixed in 10% formalin, then embedded in paraffin before sectioning. The tissues were cut into 5-μm sections (Leica RM2245), then sections were deparaffinized and dehydrated by using xylene, 100% ethanol and 95% ethanol sequentially. They were washed in distilled water, then stained with haematoxylin (Sigma, HHS32) and eosin (Sigma, HT110132). After H&E staining, × 200 images of specimens were obtained using an Olympus CX31 light microscope.

### Immunofluorescence staining of IgG deposition

Kidney tissues from 12-month-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice were snap-frozen in OCT medium (Sakura Finetek, 4583), then cut into 10-μm sections (Leica CM3050S). The kidney sections were air-dried for 24 h, then washed in PBS (pH 7.4) to remove fixation compound. Diluted anti-mouse CD16/CD32 antibodies (eBioscience, 14-0161) were treated for Fc blocking and incubated for 30 min at RT. After washing, the kidney sections were stained with anti-IgG antibody conjugated to fluorescein isothiocyanate (FITC) (1:500 diluted, Sigma, F0257) and 4′,6-diamidino-2-phenylindole to reveal the IgG complexes and the nuclei, respectively. The specimens were washed in PBS, then covered in mounting medium (Dako, C0563), and × 400 images of specimens were obtained using an Olympus IX82-ZDC2 fluorescence microscope.

### Plasmids and retrovirus production

The amino-terminal FLAG-tagged coding sequence (CDS) of mouse *Etv5* was amplified by PCR, initially cloned into T-blunt vector (SolGent), and then verified by sequencing. A confirmed *Etv5* CDS fragment digested by XhoI/HpaI was sub-cloned into MigR1 retroviral vector (MigR1-ETV5-GFP). The shRNA expression vectors for knockdown of mouse *Etv5* and *Maf* were generated using MSCV-LTRmiR30-PIG (LMP) vector (Open Biosystems) according to the manufacturer’s instruction. The target sequences were as follows. For shETV5: 5′-ACCCGAGAGACTGGAAGGCAAA-3′ and for shMAF: 5′-AAGATATAACCTGCAAGCATAT-3′.

Viruses were generated by transient co-transfection of Platinum-E (Plat-E) retroviral packaging cell line (Cell Biolabs) with the cloned retroviral vectors and pCL-Eco helper plasmid (Imgenex). Briefly, 0.5–0.8 × 10^6^ plat-E cells were plated in 6-well plates. On the next day, the cells were transfected with 1.2 μg of retroviral vector and 0.8 μg of pCL-Eco using FuGENE HD transfection reagent (E2311, Promega). Retrovirus-containing supernatants were collected 48 h later and frozen at −80 °C.

### Flow cytometry and cell sorting

Single-cell suspensions of spleens and thymuses were prepared and surface-stained in FACS buffer (PBS+1.5% fetal bovine serum (FBS)) with monoclonal antibodies. The following antibodies were obtained from eBioscience, BD PharMingen or BioLegend: anti-CD4 (1:100 diluted, GK1.5), anti-CD8 (1:100 diluted, 53-6.7), anti-CD3 (1:100 diluted, 17A2), anti-CD11b (1:100 diluted, M1/70), anti-CD11c (1:100 diluted, N418), anti-MHCII (1:100 diluted, AF6-120.1), anti-F4/80 (1:100 diluted, BM8), anti-CD44 (1:100 diluted, IM7), anti-CD62L (1:100 diluted, MEL-14), anti-CD25 (1:50 diluted, PC61), anti-PD-1 (1:50 diluted, J43), anti-GITR (1:100 diluted, DTA-1), anti-OX40 (1:100 diluted, OX-86), anti-ICOS (1:100 diluted, 7E.17G9), anti-B220 (1:200 diluted, RA3-6B2), anti-IgM (1:100 diluted, II/41), anti-CD43 (1:100 diluted, R2/60), anti-GL-7 (1:250 diluted, GL7), biotinylated anti-mouse FAS (1:200 diluted, Jo2), anti-CD40 (1:100 diluted, 1C10), anti-CD80 (1:100 diluted, 16-10A1), anti-CD86 (1:100 diluted, GL1), anti-ICOSL (1:100 diluted, HK5.3), anti-PDCA-1 (1:100 diluted, eBio927), anti-CCR4 (1:100 diluted, 2G12), anti-CCR6 (1:100 diluted, 140706), anti-CXCR3 (1:150 diluted, CXCR3-173), anti-CTLA-4 (1:100 diluted, UC10-4B9), anti-CD103 (1:100 diluted, 2E7), anti-GARP (1:100 diluted, YGIC86), anti-IgG2a (1:100 diluted, m2a-15F8), anti-CD304 (Neuropilin-1; 1:50 diluted, 3E12) and APC-conjugated streptavidin (1:100 diluted, eBioscience). For CXCR5 staining, tertiary staining was used^11^. Briefly, the cells were sequentially incubated with following reagents: rat anti-CXCR5 (1:100 diluted, 2G8) for 1 h, biotinylated anti-rat IgG (1:400 diluted, eBioscience) for 30 min, and then APC- or PerCP-Cy5.5-labelled streptavidin (1:100 diluted, eBioscience) with other surface antibodies. For intracellular staining, cells were fixed and permeabilized with ‘Foxp3 staining buffer set’ (00-5523, eBioscience) following the manufacturer’s protocol, then stained with anti-Foxp3 (1:75 diluted, MF23, BD), anti-BCL6 (1:50 diluted, 7D1), anti-T-bet (1:100 diluted, 4B10), anti-GATA3 (1:100 diluted, TWAJ), anti-RORγt (1:100 diluted, B2D), anti-Nur77 (1:100 diluted, 12.14) and anti-HELIOS (1:100 diluted, 22F6). For cytokine staining, total splenocytes were stimulated with PMA and ionomycin in the presence of Golgi-stop (554724, BD) and Golgi-plug (555029, BD) for 5 h, and then the intracellular staining of cytokines was performed using antibodies for IFNγ (1:100 diluted, XMG1.2), IL-2 (1:100 diluted, JES6-5H4), IL-17A (1:100 diluted, TC11-18H10), TNF (1:200 diluted, MP6-XT22), IL-21 (1:100 diluted, mhalx21), IL-4 (1:50 diluted, 11B11), IL-9 (1:100 diluted, RM9A4), IL-13 (1:100 diluted, eBio13A) and IL-22 (1:100 diluted, Poly5164). The stained cell samples were analysed using either a CantoII flow cytometer (BD Biosciences) or a LSRFortessa flow cytometer (BD Biosciences). Data were analysed by FlowJo software (Tree Star). MoFlo-XDP (Beckman Coulter) was used for cell sorting. The sorted populations were >98.5% pure. In FACS plots, isotype controls for each of antibodies were used for separating negative and positive populations and all gates were based on this method. All FACS sorting/gating strategies are described in Supplementary Fig. 17.

### *In vitro* T-cell proliferation assay

Naïve CD4^+^ T cells were purified to >95% purity from pooled spleens and lymph nodes of *Cic*^f/f^ and *Cic*^f/f^*Vav1*-Cre mice by using a CD4^+^ negative selection method (Stem Cell Technologies) for CD4^+^CD25^−^CD44^lo^CD62L^hi^ cells. The cells were labelled with 5 μM Cell Trace Violet (CTV, Invitrogen, C34557) in pre-warmed PBS. Labelling was performed by incubating in a 37 °C incubator for 20 min and stopped by adding five times the original staining volume of culture medium (containing ≥1% protein). The cells were incubated for at least 10 min to allow the CTV reagent to undergo acetate hydrolysis. The cells were stimulated with plate-bound anti-CD3 (1.0 μg ml^−1^, 145-2C11, BioXcell) and anti-CD28 (2.0 μg ml^−1^, 37.51, BioXcell), then collected 72 h after stimulation. The samples were analysed using the LSRFortessa flow cytometer. Data were analysed using FlowJo software (Tree Star).

### *In vitro* T-cell differentiation assay

Naïve CD4^+^ T cells (CD4^+^CD25^−^CD44^lo^CD62L^hi^) were stimulated with plate-bound anti-CD3 and anti-CD28 in medium supplemented as follows: for T_H_0 differentiation, anti-IL-4 (10 μg ml^−1^) and anti-IFNγ (10 μg ml^−1^); for T_H_1 differentiation, IL-12 (10 ng ml^−1^) and anti-IL-4 (10 μg ml^−1^); for T_H_2 differentiation, IL-4 (10 ng ml^−1^) and anti-IFNγ (10 μg ml^−1^); for T_H_17 differentiation, IL-1β (20 ng ml^−1^), IL-6 (20 ng ml^−1^), TGF-β (2 ng ml^−1^), anti-IFNγ (10 μg ml^−1^) and anti-IL-4 (10 μg ml^−1^). The samples were analysed using the LSRFortessa flow cytometer, and data were analysed using FlowJo software.

### *In vitro* T_reg_ cell suppression assay

CD4^+^CD25^−^ CD44^lo^ T cells were prepared from CD45.1 C57BL/6 mice. The cells were labelled with CTV and used as responder cells (Tresp). CD4^+^CD25^+^ T_reg_ cells were isolated from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice by the MoFlo-XDP (Beckman Coulter). Tresp cells were mixed with an equal number of irradiated splenocytes (3000 Rad) from *Rag1*^*−/−*^ mice and different numbers of CD4^+^CD25^+^ T_reg_ cells and incubated in round bottom 96-well tissue culture plates with anti-CD3 (1 μg ml^−1^). Seventy-two hours later, CD45.1^+^ CD4^+^ T cells were gated and proliferation was analysed based on CTV dilution. For detection of IL-2 secretion, CD4^+^CD25^+^ T_reg_ cells from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were used at a fixed concentration of 1 × 10^5^ cells per well and co-cultured with CD4^+^CD25^−^ Tresp cells in 96-well plates. The cells were stimulated with plate-bound anti-CD3 (1 μg ml^−1^) and anti-CD28 (1 μg ml^−1^), then supernatants were collected 72 h after stimulation. The samples were subjected to ELISA for IL-2 concentration.

### Thymic negative selection assay

*In vitro* thymic negative selection assay was performed as described previously^45^. Briefly, DP thymocytes were prepared from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice using the MoFlo-XDP and stimulated with anti-CD3 (20 μg ml^−1^) and anti-CD28 (50 μg ml^−1^) for 24 h to evaluate TCR-induced apoptosis. Cell death was assessed by staining for Annexin V according to the manufacturer’s protocol (BD, 556419). To investigate the induction of Nur77 expression after TCR cross-linking, thymocytes from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were stimulated with anti-CD3 (5 μg ml^−1^) and anti-CD28 (10 μg ml^−1^) for 6 h. The samples were analysed using the LSRFortessa flow cytometer, and data were analysed using FlowJo software.

### Western blot analysis

Single-cell suspensions of spleen, lymph nodes and thymus from *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice were used as total immune cells in lymphoid organs. Naïve CD4^+^ T cells were activated by anti-CD3 and anti-CD28 and collected on days 0 (unstimulated), 1, 2 and 3. B220^+^ B and CD4^+^ T cells from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were prepared using MACS (130-049-501 and 130-104-454, Miltenyi Biotec) according to the manufacturer’s protocol. Naïve CD4^+^ T, effector/memory CD4^+^ T, T_FH_ and non-T_FH_ cells were purified from total CD4^+^ T cells by FACS sorting using the MoFlo-XDP. Splenic CD19^+^ B and CD3^+^ T cells were prepared from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd19-Cre* mice by FACS sorting using the MoFlo-XDP. Total lysates from 0.2 to 1.0 × 10^6^ cells of each cell population were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS–PAGE). The primary antibodies used are as follows. anti-CIC (1:500 diluted, homemade)^28^, anti-ETV4 (1:1,000 diluted, 10684-1-AP, ProteinTech), anti-ERM/ETV5 (1:1,000 diluted, ab102010, Abcam), anti-MAF (1:750 diluted, sc-7866, Santa Cruz Biotechnology), anti-β-actin (1:2,000 diluted, sc-47778, Santa Cruz Biotechnology) and anti-GAPDH (1:2,000 diluted, sc-32233, Santa Cruz Biotechnology). Raw western blot images are presented in Supplementary Figs 18 and 19.

### Retroviral transduction and cell transfers

OT-II Thy1.1 CD4^+^ T cells were purified from whole splenocytes by negative selection using EasySep (StemCell), then re-suspended in T-cell medium (RPMI-1640+10% FBS, supplemented with 2.05 mM L-Glutamine, 100 U ml^−1^ Penicillin/Streptomycin and 55 mM BME). The purified OT-II T cells were stimulated in 24-well plates pre-coated with 2 μg ml^−1^ anti-CD3 (145-2C11, BD) and anti-CD28 (37.51, BD) in the presence of rmIL-2 (50 U ml^−1^). The OT-II T cells were transduced with control retrovirus (MigR1-GFP) or ETV5-expressing retrovirus (MigR1-ETV5-GFP) at 24 and 48 h after *in vitro* stimulation. After a total of 72 h stimulation, the cells were transferred into new six-well plates with rmIL-2 for 24 h, and then transferred again into new six-well plates in the presence of rmIL-7 for 24 h prior to cell sorting. For shRNA experiments, after *in vitro* stimulation and double transduction with shNC, shETV5 or shMAF expressing retrovirus for 72 h, the cells were transferred into six-well plates with rmIL-2 for 12 h and then transferred into new six-well plates with rmIL-7 for 12 h.

For adoptive transfer experiments, 0.2–0.5 × 10^6^ OT-II T cells infected with retroviruses were transferred into C57BL/6 Thy1.2 recipient mice by tail-vein injection. Three days later, mice were immunized intraperitoneally with 200 μg of NP-OVA (9006-59-1, Sigma) in 200 μl of alum. Seven or eight days after immunization, the donor cells were analysed for T_FH_ differentiation by flow cytometry.

### Cell culture

Naïve (CD4^+^CD25^−^CD44^lo^CD62L^hi^) CD4^+^ T cells were isolated by negative selection using EasySep (StemCell), then activated with plate-bound anti-CD3 (145-2C11, BD) and anti-CD28 (37.51, BD) under neutral (anti-IFNγ, anti-IL-4, anti-TGFβ) or T_FH_-like (anti-IFNγ, anti-IL-4, anti-TGFβ, rmIL-6, rmIL-21) condition. The cells were transduced with retrovirus (MigR-GFP or MigR-ETV5-GFP) at 24 h and at 36 h after *in vitro* stimulation. Two days after culture, the cells were rested for 24 h in the presence of rmIL-7, then re-stimulated with pre-coated anti-CD3 for 2 h for RNA samples and for 12 h for protein samples.

For STAT3 inhibitor treatment experiments, naïve CD4^+^ T cells were polarized under T_FH_-like condition as described above. The cells were transduced with retrovirus (MigR1-GFP or MigR1-ETV5-GFP) at 24 h after *in vitro* stimulation, then treated with AG490 (Tokyo Chemical, 50 μM) for 16 h or Stattic (Santa Cruz Biotechnology, 20 μM) for 12 h. Two days after culture, the cells were rested for 24 h. The cells were collected for RNA samples.

### ChIP and qPCR

Chromatin immunoprecipitation was performed as previously described^28^. Chromatin from 5 × 10^6^ CD4^+^ T cells were crosslinked in 1.5% formaldehyde for 12 min with constant shaking, quenched cross-linking by adding 1.5 M glycine for 10 min, and then rinsed with cold PBS twice. After centrifugation for 5 min, the pellet was resuspended in Buffer A (100 mM Tris pH 9.4, 1 × protease inhibitor cocktail (11836170001, Roche)), Buffer 1 (10 mM HEPES, 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton-X, 1 × protease inhibitor cocktail), and Buffer 2 (10 mM HEPES, 0.2 M NaCl, 1 mM EDTA, 0.5 mM EGTA, 1 × protease inhibitor cocktail), successively. T-cell lysate was resuspended in 200 μl of nuclei lysis buffer (5 mM Tris pH 8.1, 10 mM EDTA, 1% SDS, 1 × protease inhibitor cocktail) and sonicated. After microcentrifugation, the supernatant was pre-cleared with protein G agarose (16-266, Millipore) in dilution buffer (16.7 mM Tris pH 8.1, 167 mM NaCl, 1.2 mM EDTA, 0.01% SDS, 1.1% Triton-X, 1 × protease inhibitor) for 1–2 h. Six micrograms of anti-CIC antibody (homemade)^28^ were added to chromatin samples and incubated overnight at 4 °C. The chromatin and antibody mixtures were further incubated with protein G agarose for 2–4 h at 4 °C. After washing, bound chromatins were eluted twice by elution buffer (0.5% SDS and 0.1 M NaHCO_3_) and reverse-crosslinked with 200 mM NaCl for at least 4 h at 65 °C. Proteins were digested by proteinase K and DNA was purified by AccuPrep Gel Purification Kit (K-3034, Bioneer). qPCR was performed to quantify the relative enrichment of promoter regions of *Pea3* group genes in the immunoprecipitated DNA fragments.

For ETV5 ChIP experiment, CD4^+^ T cells were activated with plate bound anti-CD3 (145-2C11, BD) and anti-CD28 (37.51, BD) in the presence of rmIL-6. Sixteen hours after *in vitro* stimulation, 1 × 10^7^ cells and 2 μg of anti-ETV5 antibody (sc-22807, Santa Cruz Biotechnology) were used for each ChIP experiment. To inhibit STAT3 activity, CD4^+^ T cells were activated with anti-CD3/CD28 in the presence of rmIL-6 for 12 h, and then Stattic (20 μM) was treated for 12 h. The primer sequences used are listed in Supplementary Data 2.

### qRT-PCR

Total RNA was extracted using Trizol reagent (301-001, GeneAll), then 1–2 μg of the total RNA was subjected to cDNA synthesis using a GoScript Reverse Transcription System (A5000, Promega). Each gene expression level was normalized to *Hprt* levels and presented as relative to WT. The primers used in qRT-PCR analyses are listed in Supplementary Data 3.

### RNA sequencing and data analysis

Spleens were dissected from 10-week-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice. CD4^+^ T cells were pre-enriched using EasySep (19860 and 18001, StemCell), then further sorted on the basis of surface markers of naïve CD4^+^ T cells (CD4^+^CD44^lo^CD62L^hi^). Sorted naïve CD4^+^ T cells were activated in 24-well plates pre-coated with 2 μg ml^−1^ anti-CD3 (145-2C11, BD) and anti-CD28 (37.51, BD) for 3d. Total RNA was extracted from naïve and activated CD4^+^ T cells using ReliaPrep RNA Cell Miniprep Kit (Z6011, Promega). The library for mRNA sequencing was generated using a Illumnia TruSeq Preparation Kit (RS-122-2001) and sequenced on a NextSeq 500 sequencer (Illumnia). Tophat (v 2.0.10) was used to map sequencing reads to the mouse reference genome (mm9 RefSeq). Assembly of transcripts and identification of differentially expressed genes (DEGs, Fold change (log_2_)>1.5; *P*<0.05) were conducted by Cufflinks (v 2.1.1).

### Statistical analysis

For statistical analysis, all experiments were performed more than three times independently. Statistical analyses were performed using the Student *t*-test (two-tailed, two-sample unequal variance). *P*<0.05 was considered significant. In bar graphs, bars indicate means and error bars indicate SEM. In box-and-whisker plots, boxes represent median with upper and lower quantiles and whiskers represent values of maximum and minimum.

### Data availability

The authors declare that the data supporting the findings of this study are available within the article and its Supplementary Information Files, or from the corresponding authors on reasonable request. The RNA-seq data were deposited in the Gene Expression Omnibus (NCBI) data repository under accession number GSE84125.

## Additional information

**How to cite this article:** Park, S. *et al*. Capicua deficiency induces autoimmunity and promotes follicular helper T cell differentiation via derepression of ETV5. *Nat. Commun.* **8**, 16037 doi: 10.1038/ncomms16037 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Peer Review File

## Figures and Tables

**Figure 1:**
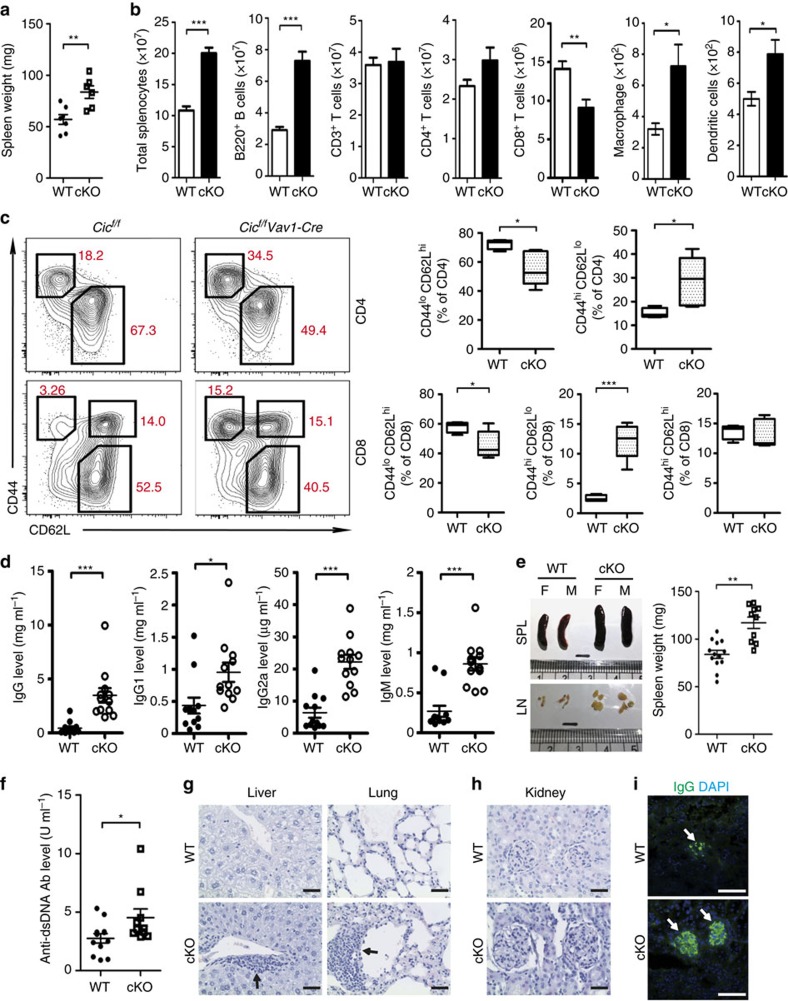
Lymphoproliferative autoimmunity in immune cell-specific *Cic* null mice. (**a**,**b**) Spleen weights (**a**) and the numbers of total splenocytes, B220^+^ B, CD3^+^ T, CD4^+^ T, CD8^+^ T, macrophages (CD11b^+^CD11c^−^F4/80^+^) and dendritic cells (CD11b^+^CD11c^+^MHCII^+^) (**b**) in 10-week-old *Cic*^*f/f*^ (WT) and *Cic*^*f/f*^*Vav1-Cre* (cKO) mice. (**c**) FACS analysis showing the proportion of CD44^lo^CD62L^hi^ naïve T cells and CD44^hi^CD62L^lo^ effector/memory T cells in spleen of *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice. All data are representative of two independent experiments. Data are presented as box-and-whisker plots. *n*=4–5 per each genotype. (**d**) Serum levels of total IgG, IgG1, IgG2a and IgM in 12-week-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice were measured by ELISA. (**e**) Images of dissected spleens (SPL) and draining lymph nodes (LN) from *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice at the age of 12 months. The graph shows average weights of spleens from the *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice. M, male; F, female. (**f**) Serum levels of anti-dsDNA antibody in the 12-month-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice were measured by ELISA. The graphs in **a**,**b**,**d**–**f** show data as mean±s.e.m. and each dot in graphs represents an individual mouse. *P<0.05, **P<0.01 and ***P<0.001 (two-tailed two-sample unequal variance Student *t*-test). (**g**) Immune cell infiltration in liver and lung from the 12-month-old *Cic*^*f/f*^*Vav1-Cre* mice. Tissue sections were stained with haematoxylin and eosin (H&E). Arrows indicate immune cell infiltrates. (**h**) H&E-stained kidney sections showing glomerulonephritis in the 12-month-old *Cic*^*f/f*^*Vav1-Cre* mice. (**i**) Immunostaining for IgG deposition in kidney glomeruli of the 12-month-old *Cic*^*f/f*^*Vav1-Cre* mice. Representative images from two independent experiments are shown. (**g**–**i**) Scale bars, 100 μm.

**Figure 2:**
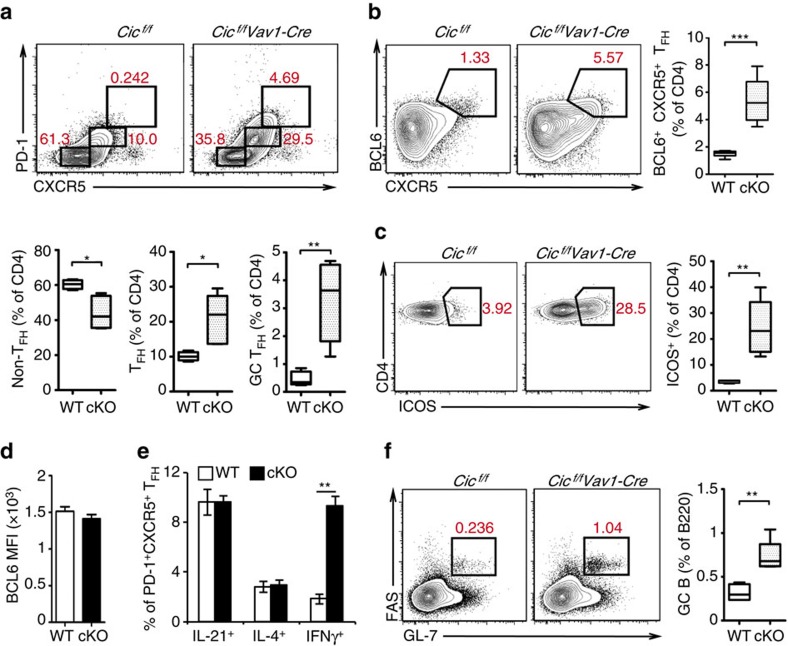
Increased proportion of T_FH_ and GC B cells in *Cic*^*f/f*^*Vav1-Cre* mice. (**a**–**c**,**f**) Flow cytometry analyses of non-T_FH,_ T_FH_ and GC T_FH_ cells (**a**), CD4^+^BCL6^+^CXCR5^+^ T_FH_ cells (**b**), CD4^+^ICOS^+^ T cells (**c**) and GC B cells (**f**) in spleen from 9-week-old *Cic*^*f/f*^ (WT) and *Cic*^*f/f*^*Vav1-Cre* (cKO) mice. All data are representative of three independent experiments with *n*=4–5 mice per group in each experiment. Numbers adjacent to outlined areas indicate per cent of each cell population among splenic CD4^+^ or B220^+^ cells. Data are presented as box-and-whisker plots. *P<0.05, **P<0.01 and ***P<0.001 (two-tailed two-sample unequal variance student *t*-test). (**d**) Mean fluorescence intensity (MFI) of BCL6 expression in CD4^+^PD-1^+^CXCR5^+^ T_FH_ cells from 9-week-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice. *n*=3 mice per each genotype. (**e**) Flow cytometry analysis of IL-21, IL-4 or IFNγ-expressing T_FH_ cells in spleen of 9-week-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice. The proportions of each cytokine-expressing T_FH_ cells are presented. (**d**,**e**) *n*=3 mice per each genotype. The bar graphs show data as mean±s.e.m. **P<0.01 (two-tailed two-sample unequal variance Student *t*-test).

**Figure 3:**
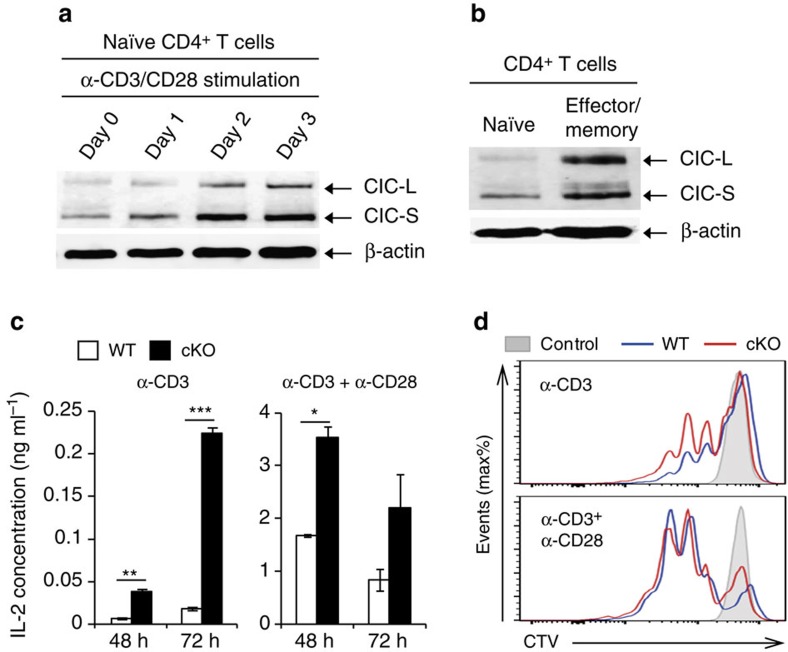
CIC negatively regulates T-cell activation. (**a**,**b**) Increased CIC expression in activated CD4^+^ T cells. Western blot analysis for CIC levels in CD4^+^ T cells during T-cell activation by α-CD3/CD28 antibodies (**a**) and in sorted naïve (CD44^lo^CD62L^hi^) and effector/memory (CD44^hi^CD62L^lo^) CD4^+^ T cells (**b**). (**c**) ELISA of IL-2. WT and *Cic*-deficient (cKO) CD4^+^CD25^−^CD44^lo^CD62L^hi^ naïve T cells were stimulated with plate-bound anti-CD3 (1.0 μg ml^−1^) in the presence (right) or absence (left) of plate-bound anti-CD28 (2.0 μg ml^−1^). The supernatants were taken 48 h and 72 h after stimulation and subjected to ELISA for IL-2 concentration. *n*=4 per each sample. Error bars indicate s.e.m. *P<0.05, **P<0.01 and ***P<0.001 (two-tailed two-sample unequal variance Student *t*-test). (**d**) *In vitro* T-cell proliferation assay. Naïve CD4^+^ T cells purified from pooled spleens and lymph nodes of *Cic*^*f/f*^ and *Cic*^*f/f*^*Vav1-Cre* mice were labelled with CTV dye and stimulated with plate-bound anti-CD3 (1.0 μg ml^−1^) in the presence (right) or absence (left) of plate-bound anti-CD28 (2.0 μg ml^−1^). The cells were analysed 72 h after stimulation. Data are representative of three independent experiments. Shaded area: unstimulated control, blue line: *Cic*^*f/f*^, red line: *Cic*^*f/f*^*Vav1-Cre*.

**Figure 4:**
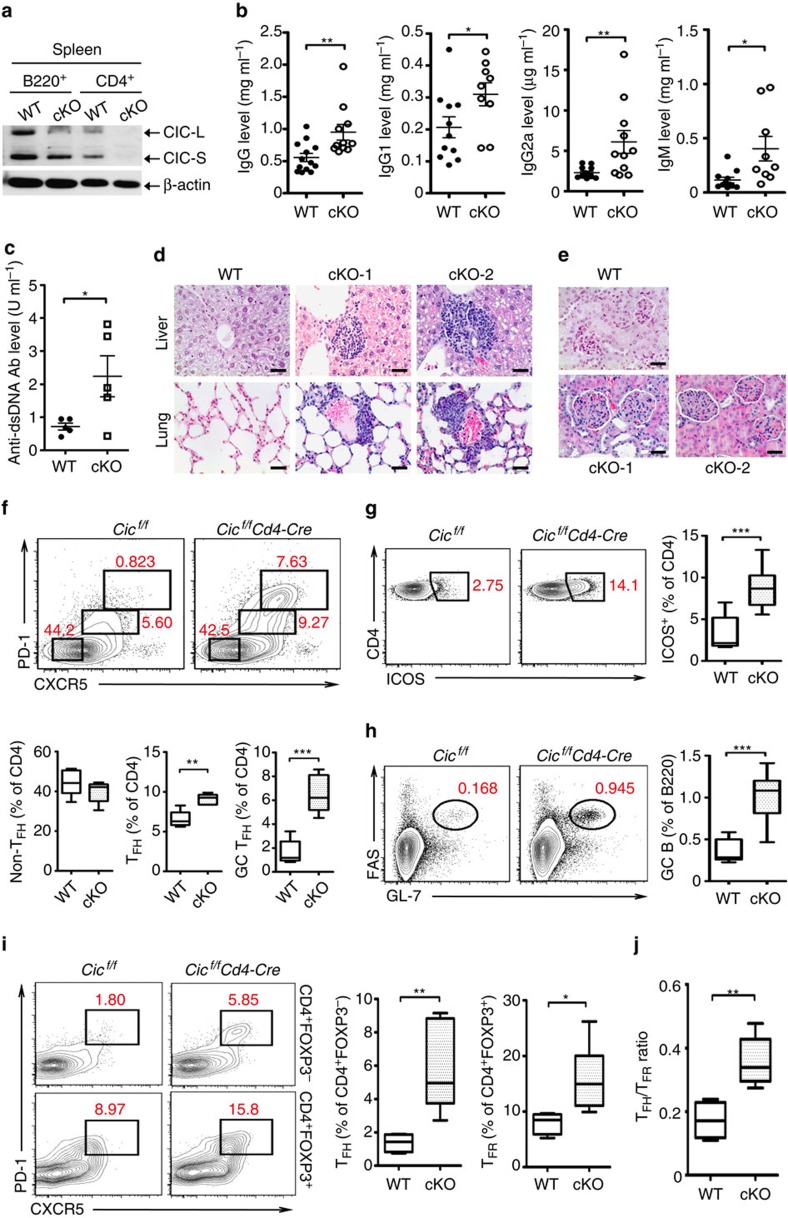
Spontaneous induction of T_FH_ cell differentiation and GC response in T-cell-specific *Cic* null mice. (**a**) Western blot analysis showing T-cell-specific ablation of CIC expression in *Cic*^*f/f*^*Cd4-Cre* mice. B220^+^ B and CD4^+^ T cells were purified from spleen of 12-week-old *Cic*^*f/f*^ (WT) and *Cic*^*f/f*^*Cd4-Cre* (cKO) mice. (**b**) Levels of total IgG, IgG1, IgG2a and IgM in sera from 12-week-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice. (**c**) Serum levels of anti-dsDNA antibody in 14.5-month-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were measured by ELISA. (**b**,**c**) The graphs show data as mean±s.e.m. and each dot in graphs represent an individual mouse. *P<0.05 and **P<0.01 (two-tailed two-sample unequal variance Student *t*-test). (**d**) Immune cell infiltration in liver and lung from 14.5-month-old *Cic*^*f/f*^*Cd4-Cre* mice. Tissue sections were stained with H&E. (**e**) H&E-stained kidney sections showing glomerulonephritis in 14.5-month-old *Cic*^*f/f*^*Cd4-Cre* mice. (**d**,**e**) Representative images from two *Cic*^*f/f*^*Cd4-Cre* mice (cKO-1 and cKO-2) are shown. Scale bars, 100 μm. (**f**–**i**) Flow cytometry analyses of non-T_FH_, T_FH_ and GC T_FH_ cells (**f**), CD4^+^ICOS^+^ T cells (**g**), GC B cells (**h**) and CD4^+^FOXP3^−^PD-1^+^CXCR5^+^ T_FH_ and CD4^+^FOXP3^+^PD-1^+^CXCR5^+^ T_FR_ cells (**i**) in spleen from 12-week-old *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice. All data are representative of three independent experiments with *n*=4–5 mice per group in each experiment. Numbers adjacent to outlined areas indicate per cent of each cell population among splenic CD4^+^ or B220^+^ cells. *P<0.05, **P<0.01 and ***P<0.001 (two-tailed two-sample unequal variance Student *t*-test). (**j**) Quantification of the ratio T_FH_/T_FR_ from the experiments as in Fig. 3i. **P<0.01 (two-tailed two-sample unequal variance Student *t*-test).

**Figure 5:**
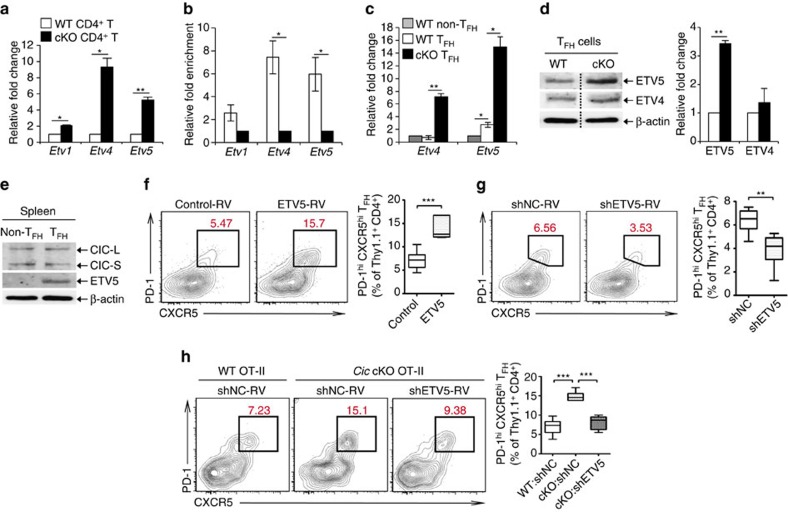
De-repression of *Etv5* promotes T_FH_ cell differentiation in *Cic*-deficient CD4^+^T cells. (**a**) qRT-PCR analysis for levels of *Pea3* group genes in splenic CD4^+^ T cells from *Cic*^*f/f*^ (WT) and *Cic*^*f/f*^*Cd4-Cre* (cKO) mice. *n*=3 per each genotype. (**b**) Chromatin immunoprecipitation (ChIP)-qPCR analysis showing CIC promoter occupancy of *Etv4* and *Etv5* in CD4^+^ T cells. CD4^+^ T cells purified from spleen of *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were used. *n*=3 per each genotype. (**c**) qRT-PCR analysis for levels of *Etv4* and *Etv5* in sorted CD4^+^PD-1^−^CXCR5^−^ non-T_FH_ and CD4^+^PD-1^+^CXCR5^+^ T_FH_ cells. Splenocytes from 5 to 6 *Cic*^*f/f*^ mice or 3 to 4 *Cic*^*f/f*^*Cd4-Cre* mice were pooled and subjected to cell sorting. Three independent experiments were conducted. (**d**) Western blot analysis for levels of ETV4 and ETV5 in sorted splenic CD4^+^PD-1^+^CXCR5^+^ T_FH_ cells. The dash lines on blot images indicate cropping without image manipulation to either side. Three independent experiments were conducted. The graphs in **a**–**d** show data as mean±s.e.m. *P<0.05 and **P<0.01 (two-tailed two-sample unequal variance Student *t*-test). (**e**) Western blot analysis for levels of CIC and ETV5 in sorted non-T_FH_ and T_FH_ cells from spleen of WT C57BL/6 (B6) mice. The images are representative of two independent experiments. (**f**) Thy1.1^+^ OT-II cells infected with control or ETV5-expressing retrovirus were adoptively transferred to Thy1.2^+^ B6 recipient mice. Eight days after immunization with NP-OVA in alum, donor cells were analysed for T_FH_ cell differentiation using flow cytometry. Control-RV, *n*=12; ETV5-RV, *n*=9. ***P<0.001 (two-tailed two-sample unequal variance Student *t*-test). (**g**) Thy1.1^+^ OT-II cells infected with control (shNC) or *Etv5* shRNA (shETV5) expressing retrovirus were subjected to adoptive transfer experiment. Eight days after immunization, donor cells were analysed for T_FH_ cell differentiation. shNC, *n*=6; shETV5, *n*=8. **P<0.01 (two-tailed two-sample unequal variance Student *t*-test). (**h**) WT and *Cic* cKO OT-II cells were prepared from spleens of Thy1.1^+^ OT-II *Cic*^*f/f*^ and Thy1.1^+^ OT-II *Cic*^*f/f*^*Cd4-Cre* mice, respectively. WT OT-II cells infected with shNC retrovirus and *Cic* cKO OT-II cells infected with shNC or shETV5-expressing retrovirus were transferred into Thy1.2^+^ B6 recipient mice. Seven days after immunization with NP-OVA in alum, donor cells were analysed for T_FH_ cell differentiation. WT:shNC, *n*=9; cKO:shNC, *n*=6; cKO:shETV5, *n*=6. ***P<0.001 (two-tailed two-sample unequal variance Student *t*-test).

**Figure 6:**
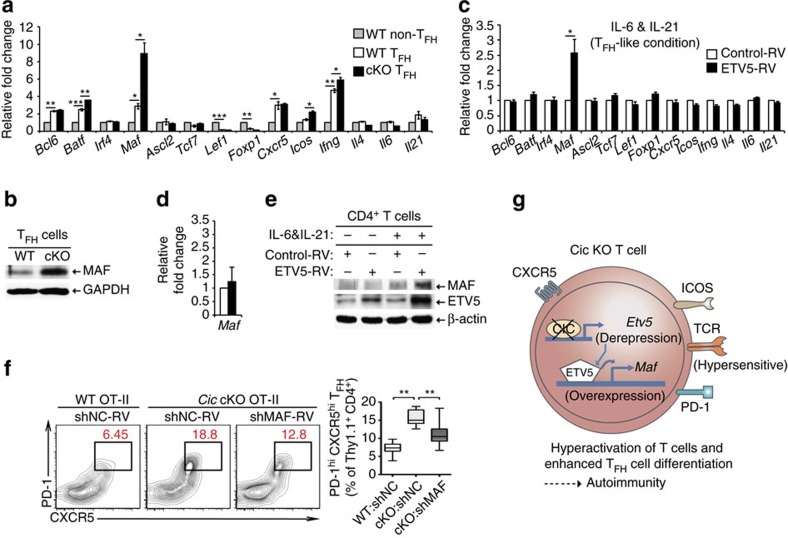
*Maf* is a critical downstream target of the CIC–ETV5 axis in the process of T_FH_ cell differentiation. (**a**) qRT-PCR analysis for levels of T_FH_-related genes in sorted non-T_FH_ and T_FH_ cells from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice. Splenocytes from 5 to 6 *Cic*^*f/f*^ mice or 3 to 4 *Cic*^*f/f*^*Cd4-Cre* mice were pooled and subjected to cell sorting. Three independent experiments were performed. (**b**) FACS-sorted splenicT_FH_ cells from *Cic*^*f/f*^ and *Cic*^*f/f*^*Cd4-Cre* mice were subjected to western blot analysis for MAF expression. The images are representative of two independent experiments. (**c**) qRT-PCR analysis of T_FH_-related genes in CD4^+^ T cells infected with control or ETV5-expressing retrovirus. The cells were incubated in the presence of IL-6 and IL-21, and re-stimulated with anti-CD3 for 2 h prior to RNA extraction. Four independent experiments were performed. (**d**) qRT-PCR analysis for *Maf* levels in CD4^+^ T cells infected with control or ETV5-expressing retrovirus in the absence of IL-6 and IL-21. Before RNA extraction, the cells were activated with anti-CD3 for 2 h. Four independent experiments were performed. (**a**,**c**,**d**) Error bars indicate s.e.m. *P<0.05, **P<0.01 and ***P<0.001 (two-tailed two-sample unequal variance student *t*-test). (**e**) Western blot analysis for MAF levels in CD4^+^ T cells infected with control or ETV5-expressing retrovirus. The cells were cultured in the presence or absence of IL-6 and IL-21, and then re-stimulated with anti-CD3 for 12 h. The images are representative of two independent experiments. (**f**) WT Thy1.1^+^ OT-II cells infected with control retrovirus and *Cic* null Thy1.1^+^ OT-II cells infected with control or *Maf* shRNA (shMAF) expressing retrovirus were transferred into Thy1.2^+^ B6 recipient mice. Seven days after immunization with NP-OVA in alum, the Thy1.1^+^ OT-II cells were analysed for T_FH_ cell differentiation using flow cytometry. WT:shNC, *n*=11; cKO:shNC, *n*=9; cKO:shMAF, *n*=8. **P<0.01 (two-tailed two-sample unequal variance Student *t*-test). (**g**) Schematic illustration on how CIC deficiency induces T-cell activation, T_FH_ cell differentiation and autoimmunity. CIC deficiency in T cells makes the TCR response hypersensitive, thereby inducing T-cell activation. During T_FH_ cell differentiation, de-repression of *Etv5* induces *Maf* expression in *Cic* null T_FH_ cells, subsequently promoting T_FH_ cell differentiation. These T-cell abnormalities could contribute to autoimmunity in the *Cic*-deficient mice.

# Supplementary material for: Capicua deficiency induces autoimmunity and promotes follicular helper T cell differentiation via derepression of ETV5
**Source:** Nat Commun. 2017 Jul 12;8:16037. doi: 10.1038/ncomms16037
**Supplement:** Supplementary Information

File name: Supplementary Information

Description: Supplementary Figures

File name: Supplementary Data 1

Description: Differentially expressed genes (DEGs) in naïve and anti-CD3/CD28 antibody-activated Cic deficient CD4+ T cells.

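Supplementary Data 1 lists 116 genes for day 0, of which 9 are higher and 107 lower in cKO, and 93 for day 3, of which 32 are higher and 61 lower. All were found in the deposited tables. Its log2 values equal the plain ratios of the deposited FPKM values plus a constant of -0.021 on day 0 for 115 of 116 genes and of 0.027 on day 3 for 93 of 93, within 0.001 of the median. The exception is the α-globin pair *Hba-a1* and *Hba-a2*. With the pseudocount used here, 105 of the day 0 genes and 81 of the day 3 genes passed the size rule, and the ratios of all 209 had the listed sign. Another 146 and 132 genes that passed it are not listed, of which 29 and 40 were small RNA genes and 112 and 87 had no FPKM of 5 or more.

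On day 0, genes of several other blood cells were lower in cKO. Of 22 measured macrophage and monocyte genes, 18 were lower in cKO by the size rule and none was higher, with a median of -1.86 at percentile 0. They included the complement genes *C1qa*, at an FPKM of 7.91 in cKO and 29.0 in WT, and *C1qb*, at 7.62 and 27.8, *Csf1r*, the receptor for the macrophage growth factor, at 6.61 and 23.6, and *Lyz2*, which encodes lysozyme, at 33.0 and 95.7. Of 12 erythroid genes 7 were lower, with a median of -1.63, among them *Klf1*, an erythroid transcription factor, at 0.306 and 1.96. Of 11 neutrophil genes 4 were lower by the size rule, and the list median was -1.07. *Mpo*, the myeloperoxidase gene, was at 3.20 and 13.3. The rest of that list was uneven. *S100a8* had a log2 ratio of -1.24, *S100a9* one of -0.14 and *Ngp* one of -0.04. *Lcn2* and *Cxcr2*, the 2 genes above 0, had ratios of 0.34 and 0.32. Of 9 genes of basophils, mast cells and eosinophils 3 were lower by the size rule, with a median of -1.05. B-cell genes went the other way, with their median at percentile 100, and none passed the size rule. *Cd79b*, part of the B-cell receptor, was at 12.7 in cKO and 5.29 in WT. The paper's list of lower genes at day 0 holds 29 genes of these lists of other cells, 18 of them from the macrophage list. That list was written after Supplementary Data 1 had been read and is not independent evidence of its direction. T-cell genes such as *Cd3e*, at 131 and 113, had a median of 0.17.

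On day 3, genes of cytotoxic effector cells were lower in cKO. Of 17 measured members 9 passed the size rule, all lower, and the median was -1.58 at percentile 0. The granzyme genes *Gzmb* and *Gzma* had an FPKM of 873 in cKO and 2712 in WT, and of 117 and 550, and *Prf1*, which encodes perforin, had 6.09 and 29.8. Neighbouring granzyme genes are close paralogs, so reads may have been divided between them. *Eomes*, a transcription factor of cytotoxic cells, was at 21.4 and 13.6. Of other cytotoxic cell types, the NK-cell list did not stand apart, with *Klra7* at a log2 ratio of -2.83 and *Klrd1* at 0.07, and for CD8 T cells *Cd8a* had a log2 ratio of -1.20 and *Cd8b1* one of -0.26. The list of T_H_2 genes, which holds cytokine genes and others, had a median of -1.17 at percentile 0, and 3 of its 8 members were lower by the size rule, the cytokine genes *Il5*, *Il13*, at 19.7 and 63.9, and *Il24*, at 25.5 and 83.8. *Gata3*, the transcription factor of T_H_2 cells, had a log2 ratio of -0.37 and the chemokine receptor gene *Ccr4* one of -0.47. *Il10*, which encodes an anti-inflammatory cytokine, was at 11.0 and 45.3. Naïve and memory T-cell genes stood apart as higher, at percentile 100 with no member past the size rule, led by *Txk*, a kinase of resting T cells, at 13.1 and 4.59. Of 6 erythroid genes 4 were lower, with a median of -2.06. Cell cycle genes did not stand apart at this time, with a median of -0.12 at percentile 20.3, nor did the T-cell activation list, with a median of -0.03. *Xist*, expressed from the inactive X chromosome of female cells, is listed as lower, and *Kdm5d*, a gene of the Y chromosome, as higher.

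**Figure D2:**
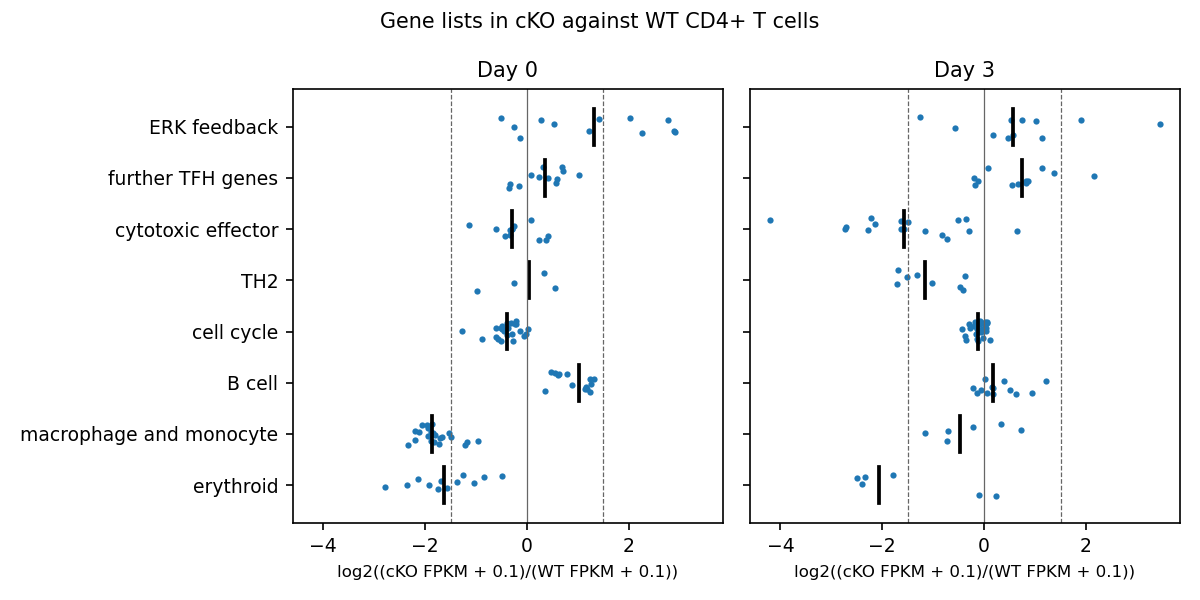
Each point is a measured gene of a list, placed by its log2 ratio of cKO to WT on day 0 (left) and day 3 (right); vertical bars are list medians and dashed lines the size threshold of 1.5 in each direction. The macrophage and monocyte list sits at -1.86 on day 0 and rests on 6 genes on day 3, and the cytotoxic effector list sits at -1.58 on day 3.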

File name: Supplementary Data 2

Description: Primer sequences used in ChIP experiments

File name: Supplementary Data 3

Description: Primer sequences used in qRT-PCR experiments

File name: Peer Review File

Description:

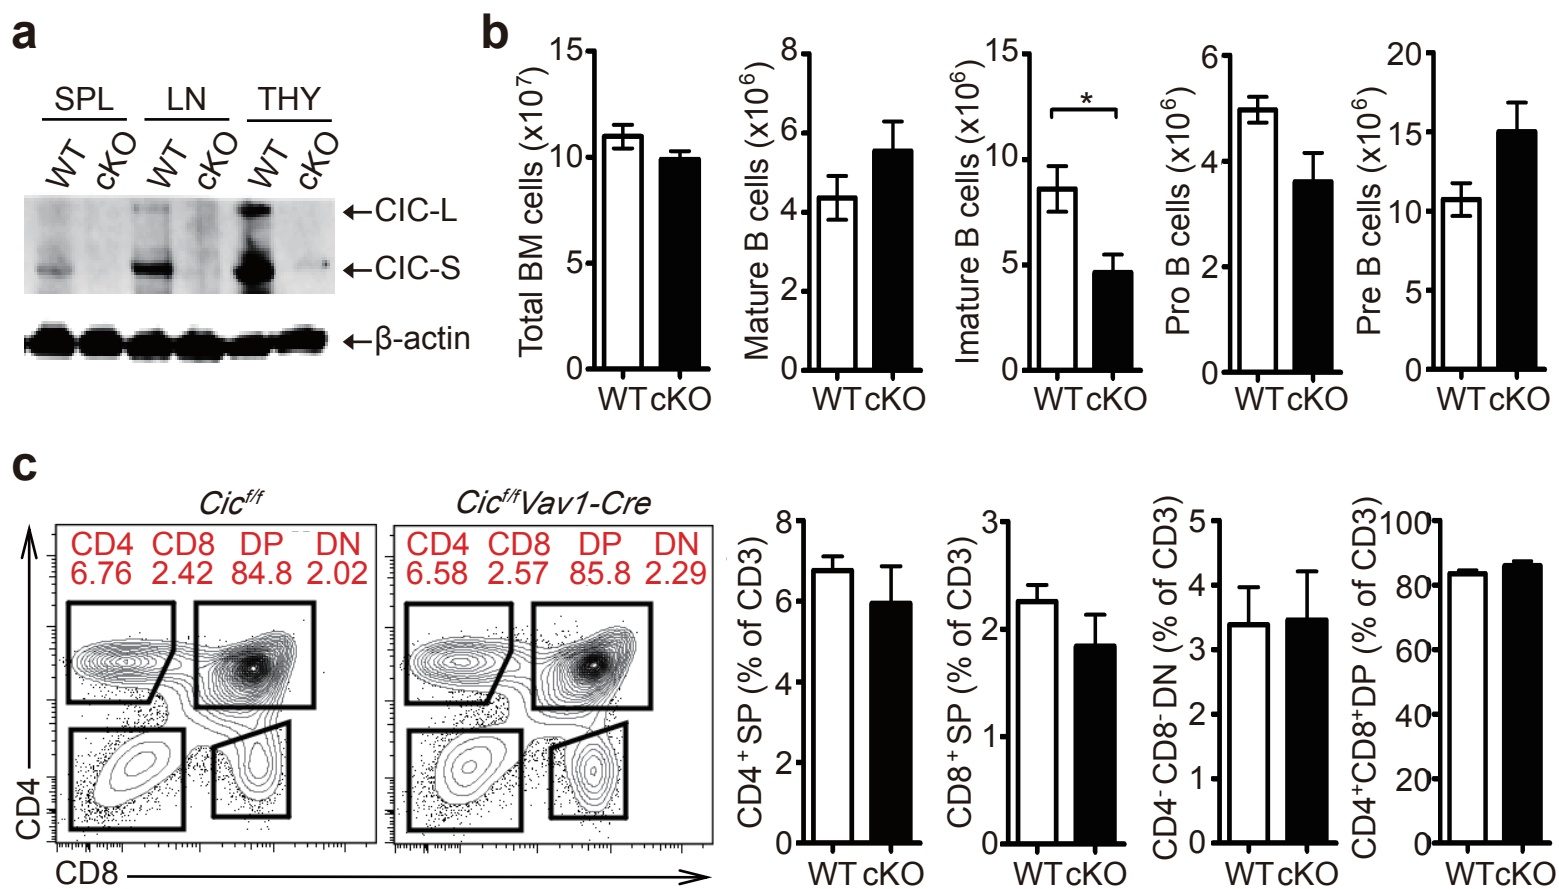

Supplementary Figure 1. Normal development of B and T cells in *Cic^{f/f}Vav1-Cre* mice.

(a) Western blot analysis showing that CIC expression is absent in immune cells from lymphoid organs of *Cic^{f/f}Vav1-Cre* mice. SPL: spleen, LN: lymph node, THY: thymus. WT and cKO mean *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice, respectively.

(b) The numbers of total bone marrow cells, mature B cells (CD43⁺IgM⁺B220^{hi}), immature B cells (CD43⁺IgM⁺B220^{lo}), pro-B cells (CD43⁺IgM⁺B220⁺) and pre-B cells (CD43⁺IgM⁺B220⁺) from *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice. All data are representative of two independent experiments with n=4-5 mice per group in each experiment. Error bars indicate SEM. *p < 0.05 (two-tailed two-sample unequal variance student t-test).

(c) Representative flow cytometry plots (left) and the proportion of thymic CD4SP (CD4 single positive), CD8SP (CD8 single positive), DN (CD4 and CD8 double negative) and DP (CD4 and CD8 double positive) cells in *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice. Numbers adjacent to outlined areas indicate percent of CD4SP, CD8SP, DN and DP cells among thymic CD3⁺ T cells. All data are representative of two independent experiments with n=4-5 mice per group in each experiment. Error bars indicate SEM.

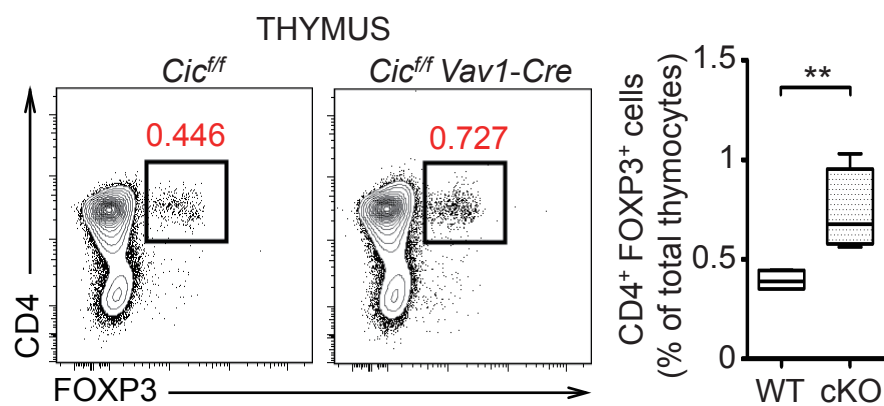

Supplementary Figure 2. Increased proportion of thymic regulatory T cells in *Cic^{f/f}Vav1-Cre* mice. Representative plots (left) and the percentage (right) of CD4⁺FOXP3⁺ Treg cells in thymus of 9-week-old *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice. Numbers adjacent to outlined areas indicate percent of CD4⁺FOXP3⁺ cells among thymocytes. Data are representative of two independent experiments with n=5 mice per group in each experiment. The results are presented as box-and-whisker plots. WT: *Cic^{f/f}*, cKO: *Cic^{f/f}Vav1-Cre*. **p < 0.01 (two-tailed two-sample unequal variance student t-test).

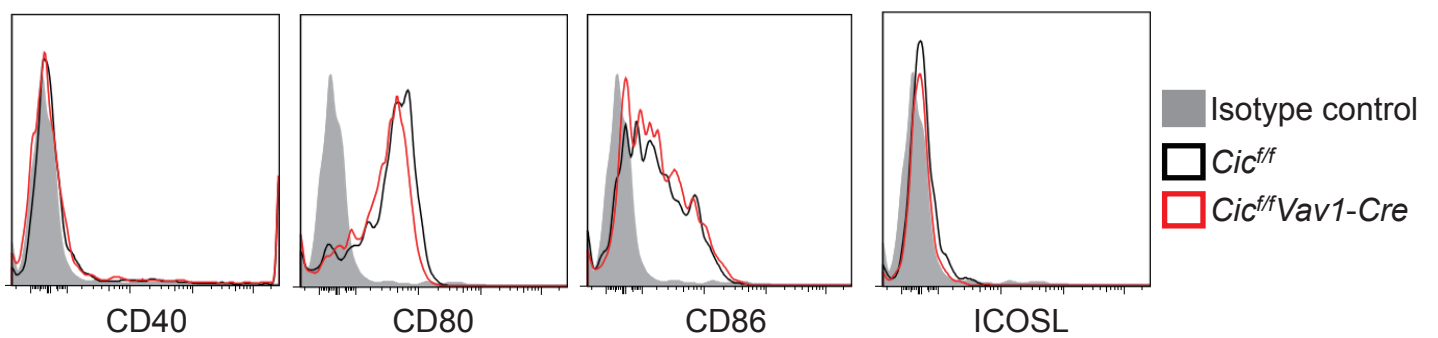

Supplementary Figure 3. Comparable expression of T cell co-stimulatory ligands on the surface of DCs between *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice.

Comparison of levels of CD40, CD80, CD86 and ICOSL on the surface of CD11b⁺CD11c⁺PDCA-1⁻ conventional dendritic cells (cDCs) in spleen between *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice at 9 weeks of age. Similar results were observed from at least two independent experiments.

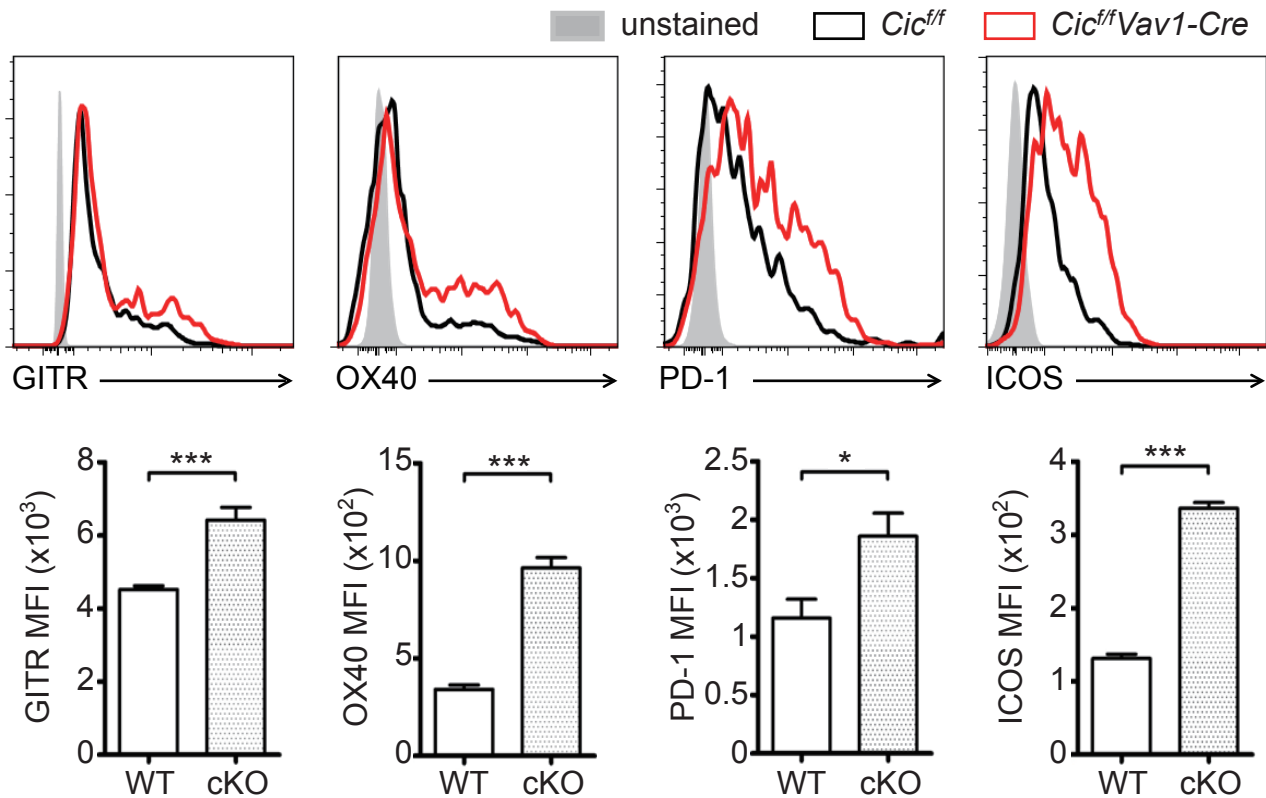

Supplementary Figure 4. Increased surface expression of T cell co-stimulatory molecules on CD4⁺CD44⁺ T cells from *Cic^{f/f}Vav1-Cre* mice.

Representative histogram overlay (upper) and mean fluorescence intensity (MFI) (lower) of GITR, OX40, PD-1 and ICOS expressed on CD4⁺CD44⁺ T cells from 9-week-old *Cic^{f/f}* and *Cic^{f/f}Vav1-Cre* mice. Data are representative of two independent experiments with n=5 mice per group in each experiment.

Graphs show data as mean with SEM. *p < 0.05 and ***p < 0.001 (two-tailed two-sample unequal variance student t-test).

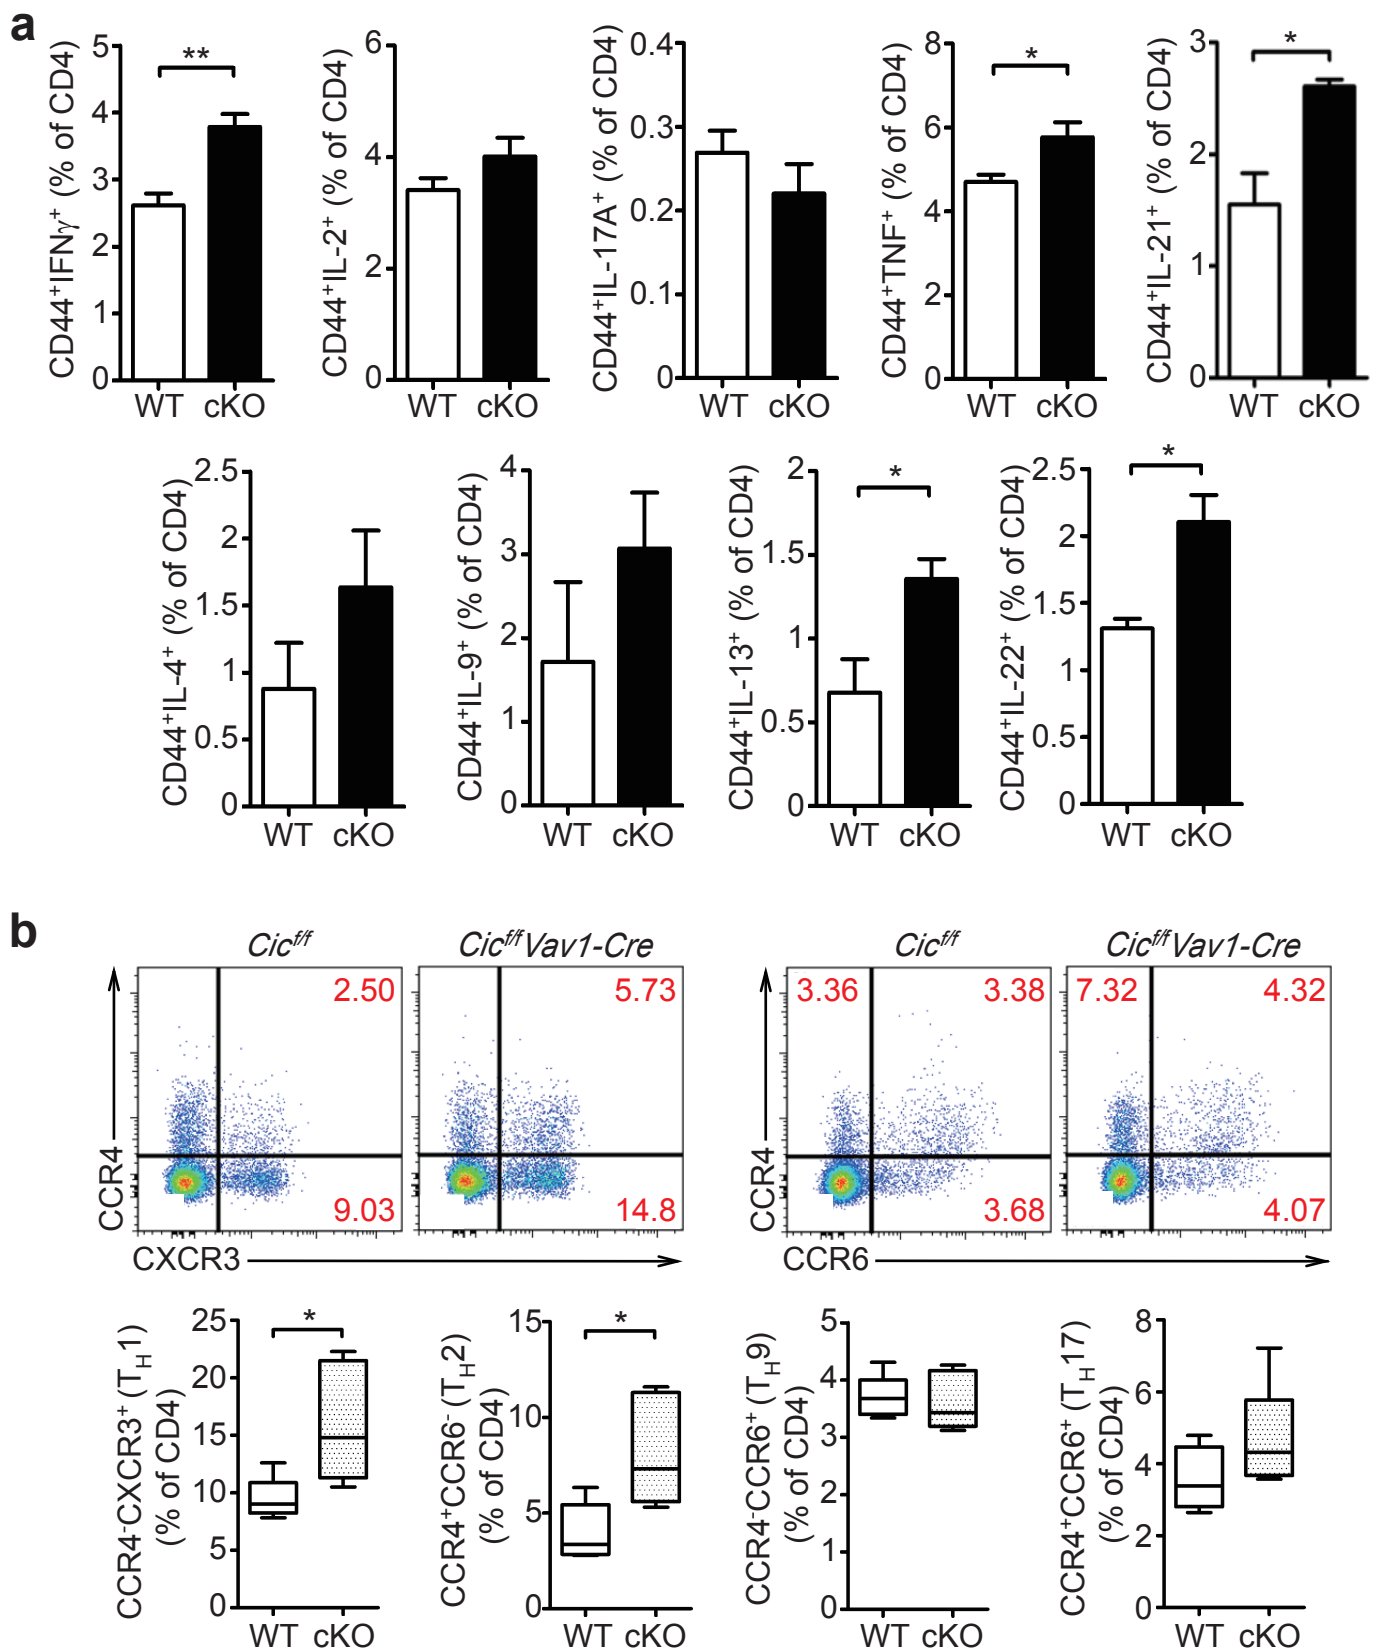

Supplementary Figure 5. Expression profiles of cytokines and chemokine receptors in WT and *Cic* deficient CD4⁺ T cells.

(a) The proportion of various cytokine-expressing CD4⁺CD44⁺ T cells in spleen of 9-week-old *Cic*^{ff} and *Cic*^{ff}*Vav1-Cre* mice. n=3-5 mice per each genotype. Graphs show data as mean with SEM. *p < 0.05 and **p < 0.01 (two-tailed two-sample unequal variance student t-test).

(b) FACS analysis for expression profiles of CCR4, CCR6 and CXCR3 on CD4⁺ T cells in spleen of 9-week-old *Cic*^{ff} and *Cic*^{ff}*Vav1-Cre* mice. n=5 mice per each genotype. *p < 0.05 (two-tailed two-sample unequal variance student t-test).

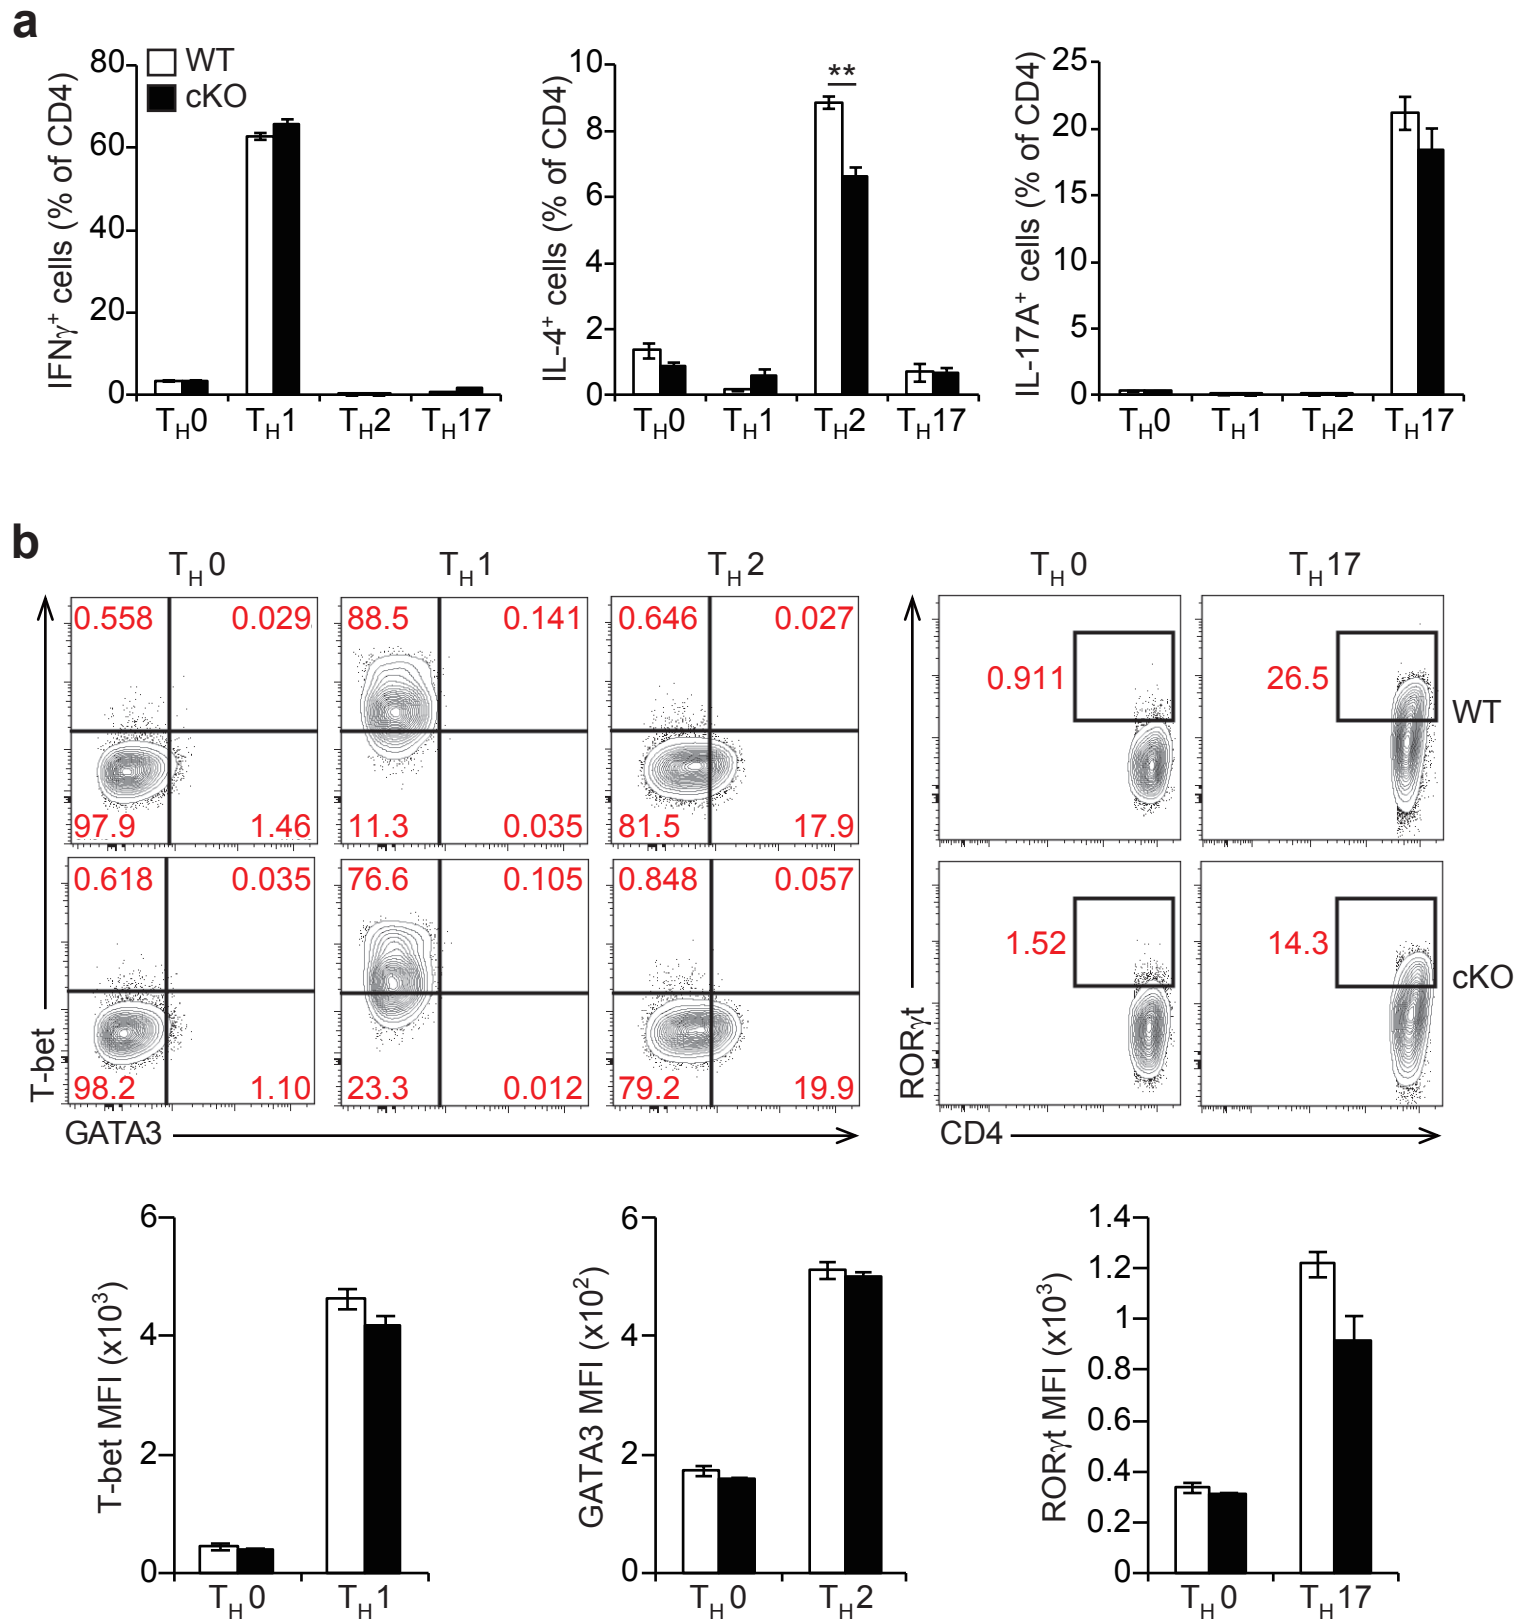

Supplementary Figure 6. Comparable efficiency of T_H1, T_H2 and T_H17 cell differentiation between WT and *Cic* deficient CD4⁺ T cells.

(a and b) *In vitro* T helper cell differentiation assay. CD4⁺CD25⁻CD44^{lo}CD62L^{hi} cells purified from spleens of WT and *Cic* deficient (cKO) mice were differentiated under T_H0, T_H1, T_H2 or T_H17-polarizing condition. The differentiated cells were subjected to intracellular staining of cytokines (a) and transcription factors (b) followed by flow cytometry analysis. (a) Bar graphs for frequency of each cytokine-expressing CD4⁺ T cells. Three independent experiments were conducted. Error bars indicate SEM. **p < 0.01 (two-tailed two-sample unequal variance student t-test). (b) Representative FACS plots for the proportion of each transcription factor-expressing CD4⁺ T cells. Numbers adjacent to outlined areas indicate percent of each cell population. Bar graphs for MFI of each transcription factor expression are presented under the FACS plots. Three independent experiments were performed. Error bars indicate SEM.

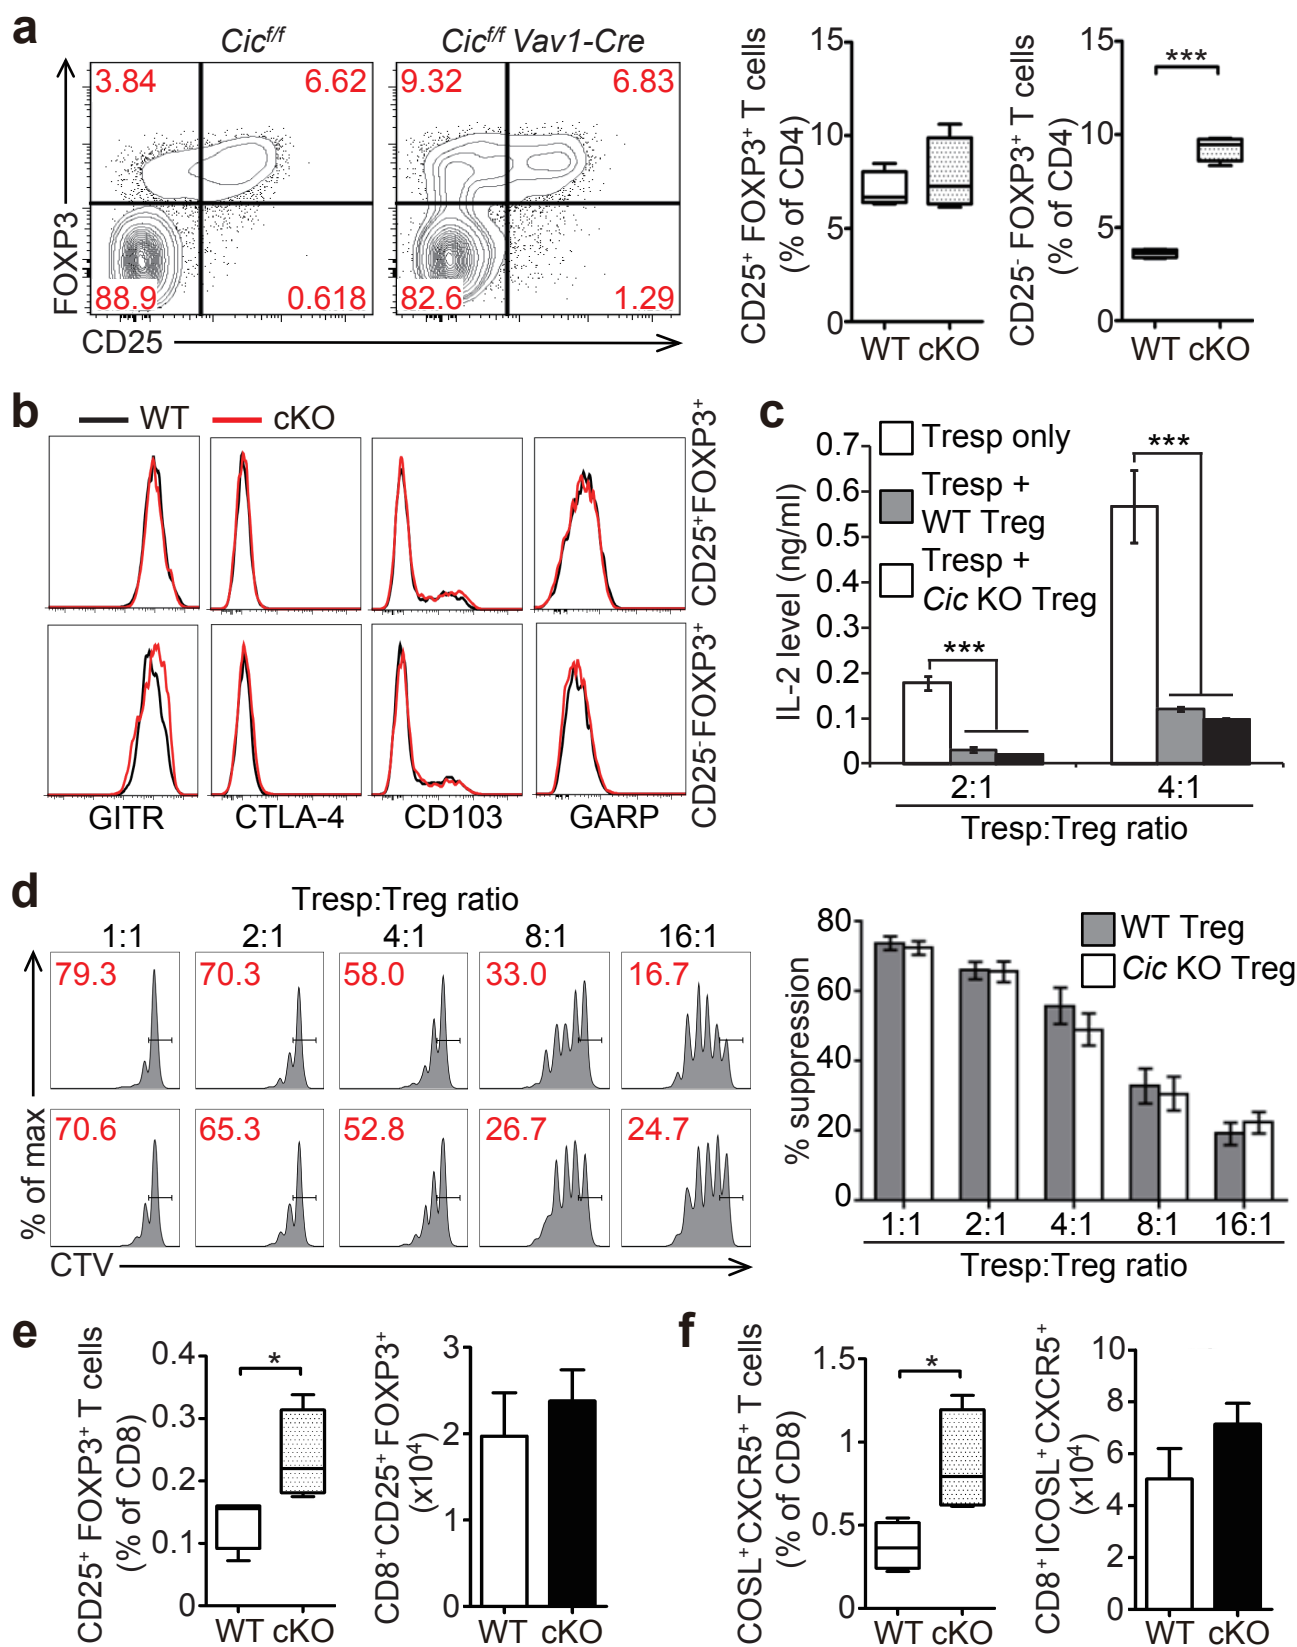

Supplementary Figure 7. Regulatory T cells in spleen of *Cic* deficient mice.

(a) Flow cytometry analysis of CD25⁺FOXP3⁺ and CD25⁻FOXP3⁺ CD4⁺ T cells in spleen of 9-week-old *Cic*^{f/f} (WT) and *Cic*^{f/f} Vav1-Cre (cKO) mice. Data are representative of two independent experiments with n=4-5 mice per group in each experiment. ***p < 0.001 (two-tailed two-sample unequal variance student t-test).

(b) Representative histogram overlays for expression of co-stimulatory molecules on CD25⁺FOXP3⁺ and CD25⁻FOXP3⁺ CD4⁺ T cells from WT and *Cic* deficient mice.

(c and d) Treg cell suppression assay. (c) CD4⁺CD25⁻ responder cells (Tresp) were stimulated with plate-bound anti-CD3 (1μg/ml) and anti-CD28 (1μg/ml) in the presence or absence of CD4⁺CD25⁺ Treg cells from WT and *Cic* deficient mice. Concentration of IL-2 in culture media was determined by ELISA. n=3 per each sample. (d) Flow cytometry analysis of CTV dilution in Tresp cells cultured with increasing numbers of Treg cells from WT and *Cic* deficient mice. The numbers in histograms indicate the percentage of non-proliferative cell population among the Tresp cells. The bar graph shows data as mean±SEM.

(e and f) The frequency and the number of CD8⁺ regulatory T cells (CD25⁺FOXP3⁺ (e) and ICOSL⁺CXCR5⁺ (f) CD8⁺ T cells) in spleen of 9-week-old *Cic*^{f/f} and *Cic*^{f/f} Vav1-Cre mice. n=4 mice per each genotype. *p < 0.05.

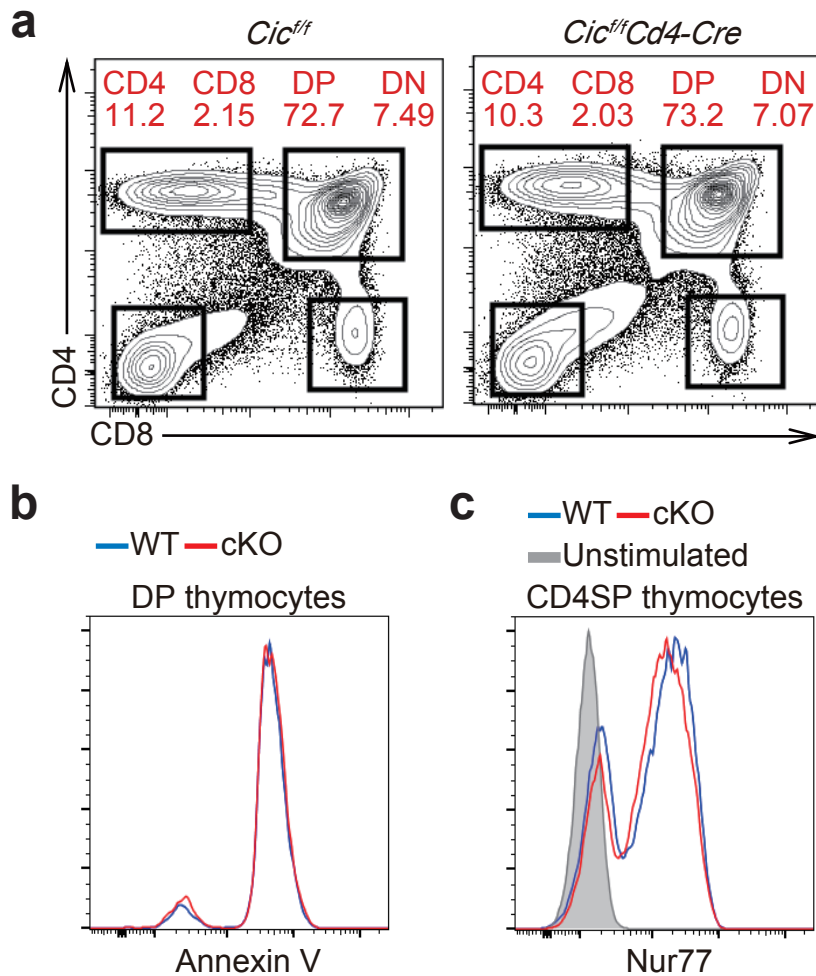

Supplementary Figure 8. Normal thymic development and negative selection of T cells in *Cic^{f/f} Cd4-Cre* mice.

(a) Representative FACS plots for the proportions of thymic CD4SP, CD8SP, DN and DP cells among thymocytes of 12-week-old *Cic^{f/f}* and *Cic^{f/f} Cd4-Cre* mice.

(b) A representative histogram overlay for TCR-induced cell death assay. Sorted DP thymocytes from *Cic^{f/f}* (WT) and *Cic^{f/f} Cd4-Cre* (cKO) mice were stimulated with anti-CD3 and anti-CD28 for 24 h. Cell death was assessed by staining for CD4, CD8 and Annexin V followed by flow cytometry analysis.

(c) A representative histogram overlay for induction of Nur77 expression in WT and *Cic* null CD4SP thymocytes upon TCR stimulation. Thymocytes were stimulated with anti-CD3 and anti-CD28 for 6 h and then subjected to intracellular staining for Nur77. (b and c) Similar results were observed from two independent experiments.

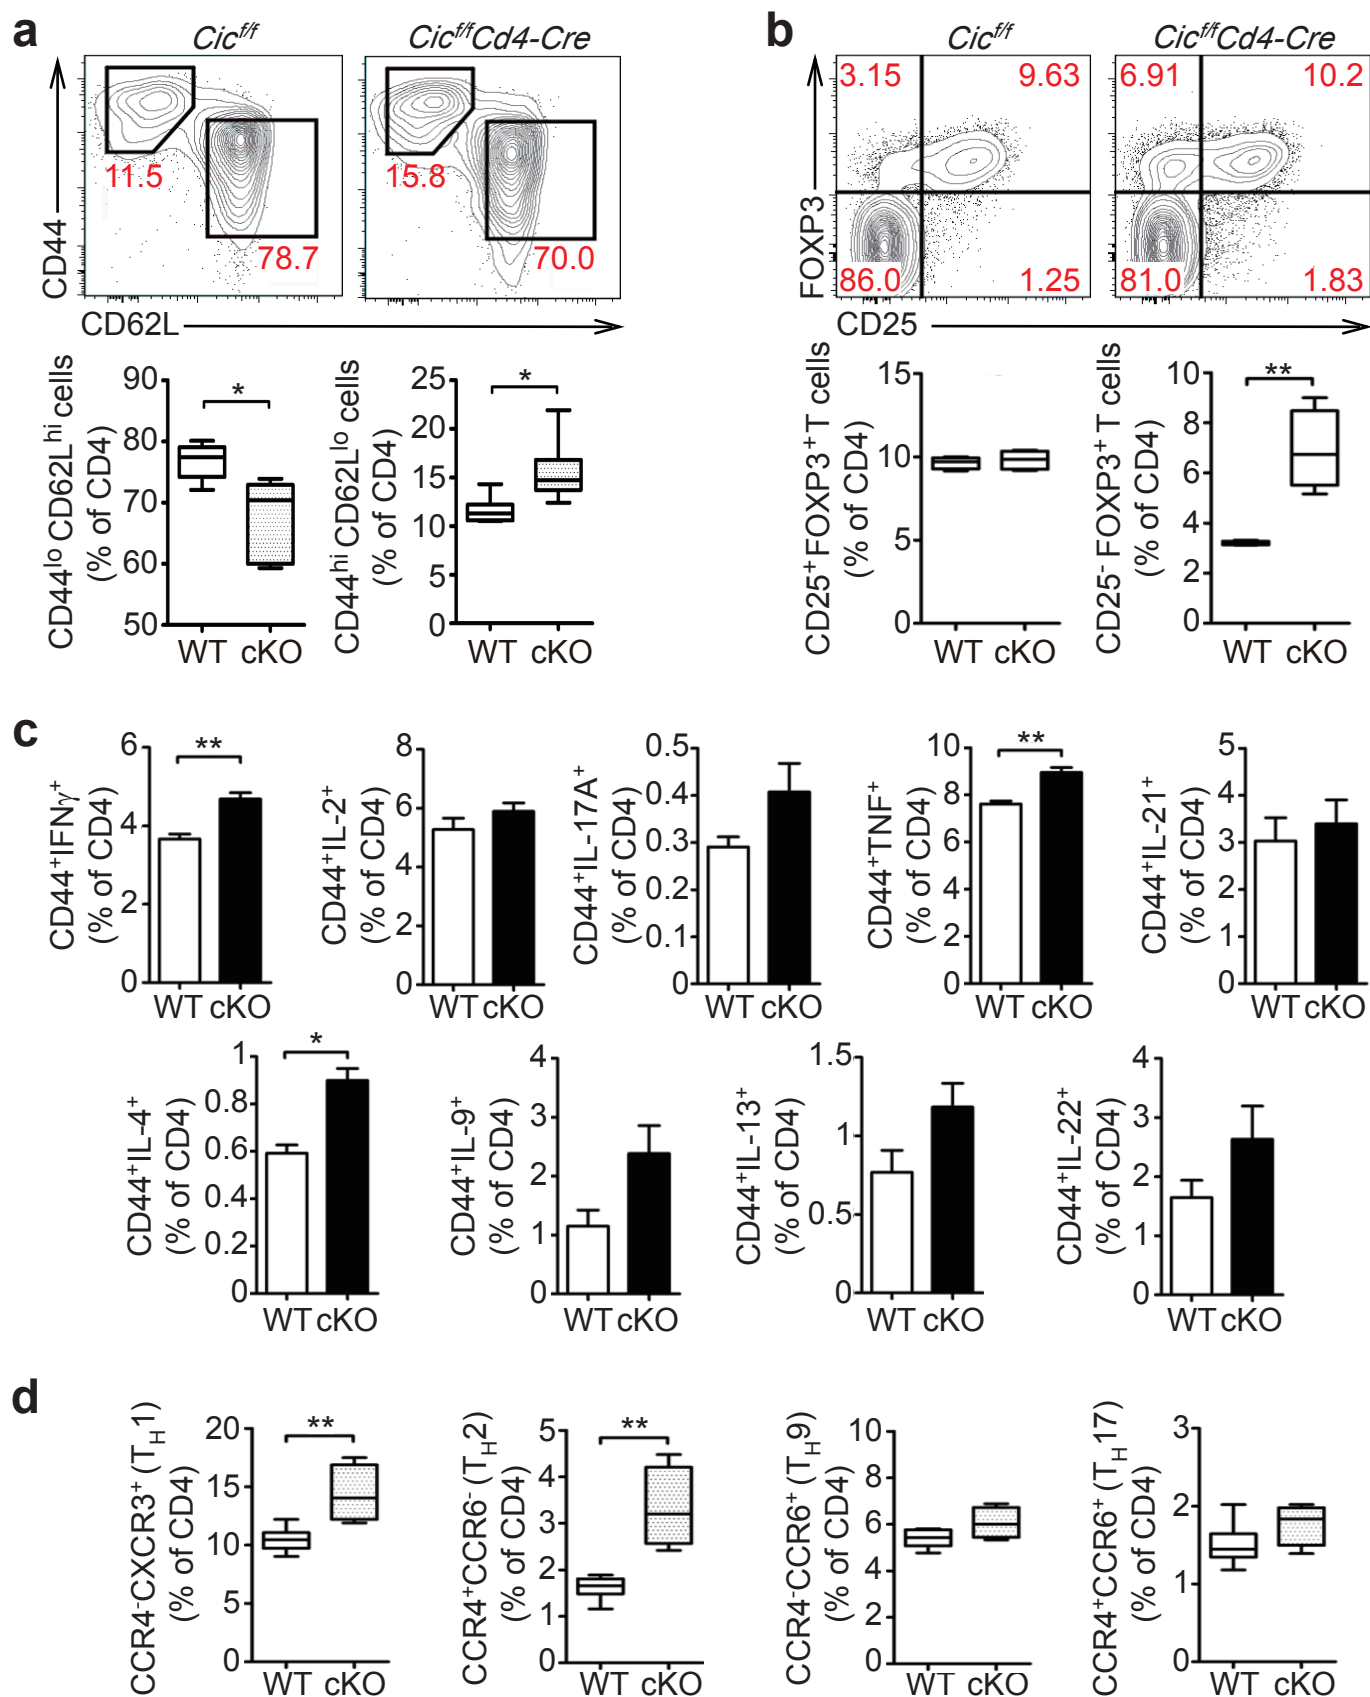

Supplementary Figure 9. Hyperactivation of CD4⁺ T cells and increased proportion of CD25-FOXP3⁺, T_H1 and T_H2 cells in spleen of *Cic^{f/f}CD4-Cre* mice.

(a and b) Flow cytometry analyses of naïve (CD44^{lo}CD62L^{hi}) and effector/memory (CD44^{hi}CD62L^{lo}) CD4⁺ T cells (a), and CD25⁺FOXP3⁺ and CD25-FOXP3⁺ CD4⁺ T cells (b) in spleen of 12-week-old *Cic^{f/f}* (WT) and *Cic^{f/f}CD4-Cre* (cKO) mice. All data are representative of two independent experiments with n=4-5 mice per group in each experiment.

(c and d) Flow cytometry analysis for expression profiles of cytokines (c) and chemokine receptors (d) on CD4⁺ T cells in spleen of 12-week-old *Cic^{f/f}* and *Cic^{f/f}CD4-Cre* mice. (c) n=3 mice per each genotype. (d) n=4-6 mice per each genotype. Error bars indicate SEM. *p < 0.05 and **p < 0.01 (two-tailed two-sample unequal variance student t-test).

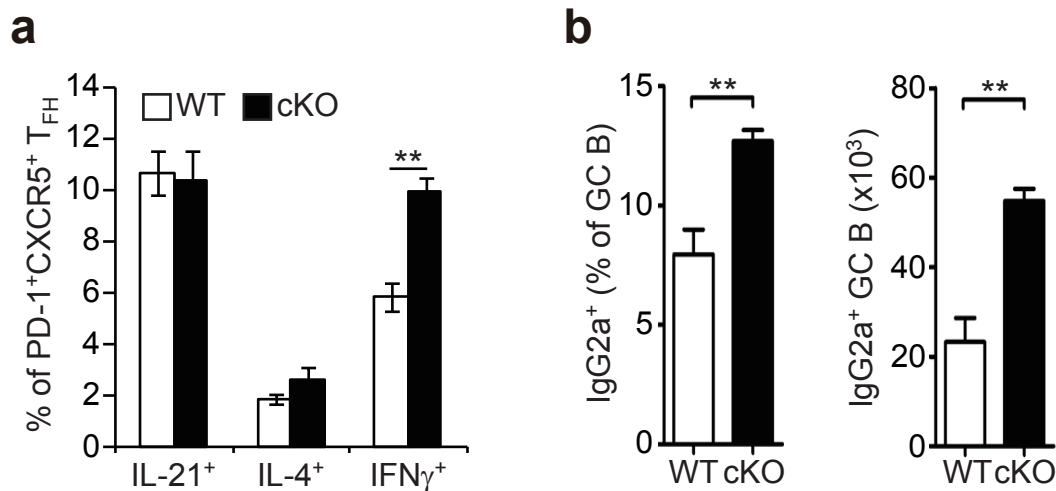

Supplementary Figure 10. Increased frequency of IFN γ ⁺ T_{FH} and IgG2a⁺ GC B cells in spleen of *Cic^{ff}Cd4-Cre* mice.

(a) Flow cytometry analysis of IL-21-, IL-4- or IFN γ -expressing T_{FH} cells in spleen of 12-week-old *Cic^{ff}* (WT) and *Cic^{ff}Cd4-Cre* (cKO) mice. The proportions of each cytokine-expressing T_{FH} cells are presented.

(b) Flow cytometry analysis of IgG2a⁺ GC B cells in spleen of about 5-month-old *Cic^{ff}* and *Cic^{ff}Cd4-Cre* mice. The proportion (left graph) and the number (right graph) of IgG2a⁺ GC B cells are presented.

Error bars indicate SEM. **p < 0.01 (two-tailed two-sample unequal variance student t-test).

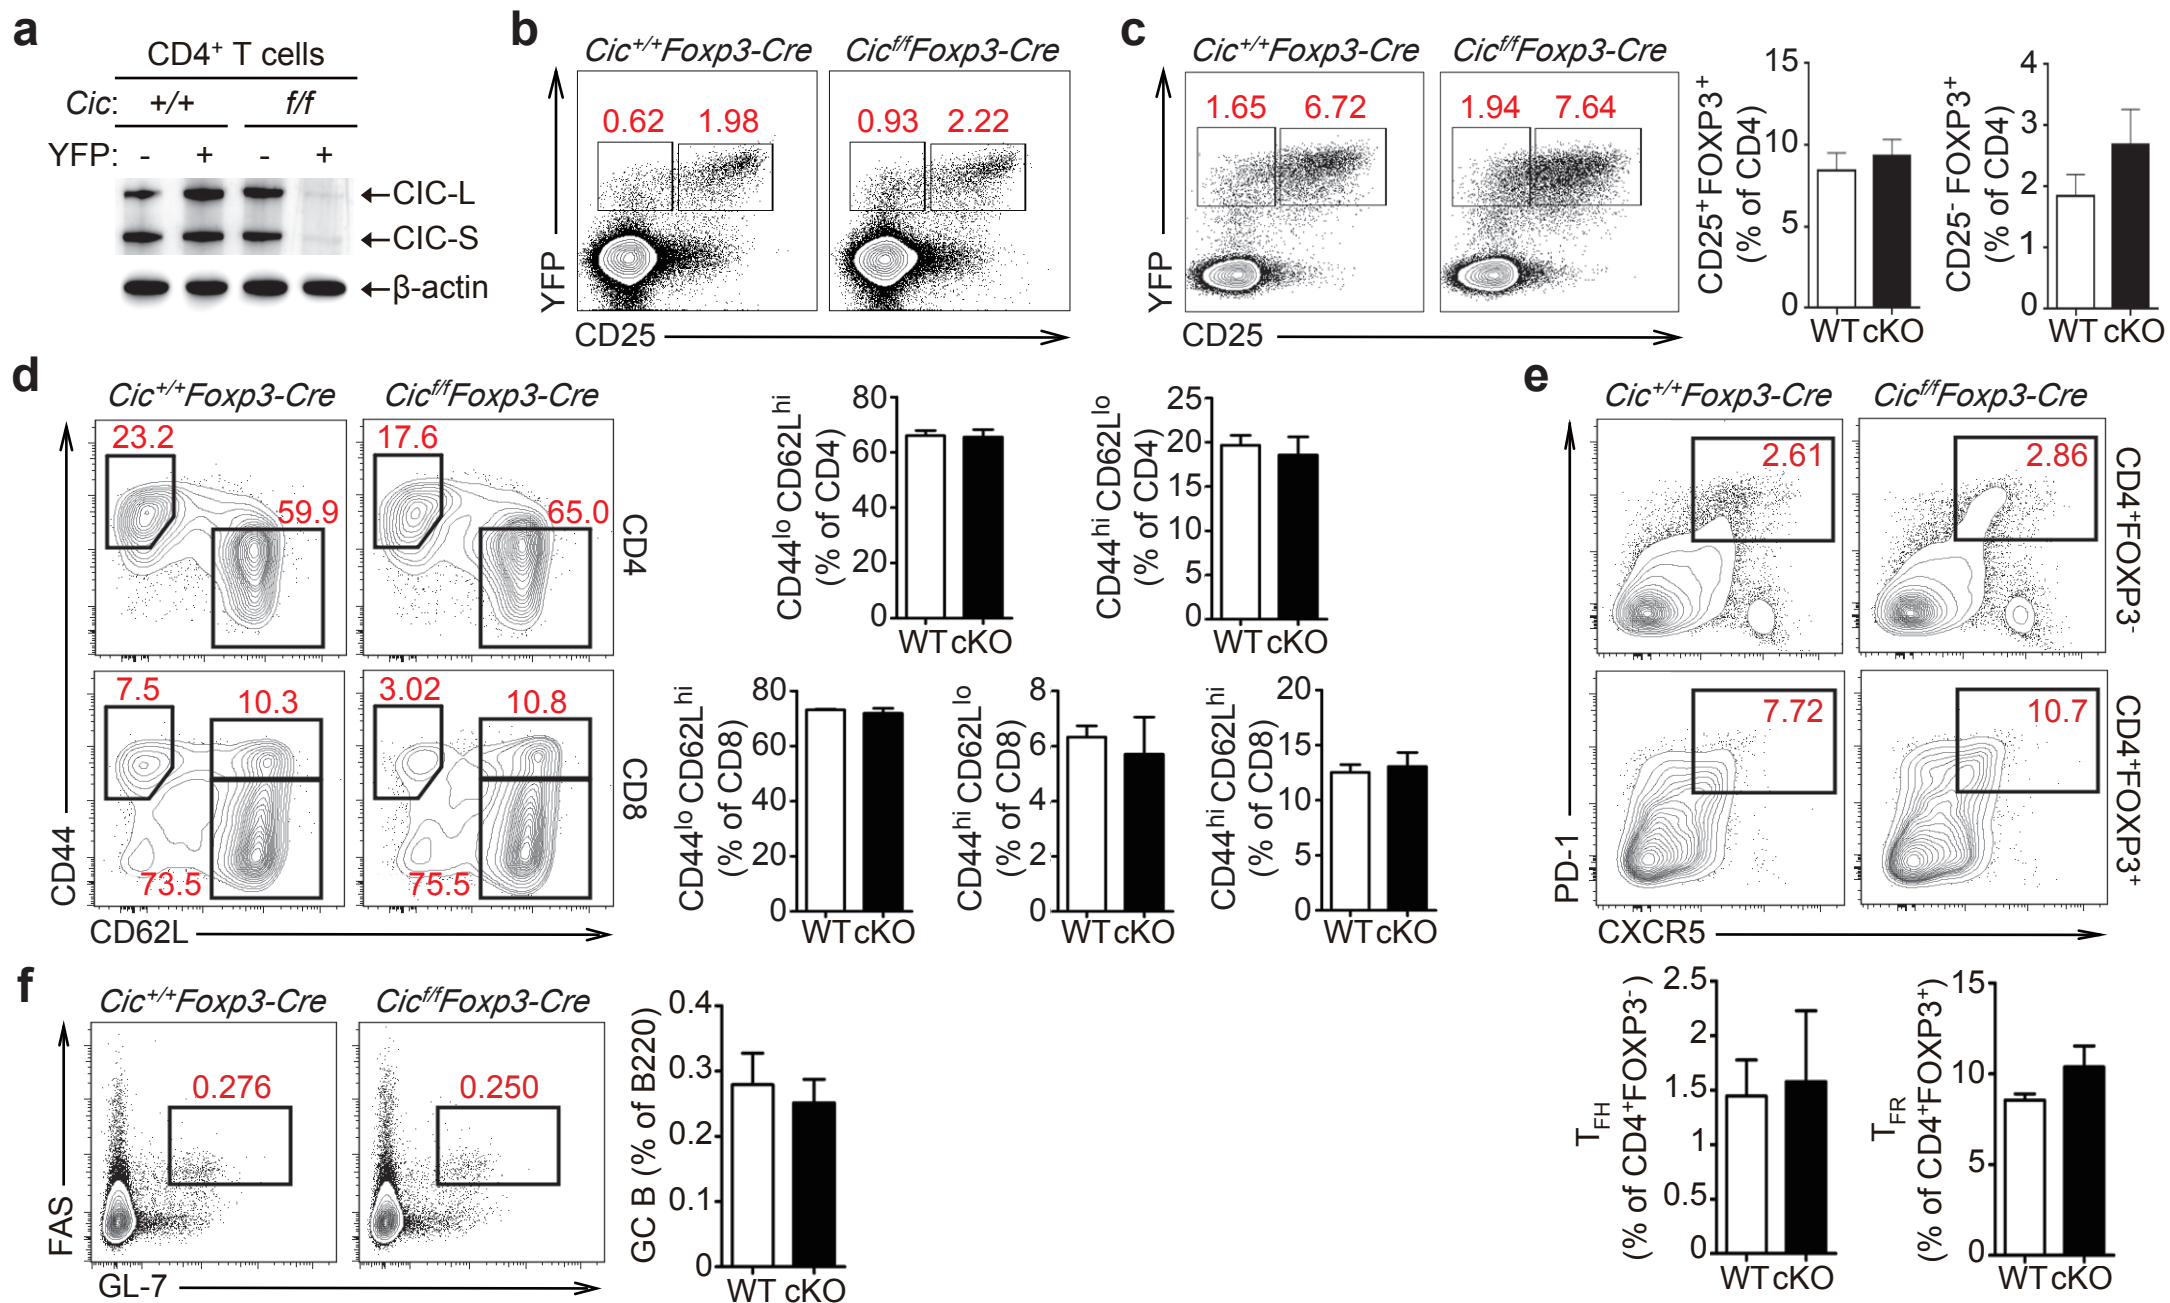

Supplementary Figure 11. Normal Treg cell development, peripheral T cell homeostasis and GC response in Treg cell-specific *Cic* null mice.

(a) Western blot analysis showing Treg cell-specific ablation of CIC expression in *Cic*^{f/f}*Foxp3*-YFP-Cre mice. CD4⁺YFP⁺ and CD4⁺YFP⁻ T cells were purified from secondary lymphoid organs of 18-week-old *Cic*^{+/+}*Foxp3*-YFP-Cre (WT) and *Cic*^{f/f}*Foxp3*-YFP-Cre (cKO) mice. (b and c) Flow cytometry analyses of CD4⁺ Treg cells in thymus (b) and spleen (c) of 9-week-old WT and cKO mice. WT, n=5; cKO, n=4. (d-f) Flow cytometry analyses of naïve (CD44^{lo}CD62L^{hi}) and effector/memory (CD44^{hi}CD62L^{lo}) CD4⁺ T cells (d), T_{FH} and T_{FR} cells (e) and GC B cells (f) in spleen of 9-week-old WT and cKO mice. WT, n=5; cKO, n=3. Error bars indicate SEM.

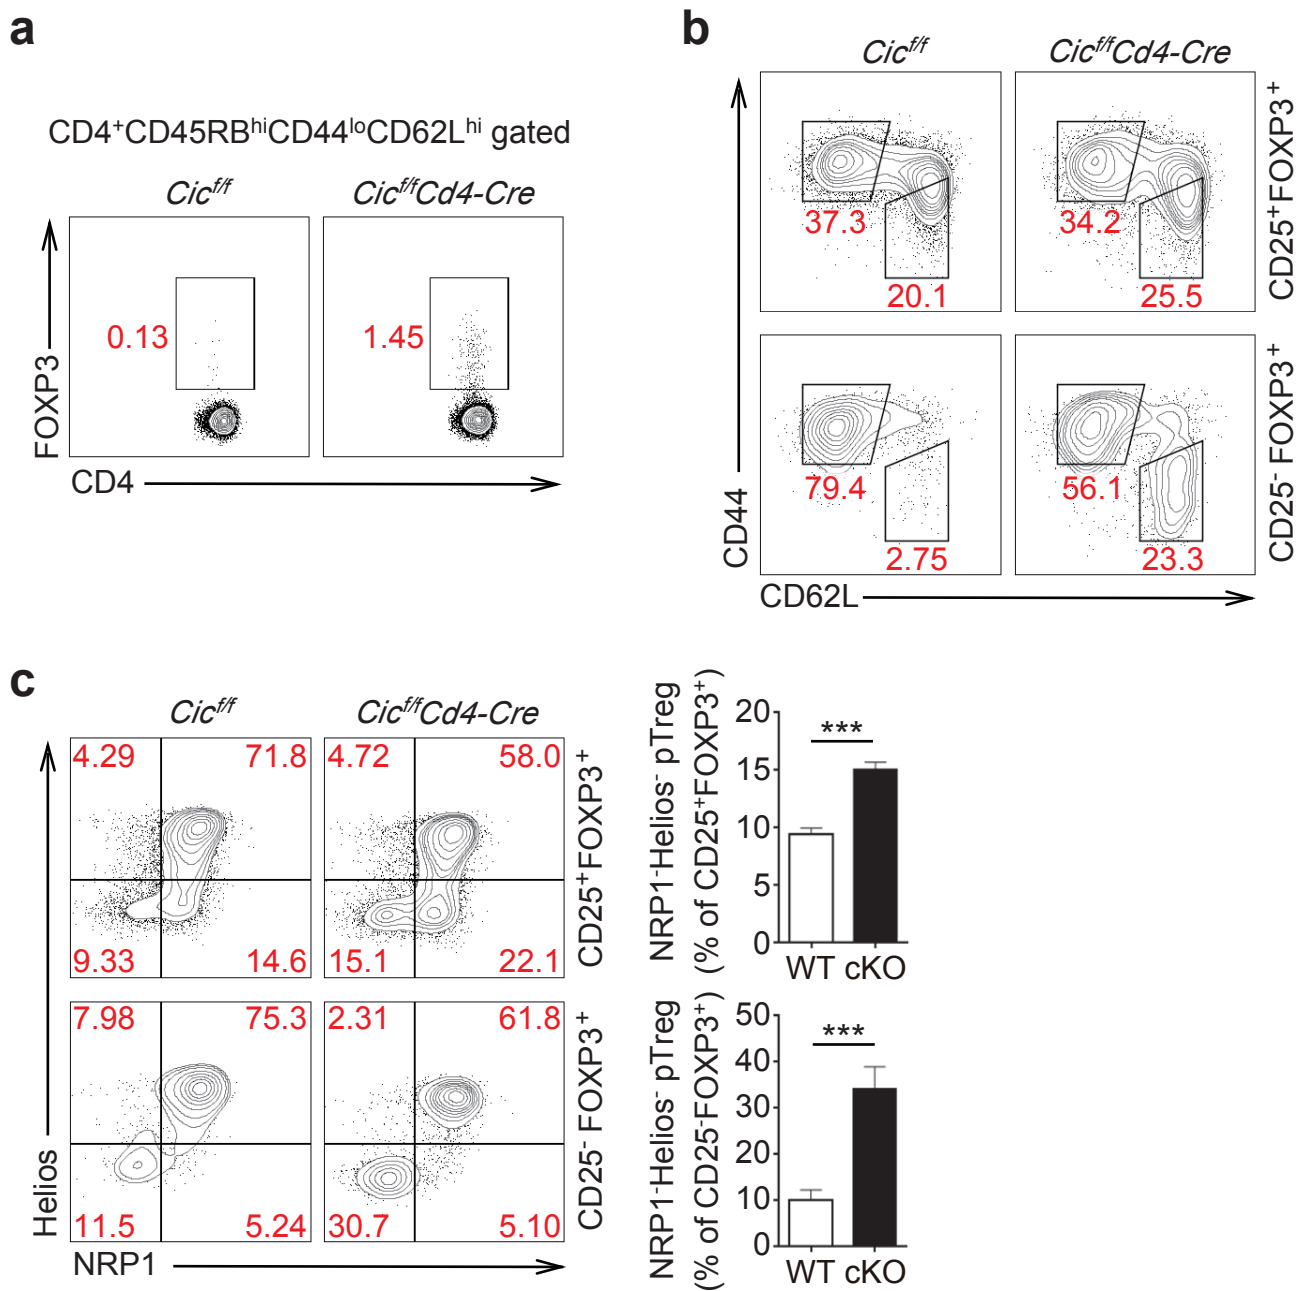

Supplementary Figure 12. Increased frequency of FOXP3-expressing naive CD4⁺ T cells and pTreg cells in spleen of *Cic^{f/f}Cd4-Cre* mice.

(a) Flow cytometry analysis of FOXP3-expressing naive (CD45RB^{hi}CD44^{lo}CD62L^{hi}) CD4⁺ T cells in spleen of 12-week-old *Cic^{f/f}* and *Cic^{f/f}Cd4-Cre* mice.

(b) Flow cytometry analysis for expression of CD44 and CD62L on splenic CD25⁺FOXP3⁺ and CD25⁻FOXP3⁺ CD4⁺ T cells from 12-week-old *Cic^{f/f}* and *Cic^{f/f}Cd4-Cre* mice. The frequency of CD4⁺CD25⁻FOXP3⁺ T cells with naive (CD44^{lo}CD62L^{hi}) phenotype was dramatically increased in *Cic^{f/f}Cd4-Cre* mice.

(c) Flow cytometry analysis for expression of Helios and Neurophilin-1 (NRP1) on splenic CD25⁺FOXP3⁺ and CD25⁻FOXP3⁺ CD4⁺ T cells from 12-week-old *Cic^{f/f}* (WT) and *Cic^{f/f}Cd4-Cre* (cKO) mice. The proportions of CD25⁺FOXP3⁺ and CD25⁻FOXP3⁺ NRP1⁺Helios⁺ pTreg cells were significantly increased in *Cic^{f/f}Cd4-Cre* mice. WT, n=6; cKO, n=5. Error bars indicate SEM. ***p < 0.001 (two-tailed two-sample unequal variance student t-test).

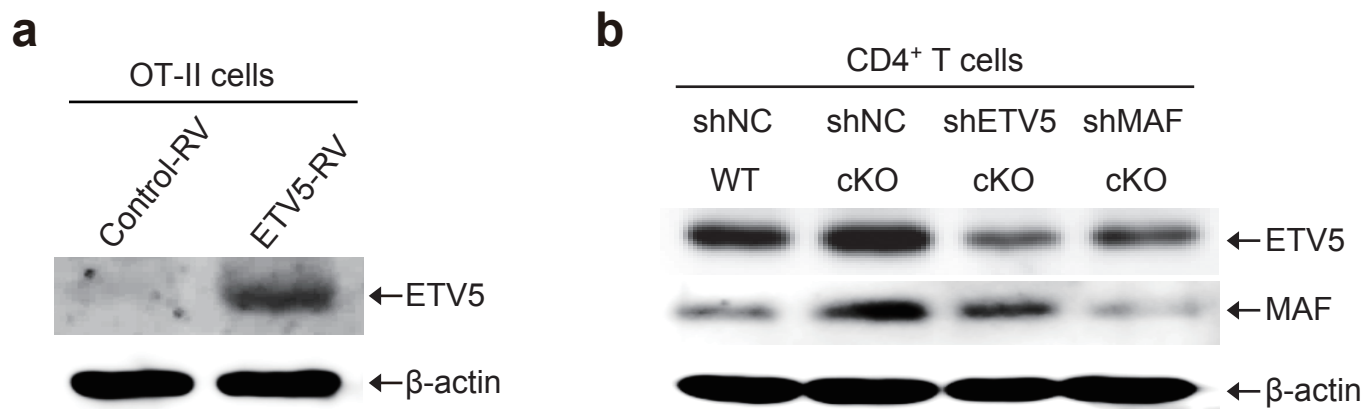

Supplementary Figure 13. Overexpression of ETV5 and knockdown of ETV5 and MAF in CD4⁺ T cells.

(a) Western blot analysis showing overexpression of ETV5 in OT-II T cells transduced with ETV5 expressing retrovirus.

(b) Western blot analysis showing knockdown efficiency of shRNAs for *Etv5* (shETV5) and *Maf* (shMAF). CD4⁺ T cells purified from spleens of *Cic^{ff}* (WT) and *Cic^{ff}Cd4-Cre* (cKO) mice were transduced with control (shNC), shETV5 or shMAF expressing retrovirus. GFP⁺ cells (about 20~30%) were FACS-sorted and subjected to western blot analysis for ETV5 and MAF.

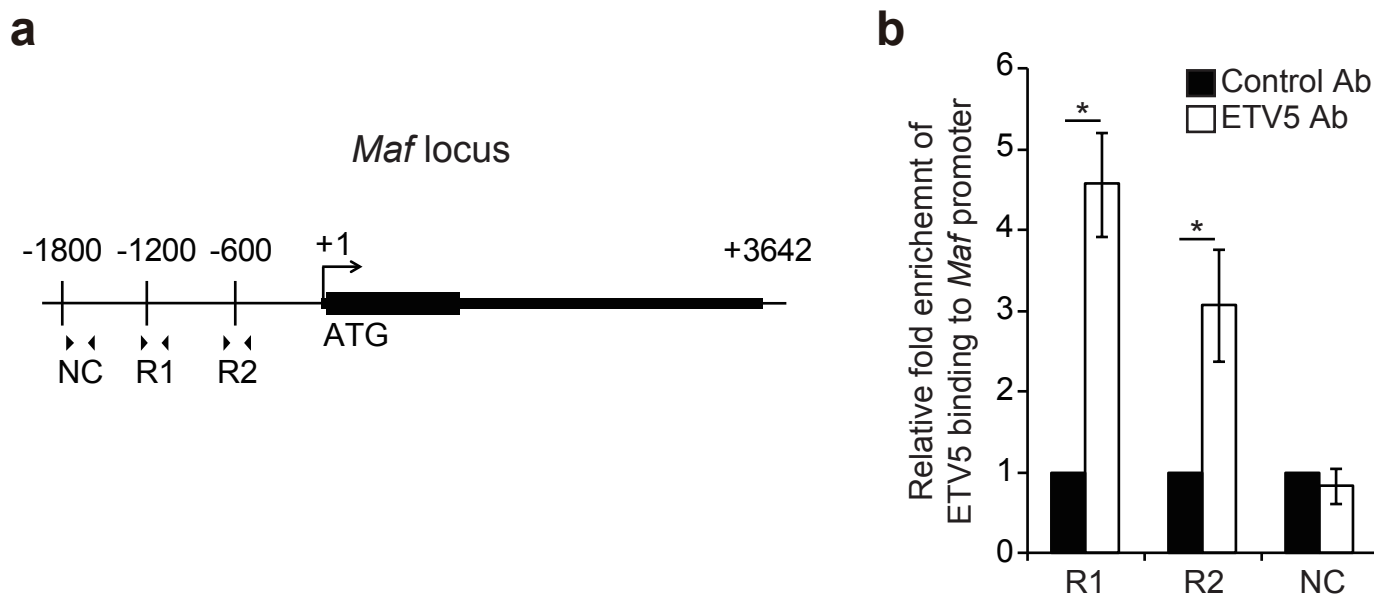

Supplementary Figure 14. Direct binding of ETV5 to *Maf* promoter in CD4⁺ T cells.

(a) Schematic illustration of mouse *Maf* locus (RefSeq: NM_001025577.2). Two different *Maf* promoter regions (R1: -1240/-976 and R2: -697/-532), which were previously validated as ETV5 binding regions (Xie et al. 2016), and negative control (NC) region (-1768/-1520) that does not contain Ets consensus sequence (CCGGA(A/T)(A/G)(C/T)) are marked by arrow heads.

(b) ChIP-qPCR analysis showing ETV5 promoter occupancy of *Maf* in CD4⁺ T cells. The CD4⁺ T cells activated with anti-CD3 and anti-CD28 in the presence of IL-6 were subjected to ChIP experiment using anti-ETV5 antibody (ETV5 Ab). Anti-GFP antibody was used as a negative control antibody (Control Ab). Input and antibody-associated DNA fragments were then subjected to qPCR analysis for each *Maf* promoter region (R1, R2 and NC). More than three independent experiments were performed. Error bars indicate SEM.

* $p < 0.05$ (two-tailed two-sample unequal variance student t-test).

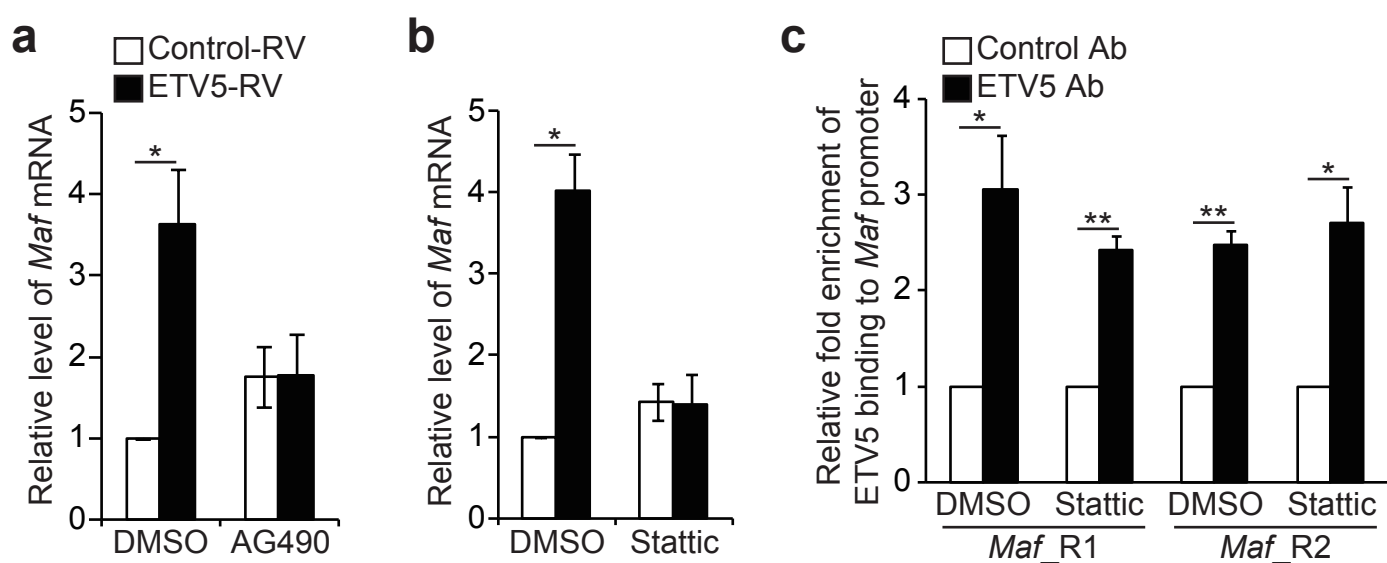

Supplementary Figure 15. JAK2-STAT3 pathway is involved in ETV5-mediated induction of *Maf* expression.

(a and b) qRT-PCR analysis for *Maf* levels. CD4⁺ T cells infected with control or ETV5-expressing retrovirus were treated with AG490 (JAK2 inhibitor) (a) or Stattic (STAT3 inhibitor) (b) and cultured under T_{FH}-like condition (IL-6 and IL-21). Total RNA was extracted from the cells and subjected to qRT-PCR analysis for *Maf* levels. Inhibition of JAK2 and STAT3 completely suppressed induction of *Maf* expression by ETV5 overexpression in CD4⁺ T cells. Three independent experiments were carried out.

(c) ChIP-qPCR analysis for ETV5 binding to *Maf* promoter in CD4⁺ T cells treated with Stattic. The two Ets consensus sequence-containing *Maf* promoter regions (R1 and R2) were examined. Inhibition of STAT3 did not affect ETV5 binding to *Maf* promoter. Four independent experiments were carried out. Error bars indicate SEM. *p<0.05 and **p<0.01 (two-tailed two-sample unequal variance student t-test).

a

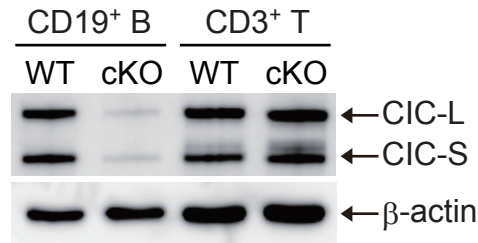

b

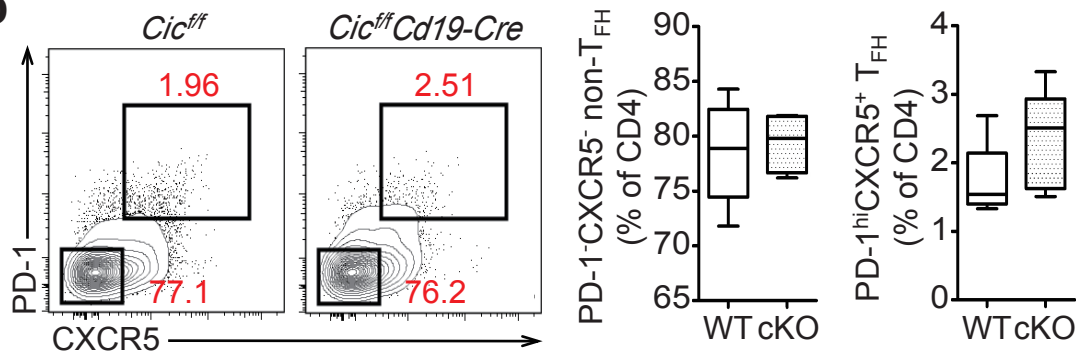

Supplementary Figure 16. Normal T_{FH} cell formation in B cell-specific *Cic* null mice.

(a) Western blot analysis for levels of CIC in B and T cells from *Cic*^{ff} (WT) and *Cic*^{ff}*Cd19-Cre* (cKO) mice. FACS-sorted CD19⁺ B and CD3⁺ T cells were subjected to western blot analysis for CIC.

(b) Comparable frequency of splenic CD4⁺PD-1^{hi}CXCR5⁺ T_{FH} cells between *Cic*^{ff} and *Cic*^{ff}*Cd19-Cre* mice at 12 weeks of age. n=4 mice per each genotype.

a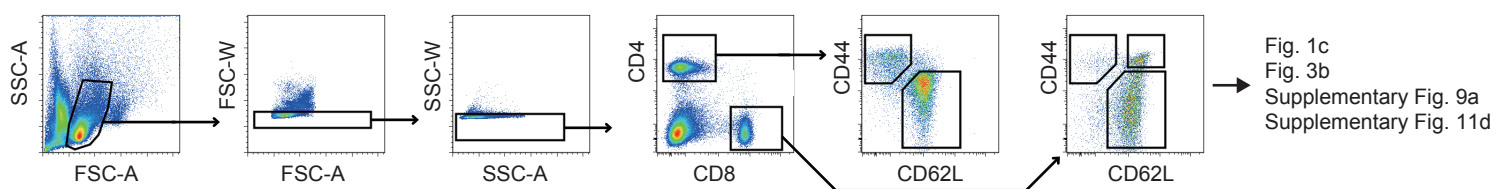**b**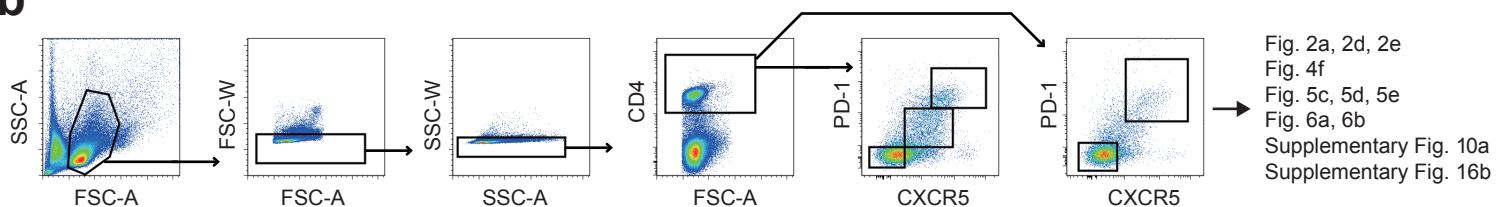**c**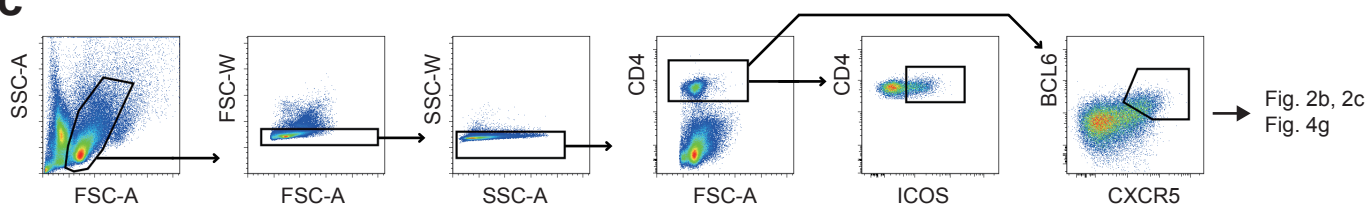**d**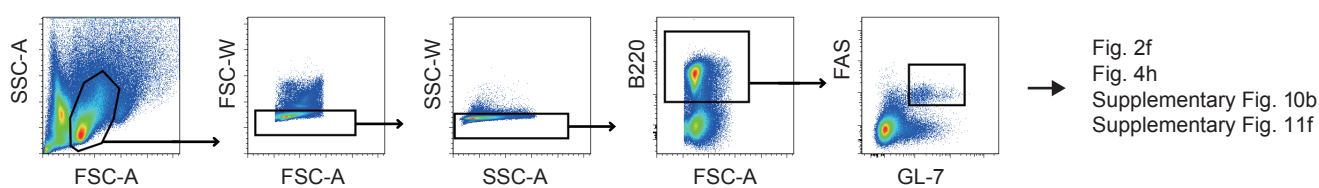**e**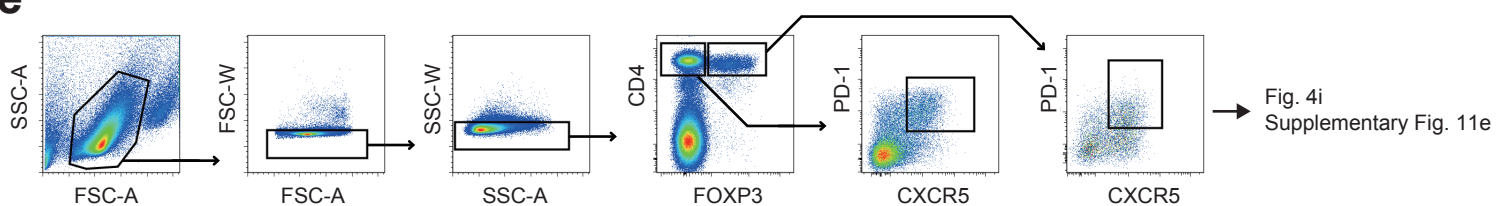**f**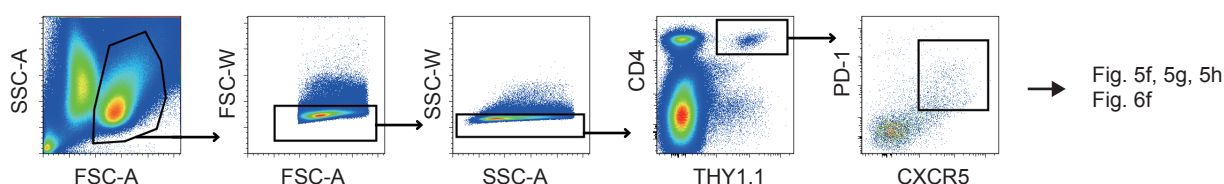

Supplementary Figure 17. Flow cytometry gating strategies.

(a) Sequential gating strategy for naïve and effector/memory T cell populations in splenocytes.

(b) Sequential gating strategy for CD4⁺ T cells expressing PD-1 and CXCR5.

(c) Sequential gating strategy for CD4⁺ T cells expressing ICOS, BCL6, and CXCR5.

(d) Sequential gating strategy for B220⁺ B cells expressing FAS and GL-7.

(e) Sequential gating strategy for CD4⁺ T cells expressing FOXP3, PD-1, and CXCR5.

(f) Sequential gating strategy for THY1.1⁺ CD4⁺ T cells expressing PD-1 and CXCR5.

Continued Supplementary Figure 17

g

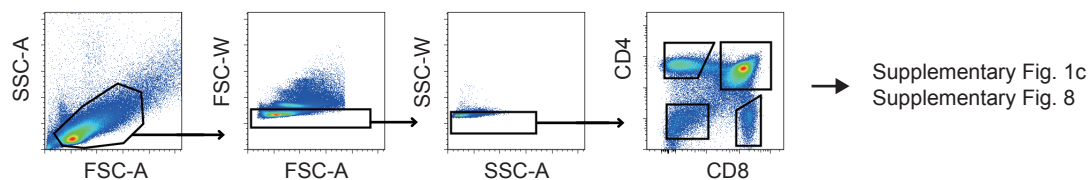

h

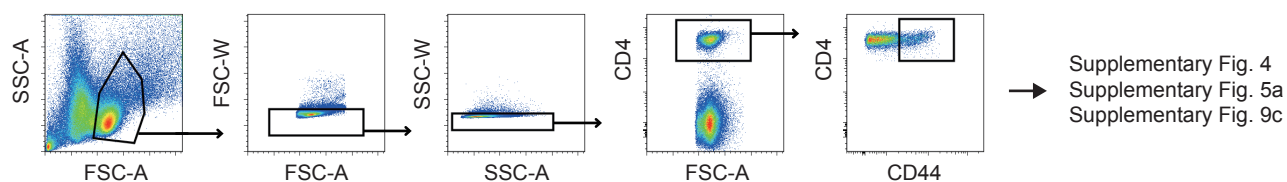

i

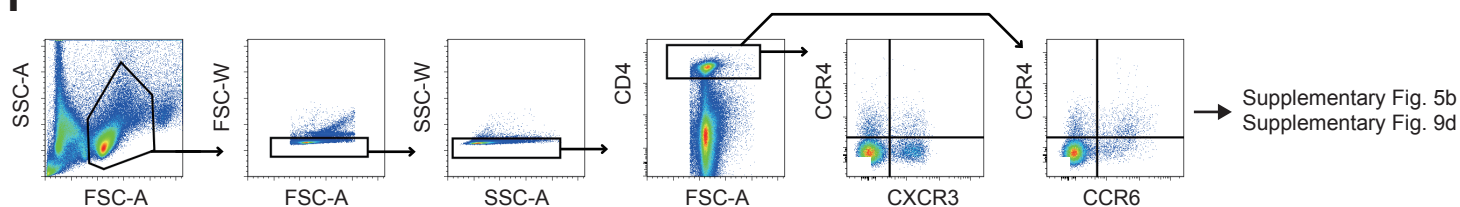

j

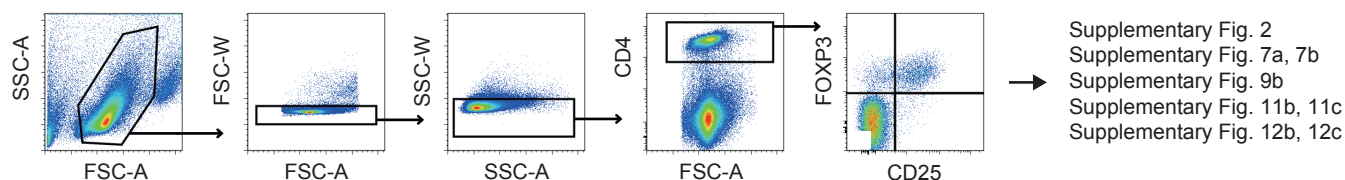

k

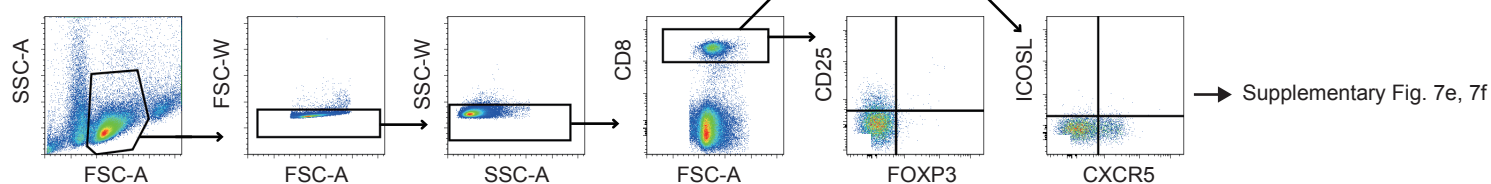

Supplementary Figure 17. Flow cytometry gating strategies (Continued).

(g) Sequential gating strategy for SP, DP, and DN populations in thymocytes.

(h) Sequential gating strategy for CD4⁺ CD44⁺ T cells.

(i) Sequential gating strategy for CD4⁺ T cells expressing CCR4, CCR6, and CXCR3.

(j) Sequential gating strategy for CD4⁺ T cells expressing FOXP3 and CD25.

(k) Sequential gating strategy for CD25⁺FOXP3⁺ and ICOSL⁺CXCR5⁺ CD8⁺ T cells.

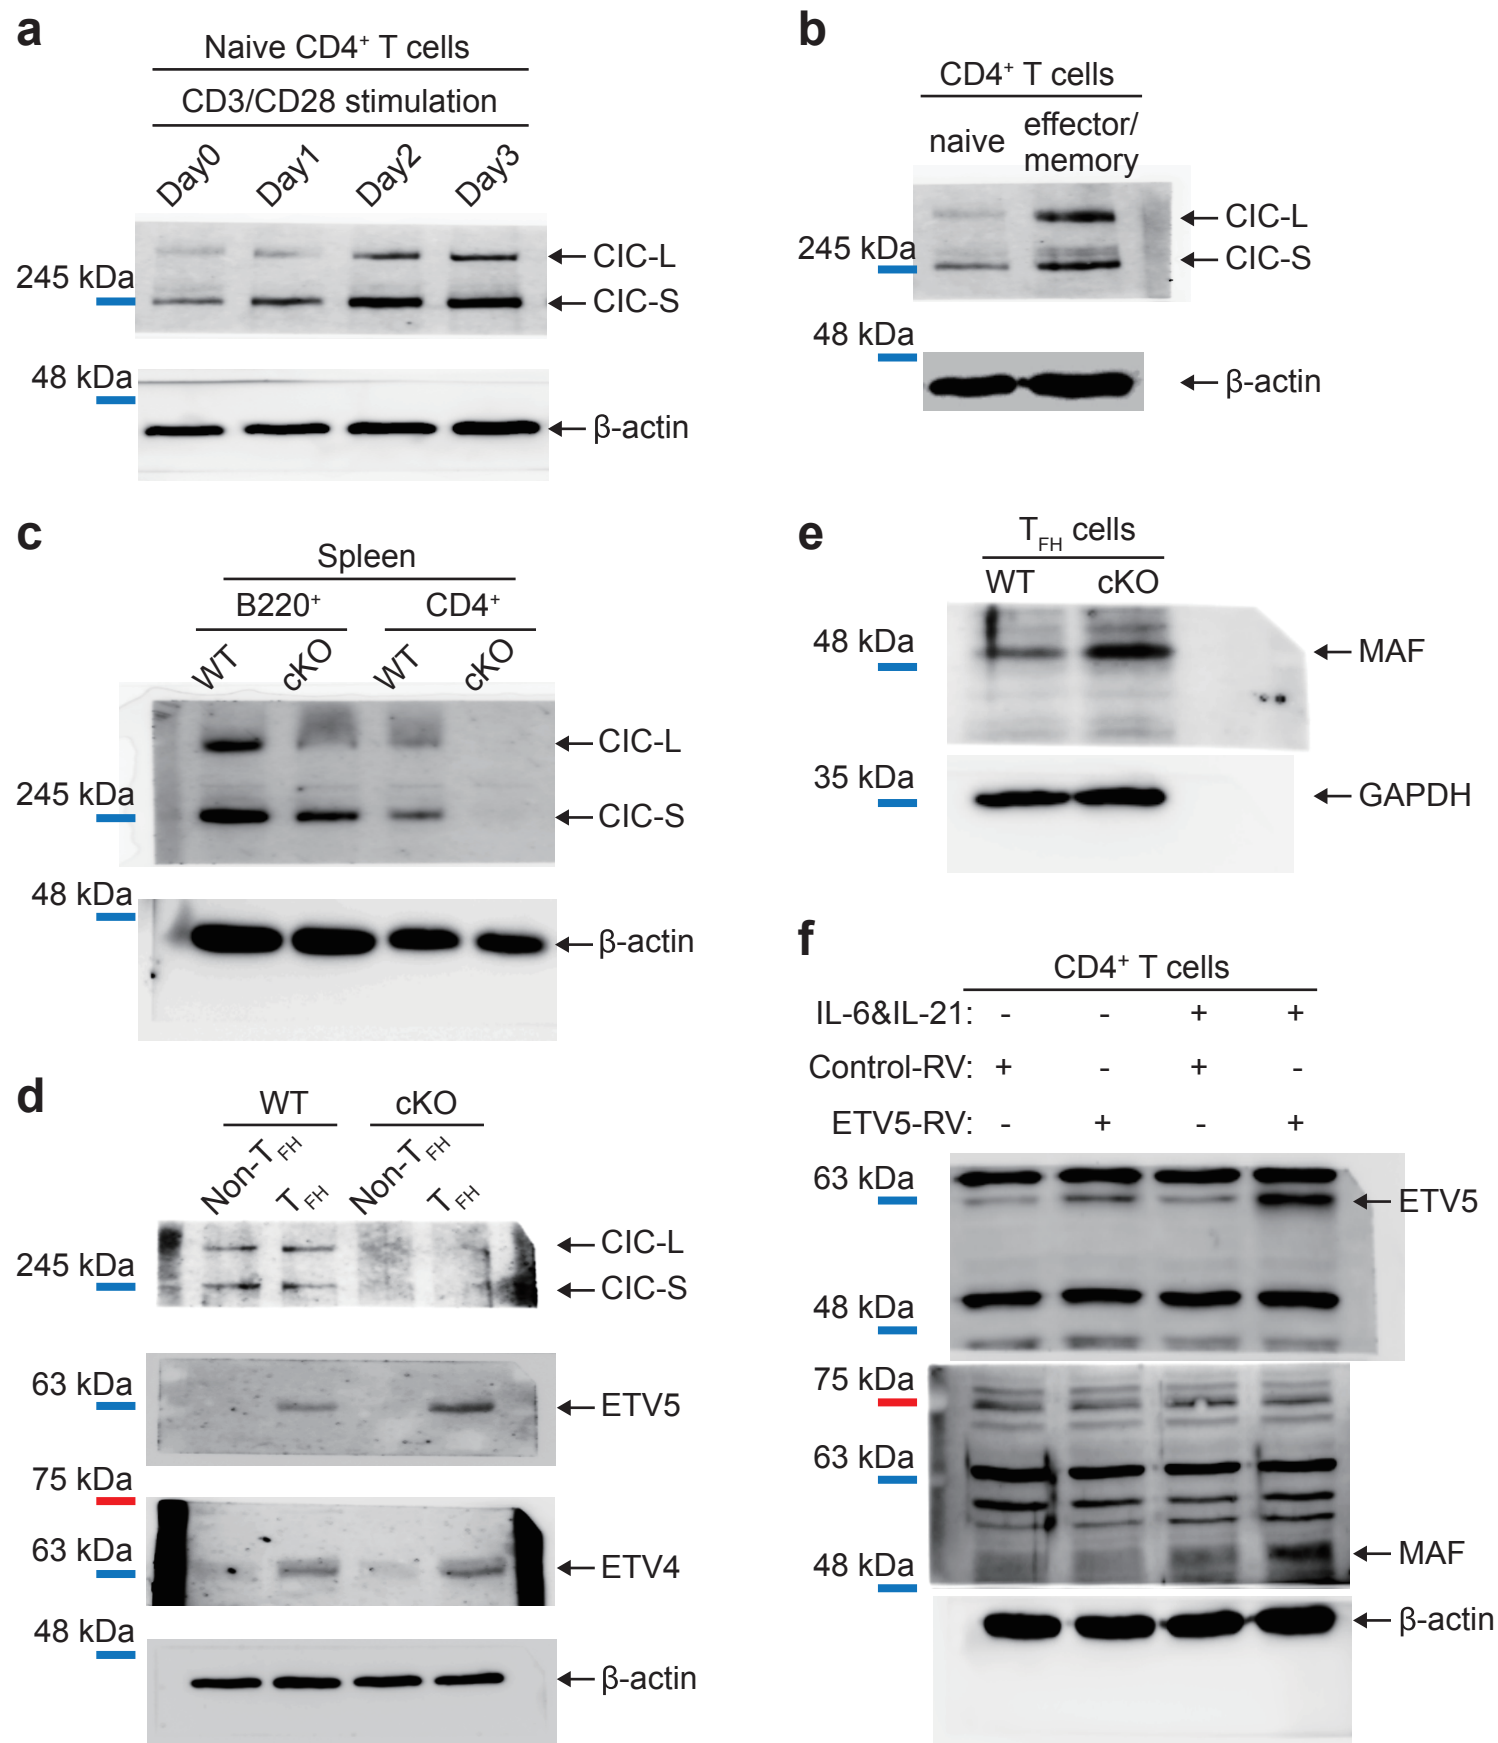

Supplementary Figure 18. Raw western blot images used in main figures.

(a-f) The full western blot images of Fig. 3a (a), Fig. 3b (b), Fig. 4a (c), Figs. 5d and 5e (d), Fig. 6b (e) and Fig. 6d (f).

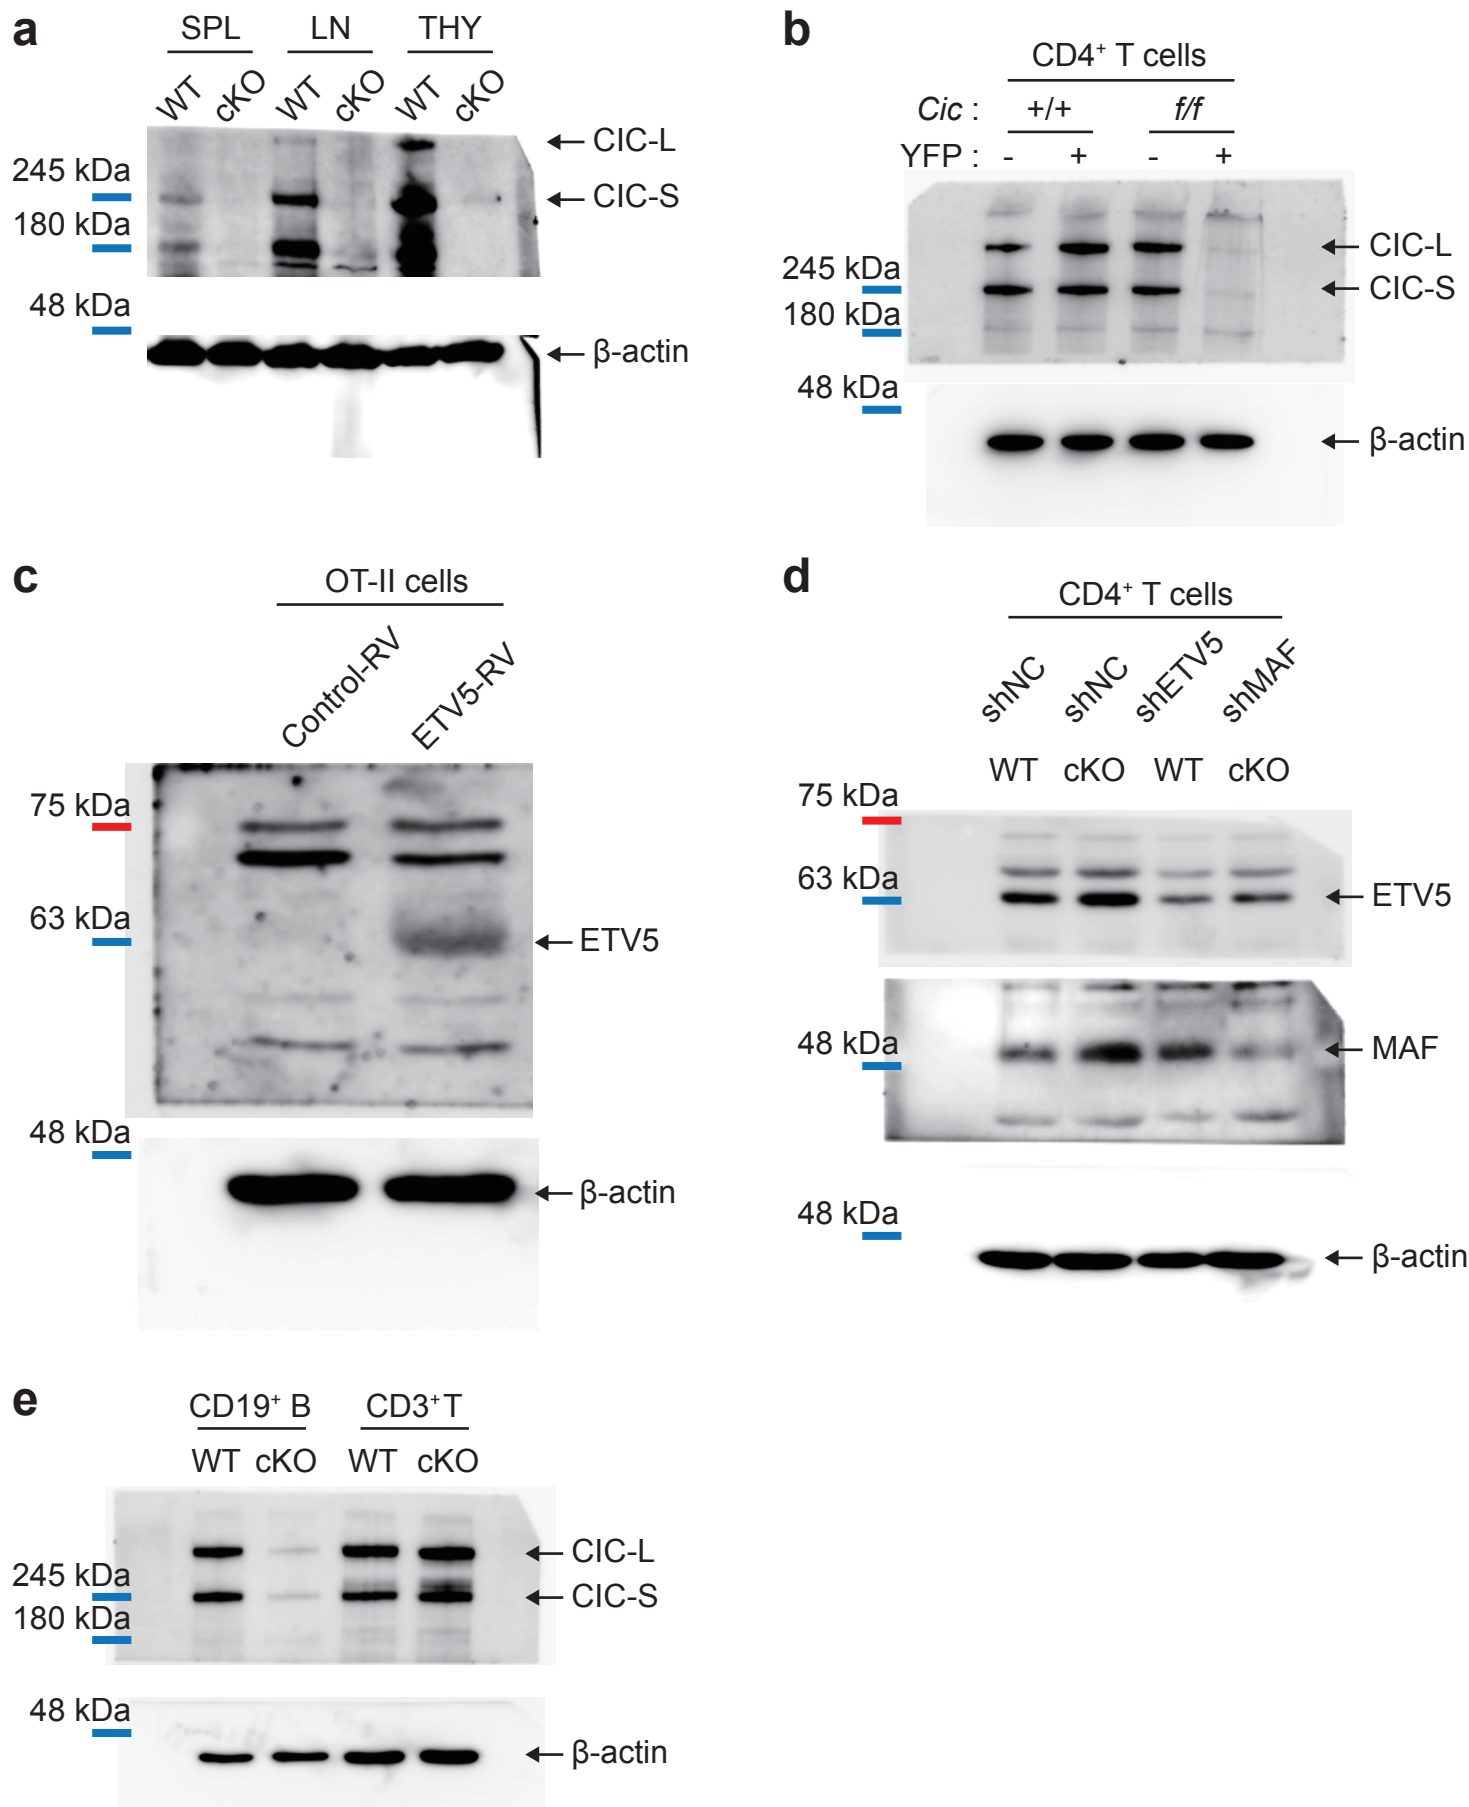

Supplementary Figure 19. Raw western blot images used in supplementary figures.

(a-e) The full western blot images of Supplementary Fig. 1a (a), Fig. 11a (b), Fig. 13a (c), Fig. 13b (d) and Fig. 16a (e).

How the deposited data were processed for this re-analysis (not part of the article)

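RNA from 4 libraries was analysed, 1 from each of WT and cKO CD4+ T cells on day 0 and on day 3 of stimulation with anti-CD3 and anti-CD28. The authors mapped reads with TopHat 2.0.10 to mm9 RefSeq and used Cufflinks 2.1.1 to assemble transcripts, estimate expression and compare libraries; the submitters' processing notes also name CASAVA. They deposited 4 tables, each with a pair of FPKM columns and with the p-value and q-value of the comparison by the authors for 31171 loci. FPKM values are relative to the library and to transcript length, and the tables of WT and of cKO were normalized separately. A value of 0 in such a table can be a failed estimate. The 45S ribosomal RNA locus *Rn45s*, for instance, has FPKM values of 2387 and 2481 on day 0 and is listed at 0 on day 3 in both genotypes.

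The tables of day 3 against day 0 within WT and within cKO gave the FPKM of each library. The tables headed as cKO against WT were compared with these values and found to hold weighted means of libraries, so that their ratios, p-values and q-values are of other comparisons, and only the scale they imply was used, as an alternative. Another 16 tables of functional annotation were not used here. In 1 table 25 gene names had become dates in a spreadsheet, and names were taken from the other tables by locus identifier. Of the loci, 7265 (23.3%) carry no gene name and were left out of the main counts. They held 4.39% of all FPKM in WT day 0, 86.1% in WT day 3, 23.0% in cKO day 0 and 89.2% in cKO day 3, so sums of FPKM are not a measure of depth. For 411 names on several loci the locus of highest mean FPKM was used. A deposited locus is a bundle of overlapping transcripts and can cover several genes, for which reads may be divided wrongly.

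Differences were computed as log2((a + 0.1)/(b + 0.1)) of FPKM values among genes with an FPKM of at least 1 in either library, and the size rule took an absolute log2 ratio over 1.5. A fold change on this scale understates that of weakly expressed genes. With 1 library for each condition there was no test, and genes were named by a rule fixed before the data were examined: every gene the paper names for the RNA sequencing or the qRT-PCR; the 10 highest and 10 lowest ratios of cKO to WT at each time; the 9 genes that Supplementary Data 1 lists as higher on day 0, whose values had been seen; up to 4 members of each gene list with the largest absolute ratio, and any member past the size rule; the 6 highest and 6 lowest ratios of day 3 to day 0 in WT; and every gene past the size rule in 1 direction at both times. This gave 311 genes, of which some are not reported here. There were 29 gene lists, also fixed then, for the PEA3 group, ERK feedback, T_FH_ genes of the paper and others, co-stimulatory receptors, cytotoxic, T_H_1, T_H_2, T_H_17 and T_reg_ cells, naïve and memory cells, T-cell activation, the cell cycle, glycolysis, the interferon response, reference genes, sex-linked genes, T-cell identity, and other cells the gate could hold. Supplementary Data 1 had been read when these lists were written, so the lists of ERK feedback, of other cells and of sex-linked genes in particular are not independent of it. Some genes stand in more than 1 list. Each list with at least 3 measured members was described by its median ratio and the percentile of that median among 10000 random lists matched in 20 bins of mean expression.

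The calculation was checked on simulated data. Of 50 genes made lower by 2 log2 units, 84% were called in a simulation of day 0 and 94% in one of day 3, each among all genes of that step, and of 50 genes made higher by 2 log2 units, 100% and 98%. That simulation gave every gene the same number of expected reads per FPKM, whatever its length. Read depth of the libraries is unknown, so their counting noise may differ from the simulated noise. No other source of noise was simulated. Alternatives set before the data were examined were pseudocounts of 1 and 0.01, an FPKM minimum of 5 or none, centring on the median gene, a size threshold of 1, the authors' P or q, removal of 131 genes of other cells or of sex-linked lists, and random lists without matching. Added after the data were seen were the common scale, membership in Supplementary Data 1, the authors' P adjusted over the genes kept, removal of small RNA genes, and inclusion of unnamed loci. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.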

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

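All tests weighed here were chosen after the result was seen, except those on the macrophage list and the cell cycle list on day 3 and on the cytotoxic lists on day 0. A bound on a list median was taken as passed only where the bootstrap interval over its members lay beyond it, a rule added after the values were seen. The members of a list were measured in the same libraries and are not replicates. Such an interval shows how far the median depends on the genes listed, and does not cover variation between sorts or cultures. Where an explanation is argued against below, this concerns these libraries only. Lists that stood apart from random lists and that the paper does not discuss, and a gene it does not discuss, are given with their values.

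On day 0 macrophage and monocyte genes (median -1.86), erythroid genes (-1.63), neutrophil genes (-1.07) and genes of basophils, mast cells and eosinophils (-1.05) were lower in cKO by their medians, while B-cell genes were higher (1.02). The sort for CD4+ naïve T cells would remove all of these cells. A lower share of T cells in the WT library, raising every other cell type alike, is argued against by the B-cell median of 1.016, with an interval of 0.62 to 1.21. More macrophages among the sorted cells of the WT library are consistent with the macrophage median of -1.859 and with the abundant macrophage genes *C1qa*, *C1qb*, *C1qc*, *Apoe* and *Lyz2*, whose log2 ratios lay between -1.88 and -1.49, but 18 of the list's genes are in Supplementary Data 1, so the test was run on genes partly known to be lower. A change within T cells that *Cic* deletion keeps up after activation stays open. Only 6 macrophage genes reached an FPKM of 1 on day 3, and their median of -0.4677, although past the bound set against this explanation beforehand, had an interval of -0.94 to 0.53. The list fell on activation in both genotypes. Its median was -5.91 in WT, with 21 of 22 genes lower by the size rule, and -4.23 in cKO, with 17 of 20 lower. *C1qa*, *C1qb* and *C1qc* are listed at 0 on day 3 in both, where no difference between genotypes can be seen.

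On day 3 cytotoxic effector genes had a median of -1.58. Slower growth of the cKO culture stays open. The cell cycle median of -0.1224 (interval -0.16 to -0.02) was past the bound set against this explanation beforehand, with 18 of 25 genes below 0. These values show little difference in cell cycle mRNA on day 3, but mRNA at 1 time does not measure division over 3 days. The paper measured division of naïve CD4+ T cells from *Cic* f/f*Vav1-Cre* mice (Fig. 3d), and IL-2 secretion (Fig. 3c). *Cic*-deficient cells exceeded WT in both under anti-CD3 alone, and anti-CD28 largely removed the difference. Those assays did not use the cultures sequenced here. Weaker activation was first part of the explanation by slower growth, which was later narrowed to growth. A difference in scaling is argued against by the reference gene median of -0.08673 (interval -0.20 to 0.03). Weaker activation stays open, since naïve and memory T-cell genes had a median of 0.2604 on day 3 and *Il2ra* a log2 ratio of -0.56, while the T-cell activation list, with members going both ways, did not stand apart. Fewer NK cells already among the sorted cKO cells, which the sort for CD4+ T cells would remove, remain a possible explanation, since the NK-cell list had a median of -0.4923 on day 0, although it did not stand apart on day 3 (-0.29, *Ncr1* listed at 0 in both libraries), and for CD8 T cells *Cd8b1* had a log2 ratio of 0.81 on day 0, and *Cd8a* one of -1.20 on day 3. A lower output of these genes in *Cic*-deficient cells is the biological explanation that the design gives, and with 1 culture of each genotype it cannot be separated from a difference between the cultures.

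*Xist* was lower and genes of the Y chromosome were higher in cKO at both times, and the sex-linked list had medians of 1.02 on day 0 and 0.93 on day 3. None of its 5 genes passed the size rule on day 0, and only *Xist* and *Kdm5d* did on day 3. Scaling is argued against by the median of 0.9483 for 4 Y-linked genes on day 3, against -1.693 for *Xist*. A larger share of cells from male mice in the cKO libraries is consistent with these values. All of these genes were detected in every library. The paper assigned male and female mice at random and its text does not name the sexes behind these libraries, so sex may differ between the genotypes and stays open beside *Cic*, with its effect on other genes not tested. The ratio of *Etv4* on day 3, 3.46, was larger than any of the sex-linked genes. Those of *Etv5*, 1.90, and *Maf*, -1.81, on day 3 were close in size to that of *Xist*. On day 0, when no sex-linked gene passed the size rule, *Etv5* had a log2 ratio of 2.91. The size of a sex-linked ratio does not measure how far sex moves another gene, so these comparisons cannot decide the question.

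*Cldn10* had an FPKM of 42.3 on day 0 and 7.64 on day 3 in cKO, with the limit given for its shared locus. On day 0 the ERK feedback list (1.31), further T_FH_ genes (0.36) and T-cell identity genes (0.17) also stood apart as higher in cKO, and cytotoxic effector genes (-0.29), T_H_1 genes (-0.29), cell cycle genes (-0.39), interferon response genes (-0.19) and NK-cell genes (-0.49) as lower. On day 3 the ERK feedback list (0.58), further T_FH_ genes (0.74), naïve and memory T-cell genes (0.26), T-cell identity genes (0.13) and B-cell genes (0.17) stood apart as higher, and T_H_2 genes (-1.17), macrophage genes (-0.47), erythroid genes (-2.06) and platelet genes (-1.02) as lower. These differences were not tested against replicates. A total of 7 genes passed the size rule in opposite directions on day 0 and day 3, of which 6 are small RNA genes and the other, *Cldn20*, is listed at 0 in cKO on day 0.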

How the results depend on the processing

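The common scale, membership in Supplementary Data 1, adjusted P of the authors, removal of small RNA genes and inclusion of unnamed loci were chosen after seeing the data. Apart from 5 list medians, the medians of cKO to WT ratios that stood apart kept their direction and stood apart under every alternative that gave a value. Counts depended on pseudocount, filter and threshold. No paired analysis was possible because there is 1 library for each condition and the results come from no test. The authors' P and q for cKO against WT, alone and at both times, were planned and not run, because the tables headed so hold other comparisons. Unknown depth limits genes near an FPKM of 1. The cause was not tested except where genes are removed or added by the alternative itself.

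The day 0 count of 251 genes of cKO against WT became 73 with a pseudocount of 1, 82 with an FPKM minimum of 5, 750 with no filter and 501 at a size threshold of 1, and the day 3 count of 213 became 77, 85, 609 and 507. Day 3 against day 0 gave 3184 genes in WT and 2727 in cKO, and at a size threshold of 1 5070 and 4566; with the authors' P 431 and 423, and with their q 23 (7 higher, 16 lower) and 16 (5 higher, 11 lower). Centring on the median gene, which was 0.42 in WT and 0.35 in cKO, moved the share of higher genes among those past the size rule on day 3 from 68.3% to 49.2% in WT and from 71.3% to 54.6% in cKO, and turned the T-cell identity median of day 3 to day 0 to -0.38 in WT and -0.30 in cKO. The 8 genes higher at both times became 26 with no filter and 21 at a size threshold of 1, and the 15 lower became 4 with a pseudocount of 1, 4 with an FPKM minimum of 5, 56 with no filter and 47 at a size threshold of 1. Lists that no longer stood apart were macrophage genes on day 3 with a pseudocount of 1 (-0.27) and, with an FPKM minimum of 5, co-stimulatory receptors (0.043), T_H_1 (-0.22) and interferon response genes (-0.10) on day 0 and T_FH_ genes of the paper on day 3 (-0.16). Of 209 genes of Supplementary Data 1, 186 passed the size rule, 66 with a pseudocount of 1 and 88 with an FPKM minimum of 5. Of the other values, 9 list medians, all of day 3 against day 0, no longer stood apart, 16 did so newly, such as T_H_1 genes on day 3 (-0.31) and T_FH_ genes of the paper on day 0 (0.18) with an FPKM minimum of 5 and interferon response genes on day 3 (0.071) with a pseudocount of 1, and 59 values of named genes fell within the size threshold, nearly all with a pseudocount of 1.

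Among these added alternatives, genes that are also in Supplementary Data 1 numbered 105 on day 0 and 81 on day 3, 2 higher and 3 lower at both times. Without small RNA genes 3 were higher at both times. With unnamed loci included the counts were 1212 and 966 for cKO against WT, more of them higher than lower where the main setting had more lower; 7432 in WT (2904 higher, 4528 lower) and 7332 in cKO (2777 higher, 4555 lower) for day 3 against day 0, where the main setting had more higher; and 50 higher and 27 lower at both times. The authors' P adjusted over the genes kept gave 23 (7 higher, 16 lower) and 15 (4 higher, 11 lower) for day 3 against day 0.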

Differences from the paper's values

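Of 211 values compared, the 209 log2 ratios of Supplementary Data 1 did not differ, where a log2 ratio was taken to differ if its sign changed or if the values lay more than 1.5-fold apart, since neither source gives an error, and 2 counts did. None of the 209 differed with a pseudocount of 0.01 or centring, and 106 did with a pseudocount of 1, which lowers the ratios of weakly expressed genes. The paper's list has 2 genes higher in cKO on both days, *Etv4* and *Etv5*, and 8 were found here by size alone; the paper also required P<0.05, which was not applied here. Every alternative set before the data were examined still differed, with 7 genes at a pseudocount of 1 or an FPKM minimum of 5, 8 with a pseudocount of 0.01, centring or removal of genes of other cells, 21 at a size threshold of 1 and 26 with no filter. Among those added after the values were seen, the common scale differed with 8, requiring membership in Supplementary Data 1 gave 2, which follows from using the paper's own list, and leaving out small RNA genes gave 3, *Cldn10* being the third; neither drops *Etv4* or *Etv5*. *Cldn10* is in the paper's list for day 0 only.

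The paper's list has 5 genes lower on both days, and 15 were found here by size alone, again without P. The paper's 5 are *Car1*, *Fcer1g*, *Ctnnd1*, *Thbs1* and the locus of *Ifitm3* and *Ifitm6*. A pseudocount of 1 and an FPKM minimum of 5, both with 4 genes, did not differ from the paper's 5 in number, although they share only 2 and 3 genes with it and the others are small RNA genes, while a pseudocount of 0.01 with 20, no filter with 56, centring with 14, a size threshold of 1 with 47 and removal of genes of other cells with 13 did. *Ctnnd1* and *Thbs1* were not called at both times here and are called with a pseudocount of 0.01 or a size threshold of 1, and *Ctnnd1* also on the common scale, which was chosen after seeing the values and gave 16.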

Other observations

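The counts of small RNA genes and of genes moving in opposite directions were chosen after the values were seen. The responses of WT and cKO cells to activation ran mostly alike. Of 2173 genes higher on day 3 in WT by the size rule, 1673 were also higher in cKO by that rule, and of 1011 lower genes 610 were. No gene outside the small RNA class passed the size rule in opposite directions in the genotypes. Glycolysis genes had medians of 3.28 in WT and 3.22 in cKO for day 3 to day 0. T_H_2 genes had 5.24 over 8 measured genes in WT and 4.75 over 7 in cKO. Cytotoxic genes had 2.76 over 18 measured genes in WT and 2.02 over 15 in cKO. The medians of both lists thus cover partly different genes. *Gzmb* had log2 ratios of 8.77 and 7.46. *Bcl6* had ratios of -1.99 in WT and -0.24 in cKO, and *Prf1* ratios of 2.26 and -0.26. No interaction could be tested.

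Members of other T-helper lists went both ways. For cKO against WT, T_reg_ genes had medians of 0.05 on day 0 and 0.03 on day 3, T_H_17 genes 0.27 and -0.17, T_H_1 genes -0.22 on day 3 and T_H_2 genes 0.04 on day 0, all within the range of random lists in the main setting. On day 3, however, *Il22* with a log2 ratio of -1.91 and *Ccr6* with one of 2.16 among T_H_17 genes, *Ifng* with one of -1.66 among T_H_1 genes and *Il10* with one of -2.03 among T_reg_ genes passed the size rule. *Foxp3*, which defines T_reg_ cells and whose product the paper finds in a larger share of CD4+CD25- T cells in the spleen of *Cic*-deficient mice, had an FPKM of 7.87 in cKO and 5.11 in WT on day 0 and of 2.06 and 1.12 on day 3. *Il17a* had 3.10 and 4.91 on day 3. *Il9*, which the paper discusses as an ETV5 target in T_H_9 cells, had 3.91 in WT on day 3 and is listed at 0 in the other libraries. *Tnfrsf4* and *Tnfrsf18* had 273 against 317 and 281 against 322. *Rfwd2*, which encodes COP1, had 12.9 and 12.8 on day 0 and 13.4 and 13.0 on day 3.

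The remaining lists did not stand apart between cKO and WT in the main setting. On day 0 the medians were 0.07 for naïve and memory T-cell genes, 0.08 for T-cell activation, -0.09 for glycolysis, -0.02 for reference genes, -0.07 for dendritic cells, -0.04 for platelets and 0.15 for plasma cells. On day 3 they were -0.06 for glycolysis, 0.07 for the interferon response, -0.32 for basophils, mast cells and eosinophils, -0.29 for NK cells and -0.12 for plasma cells. Lists of the PEA3 group, CD8 T cells and stroma had fewer than 3 measured genes at both times, and neutrophil and dendritic cell lists on day 3. *Cd8a* had an FPKM of 3.59 in cKO and 8.36 in WT on day 3, and *Pecam1*, of the stroma and endothelium list but also expressed by naïve T cells, 28.5 and 18.4. *Hprt*, the reference of the qRT-PCR in the paper, had 18.4 and 20.9 on day 0 and 70.6 and 85.3 on day 3.

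Small RNA genes passed the size rule far more often than others, 20.6% of 146 against 2.05% of 10764 on day 0 and 26.7% of 150 against 1.61% of 10745 on day 3. *Snord65*, for example, was listed at 0 in WT day 0 and cKO day 3 and had an FPKM of 2236 and 2267 in the other libraries. A few loci of other genes, named here after their values were seen, were far apart in 1 library only. *Lrfn1* had an FPKM of 0.823 in WT day 0, 103 in cKO day 0, 64.4 in WT day 3 and 59.4 in cKO day 3, *Prmt2* had 42.7 in cKO day 0 and between 2.59 and 3.93 elsewhere, and *Rbks* had 36.8 in cKO day 3 and between 6.19 and 14.7 elsewhere. *Lars2* rose from 108 to 7271 in WT and from 256 to 13560 in cKO.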
